# Curcumin affects gene expression and reactive oxygen species via a PKA dependent mechanism in *Dictyostelium discoideum*

**DOI:** 10.1371/journal.pone.0187562

**Published:** 2017-11-14

**Authors:** William S. Swatson, Mariko Katoh-Kurasawa, Gad Shaulsky, Stephen Alexander

## Abstract

Botanicals are widely used as dietary supplements and for the prevention and treatment of disease. Despite a long history of use, there is generally little evidence supporting the efficacy and safety of these preparations. Curcumin has been used to treat a myriad of human diseases and is widely advertised and marketed for its ability to improve health, but there is no clear understanding how curcumin interacts with cells and affects cell physiology. *D*. *discoideum* is a simple eukaryotic lead system that allows both tractable genetic and biochemical studies. The studies reported here show novel effects of curcumin on cell proliferation and physiology, and a pleiotropic effect on gene transcription. Transcriptome analysis showed that the effect is two-phased with an early transient effect on the transcription of approximately 5% of the genome, and demonstrates that cells respond to curcumin through a variety of previously unknown molecular pathways. This is followed by later unique transcriptional changes and a protein kinase A dependent decrease in catalase A and three superoxide dismutase enzymes. Although this results in an increase in reactive oxygen species (ROS; superoxide and H_2_O_2_), the effects of curcumin on transcription do not appear to be the direct result of oxidation. This study opens the door to future explorations of the effect of curcumin on cell physiology.

## Introduction

The use of botanicals as dietary supplements is becoming increasingly popular. The World Health Organization (WHO) estimates that 80% of the world’s population uses botanicals as part of their primary health care. In the United States, 20% of Americans use botanicals, with billions of dollars spent each year on these products [1]. The global botanical market was valued at $54.6 billion dollars in 2013 with a forecasted market value estimated to reach $90.2 billion by 2020 [2].

Curcumin is the active ingredient in turmeric [3] and has been widely used in traditional medicine, especially in India, China and Thailand. It has been used to treat many diseases including anorexia, cough, diabetic wounds, hepatic disorder, rheumatism and sinusitis [4]. Curcumin has been linked to a wide spectrum of pharmacological effects including anti-carcinogenic, anti-inflammatory, Alzheimer’s prevention and antioxidant activity [5]. It has also been implicated in controlling the growth, development and spread of cancer by interfering with the cell cycle, apoptosis, proliferation, angiogenesis and metastasis [6, 7].

Chronic low-level inflammation has been associated with many diseases including heart disease [8], metabolic syndrome [9] and cancer [10, 11]. Some studies have implicated curcumin in blocking NF-kB, a transcription factor that plays a key role in turning on genes related to inflammation [12]. Indeed, studies have indicated that curcumin has higher efficacy and fewer side effects compared to other anti-inflammatory drugs [13, 14]. Alzheimer’s disease, the most common neurodegenerative disease in the world, is characterized by a buildup of protein tangles in the brain known as amyloid plaques, and studies have shown that curcumin has a potential role in the prevention of the disease [15] and even the ability to clear amyloid plaques by enhancing the surface binding of amyloid-beta to macrophages and intracellular phagocytosis leading to amyloid-beta degradation [16].

An antioxidant role is often ascribed to curcumin. Oxidative damage, the reaction of free radicals with cellular lipids, proteins and DNA, is associated with the cause of many diseases and aging. Reactive oxygen species (ROS), such as superoxide anions, peroxides and hydroxyl radicals, are by-products of aerobic metabolism, and their accumulation can lead to oxidative stress and significant damage to cells [17, 18]. Because of the potentially damaging effects of ROS, cells use enzymes such as superoxide dismutase, peroxidase and catalase as antioxidant defense mechanisms. [19]. Other non-enzymatic molecules capable of inhibiting ROS include vitamin E and uric acid [20–22]. Curcumin has been reported to have antioxidant effects [23] in rat peritoneal macrophages [22] and in red blood cells [24].

Despite the large and growing interest in the use of botanicals in disease treatment and prevention, there is little evidence regarding their efficacy, safety and long-term effects. Importantly, the fundamental mechanisms associated with the cellular response to botanicals are generally not understood, and there are often unknown off-target effects. Curcumin has been associated with a large number of effects but reports have been baffling and sometimes contradictory. Some evidence suggests that curcumin is an antioxidant, whereas other studies suggest that curcumin has pro-oxidant effects, increasing ROS and thereby inducing oxidative stress within cells [25, 26]. Possessing both antioxidant and pro-oxidant effects confounds the rational therapeutic use of curcumin. In addition a recent review indicates that clinical trials of curcumin against various diseases have been unsuccessful due in part to issues of bio-availability and the stability of curcumin in aqueous solution [27]. However, curcumin or its breakdown products/derivatives do have effects on cell physiology, although there is a lack of understanding of the underlying mechanisms of action at the cellular level. Thus, a better understanding of the molecular mechanisms underlying the response to curcumin is required to validate its pharmacological use in human health and would benefit from a genetically tractable model system that would be useful to interrogate the molecular effects of curcumin on cell physiology.

The social amoeba *Dictyostelium discoideum* is an excellent model for the molecular genetic study of the mechanisms of action of natural products [28, 29] and drugs and their effects on cells [30, 31]. *D*. *discoideum* is a haploid eukaryote which proliferates rapidly as single cells. Its cell structure and physiology are similar to mammalian cells and have been intensely studied [32]. Moreover, it is a genetic system that has been readily validated and translated to human cells [33, 34]. Therefore, *D*. *discoideum* offers a useful lead genetic system with which to study the underlying mechanisms of action of curcumin.

The current study is focused on the effect of curcumin on cell viability and proliferation. The study shows that curcumin has profound pleiotropic effects on the physiology of mitotically dividing *D*. *discoideum* cells, including an accumulation of ROS, which is affected by down-regulation of antioxidant gene expression. This transcriptionally regulated physiological response is mediated, in part, by the cyclic AMP-dependent protein kinase A (PKA). RNA sequencing (RNA-seq) analysis reveals a broad, two-phase, transcriptional response elicited by curcumin and suggests that cells respond to curcumin through a variety of previously unknown molecular pathways.

Taken together, these studies highlight the relative lack of understanding about the effect of curcumin (and by extension, other botanicals) on genetic regulation and cell physiology. Importantly, they provide new avenues of investigation that can be further interrogated using the genetic tools of *D*. *discoideum* and then translated in human cells as has been previously done in studies on other medically important drugs [33, 34].

## Materials and methods

### Reagents

Chemicals were from Sigma-Aldrich (St. Louis, MO) and Fisher Scientific (Pittsburgh, PA). Curcumin stock solutions were prepared in DMSO and the concentration was determined by measuring the absorbance at 423 nm. The stock solutions were then adjusted to 50 mg/ml using the empirically determined extinction coefficient ε = 54954 cm^-1^ M^-1^. Sub-stock solutions were made by dilution in DMSO so that curcumin was always delivered in the same volume yielding a final DMSO concentration of 0.2% which has no effect on *D*. *discoideum* cell proliferation. Stock solutions of menadione (50 mg/ml in H_2_O) and N-acetylcysteine (NAC; 100 mg/ml in H_2_O) were prepared. All stock solutions were stored frozen at -20°C and warmed to room temperature before delivery. Control cultures received the same concentration of vehicle.

### Strains and growth conditions

The *D*. *discoideum* strains used in this study are listed in S1 Table along with their genotypes, phenotypes and sources. The cells were grown axenically at 22°C in shaken HL5 medium [35]. New cultures were started monthly from desiccated spores. Cell number was monitored by multiple counts in a hemocytometer. Stock cells were always kept in log-phase growth and never allowed to grow beyond 5x10^6^ cells/ml. Logarithmically growing cells at a density of 2-4x10^6^ cells/ml in HL5 medium were used for experiments and had a generation time of 10–12 hours.

### Measurement of cell proliferation and viability

Cell proliferation measurements employed a luminescent cell viability method used to determine the number of viable cells based on the amount of ATP in metabolically active cells [36]. For each curcumin concentration to be tested, the parent culture (2-4x10^6^ cells/ml) was diluted to 1x10^5^ cells/ml in 5 ml aliquots, after which compounds or vehicle was added. The CellTiter-Glo® luminescent cell viability assay (Promega, Madison, WI) was performed in opaque 96 well plates (Thermo Scientific, Waltham, MA). At the indicated times, 100 μl of treated or control cells were sampled and mixed with an equal volume of CellTiter-Glo® for 10 minutes at 22°C. Luminescence was measured using a Veritas microplate luminometer (Turner BioSystems, Sunnyvale, CA). All experiments were done in triplicate, and were always in the linear range of the technique [36]. To test clonal viability, treated or control cells were plated on SM agar plates in association with *Klebsiella aerogenes*. Multiple plating at different dilutions was performed to ensure that the counts were in the linear range of this technique.

### Catalase A activity assay

Catalase enzyme activity was determined as described [37]. Dividing cells in axenic medium (10 ml in 125 ml flasks) were treated with compounds at the indicated concentration, harvested and washed by centrifugation in salts solution (SS; 10 mM NaCl, 10 mM KCl, 2.7 mM CaCl_2_). The cells were pelleted and then lysed in 100 μl lysis buffer (10 mM potassium phosphate, pH 7.0, 0.1% Triton X-100, 1x protease inhibitor cocktail (Sigma-Aldrich, St. Louis, MO)) for 5 minutes on ice. Samples of 5 μl and 10 μl of the cell lysate were assayed for catalase activity by mixing with 10 mM H_2_O_2_ in 50 mM potassium phosphate buffer, pH 7.0 in a final volume of 1 ml. The reduction of absorbance at 240 nm was monitored over a two-minute period at 10-second intervals with a spectrophotometer [37]. There is no non-catalytic degradation of H_2_O_2_ [35]. One absorbance unit equals 1 μmole of H_2_O_2_ using an extinction coefficient of 43.6 M^-1^ cm^-1^. Protein concentration was measured using the Bradford assay (Pierce, Dallas, TX) adjusting the standard curve for the final concentration of lysis buffer added along with the unknown samples. Specific catalase activity was expressed as μmole/min/mg protein.

### Superoxide dismutase activity assay

This assay employs hematoxylin which, above pH 7.0, generates superoxide (SO) and is in turn oxidized by the SO [38]. The result is a concentration-dependent increase in absorbance with a spectrum between 400 and 670 nm. Superoxide dismutase (SOD) inhibits this increase in absorbance in a concentration dependent manner, and the enzyme activity is expressed as the percent of inhibition of the reaction without SOD.

Hematoxylin was dissolved in 0.05 M mono-potassium phosphate buffer pH 7.6 and stored in aliquots frozen at -80°C to ensure assay consistency. The reaction was started by adding 30 μl of the hematoxylin solution to 970 μl of 0.05 M potassium phosphate buffer and reading the absorbance increase at 560 nm. Curcumin does not absorb at this wavelength. This ratio generates an absorbance of 0.066 per minute, which allows the sensitivity necessary to detect SOD quantitatively.

Cells were harvested, washed in SS buffer, and pellets of 1x10^7^ cell were frozen at -80°C. Freshly prepared cold lysis buffer (0.05 M potassium phosphate buffer pH 7.6, 0.1% Triton X-100, and 1x protease inhibitor cocktail) was added to the frozen pellets and vortexed to lyse the cells. Dilutions were made with lysis buffer and samples of the dilutions were assayed for their ability to inhibit the reaction by the catalytic degradation of SO. The lysis buffer had no effect on the reaction. Protein concentration was measured as above.

#### Superoxide determination

Superoxide production was measured utilizing an assay based on the reduction of the tetrazolium dye XTT (2,3-Bis- (2-Methoxy-4-Nitro-5-Sulfophenyl)- 2H-Tetrazolium-5-Carboxanilide (Molecular Probes, Eugene, OR)) [39]. Stock solutions (10 mM) were prepared in 20 mM potassium phosphate buffer, pH 7.0. XTT was added to growing cells (2–4×10^6^ cells/ml) at a final concentration of 500 μM and incubated for the indicated times. Reaction with superoxide converts the pale yellow dye to a bright orange colored water soluble formazan product which can be measured by spectrophotometry at 470 nm [40, 41]. One ml aliquots of treated cells were centrifuged and the supernatant was measured in a spectrophotometer. Superoxide production was expressed as absorbance at 470 nm per 1x10^8^ cells.

### Hydrogen peroxide determination

Hydrogen peroxide (H_2_O_2_) was detected using an assay based on Amplex Red oxidation (Molecular Probes, Eugene, OR). In the presence of horseradish peroxidase (HRP) Amplex Red produces a red oxidation product, resorufin, upon reaction with H_2_O_2_ which is measured by spectrophotometry at 540 nm. Stock solutions were prepared according to the manufacturer’s instructions. A working solution of 100 μM Amplex Red reagent was prepared by mixing 100 μl of the supplied Amplex Red stock solution, 200 μl HRP stock and 9.7 ml HL5 medium. Fifty microliters of the Amplex Red working solution were transferred to microplate wells.

Cells were grown to 1–2×10^6^ cells/ml. Curcumin or vehicle was added to the cell cultures so that the concentrations were twice the desired final concentration. Immediately, 50 μl of the cells containing curcumin or vehicle were added to microplate wells containing 50 μl of Amplex Red working solution to bring final curcumin concentration to 1X. The plates were shaken at 200 RPM at 22°C and read at the indicated time points to measure H_2_O_2_ accumulation.

### qRT-PCR

Total RNA was prepared from 5×10^6^ cells 24 hours after addition of curcumin or vehicle using a RNEasy mini kit (Qiagen, Hilde, Germany). RT-PCR was performed using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems (Foster City, CA)) following the manufacturer’s instructions. A cocktail of random primers (included with kit) was used to amplify the first strand cDNA, which then served as template for subsequent PCR. The *Ig7* gene was used as an internal control [42]. The oligonucleotide sequences are listed in S2 Table.

### Transcriptome analysis

To determine the global transcriptional response to increasing concentrations of curcumin, wild-type cells (2×10^6^ cells/ml) were grown in 20 ml of shaking culture in the presence of the indicated concentration of curcumin. Fifteen ml of the cultures were harvested at the indicated times. Total RNA was isolated using Ambion Trizol Reagent (Life Technologies, Carlsbad, CA) according to the manufacturer’s instructions. mRNAs were prepared by double poly(A) selection using a Dynabeads mRNA purification kit (Life Technologies, Carlsbad, CA), fragmented and reverse transcribed to short cDNAs [43]. Multiplexed cDNA libraries were prepared and sequenced using the Illumina sequencing platform as described [44]. The resulting sequences were aligned to the *Dictyostelium* reference genome using pipelines of Genialis GenBoard (Genialis, Houston, TX). The data were deposited in Gene Expression Omnibus (GEO; accession number, GSE97392). The reproducibility of biological replicates was tested using Spearman’s correlation between the transcriptomes as a quality control, and two of the RNA-seq data points were eliminated (Spearman’s correlation < 0.95) from subsequent analyses. For the visualization of relative distances between the transcriptomes, hierarchical clustering analysis (R package ‘hclust’) and multidimensional scaling (R function cmdscale) were performed [45, 46]. The differential expression analyses were performed two ways; (1) baySeq method using Genialis GenBoard (false discovery rates < 0.01, likelihoods > 0.9), and (2) calculating fold change using log_2_ of the ratio between samples. For GO term enrichment analyses on all gene sets, custom R scripts (R package ‘topGO’ version 2.14.0) were used [46].

## Results

### Curcumin reduces cell proliferation and viability

We determined the effects of curcumin on *D*. *discoideum* cell proliferation by counting cells in the treated cultures. Fig 1A shows the results of treating axenically growing wild-type AX4 cells with different concentrations of curcumin over a period of 4 days. The data show that curcumin inhibits the rate of cell proliferation in a dose dependent manner where 2.5 μg/ml has almost no effect compared to the control and 12.5 μg/ml strongly inhibits cell proliferation.

**Fig 1:**
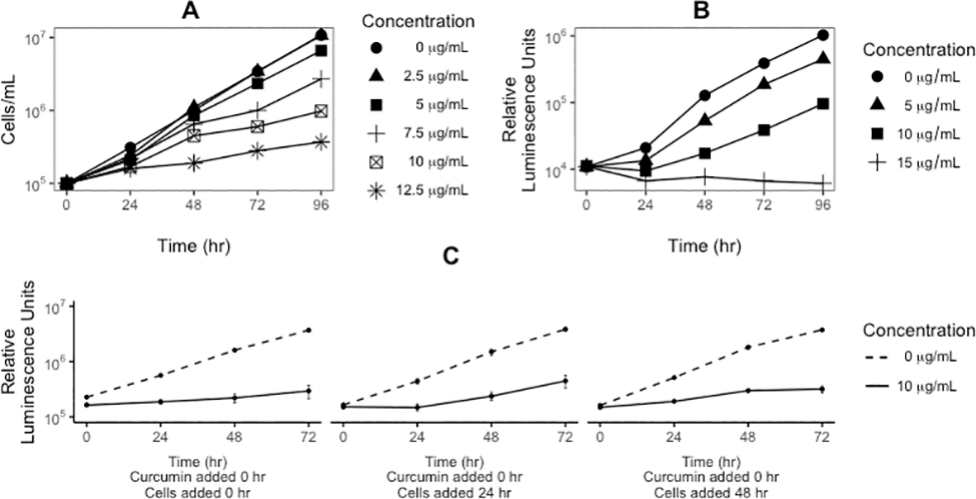
Curcumin reduces proliferation and cell viability. A) Axenically growing AX4 cells were treated with curcumin at the indicated concentrations and cell density was monitored over four days by direct counting with a hemocytometer. B) In separate experiments, viability of curcumin treated cells was assayed by measuring ATP in metabolically active cells using CellTiter-Glo® which measures cell viability. C) Curcumin stability in HL5 growth medium was determined by adding curcumin to medium at the onset of the experiment (0 hours). Flasks were inoculated with cells at time 0, 24 and 48 hours, and each assayed for 72 hours using the CellTiter- Glo® method. Taken together, these results show that curcumin has a lasting inhibitory effect on cell proliferation. Error bars in all figures represent the standard deviation compared to the mean.

We previously described a rapid and sensitive cell viability assay for *D*. *discoideum* using CellTiter-Glo® that measures ATP in living cells [36]. Using this assay the experiment in Fig 1A was repeated including a higher curcumin concentrations (15 μg/ml), and the data on rate of cell proliferation (Fig 1B) are virtually identical to those obtained by direct cell counting. Notably, 15 μg/ml curcumin inhibits all cell proliferation over 4 days. Taken together, the data in Fig 1A and 1B indicate that curcumin has a lasting inhibitory effect on cell proliferation over 4 days—that is, the rate of proliferation remains repressed.

Based on other reports that curcumin was unstable in aqueous solution we examined the stability of curcumin in the growth medium. Multiple flasks of medium containing 10 μg/ml curcumin were inoculated at daily intervals with cells at an initial density of 1 x 10^5^ cells/ml. As seen in Fig 1C the curcumin had the same inhibitory effect on cell proliferation irrespective of how long it was in the growth medium. Although this does not rule out that some breakdown product or derivative is responsible for the effect on growth, it does demonstrate that the effect does not diminish with the time curcumin is in the medium before the addition of the cells. Much more detailed chemical analysis would be needed to determine if curcumin is directly acting on the cells.

### Curcumin reduces catalase A and SOD enzyme activities

The effects of curcumin have been often attributed to antioxidant properties [22, 47, 48]. The levels of anti-oxidant enzymes such as catalase and superoxide dismutase are often used as indicators (surrogates) for the level of ROS in cells [49, 50]. Therefore, we measured the effect of curcumin on these enzymes.

Cells treated with curcumin were assayed for the level of catalase A enzyme activity. Catalase A is the only catalase enzyme in proliferating *D*. *discoideum* cells [37], although a second enzyme–catalase B–is expressed at a late stage of multicellular development [51]. The data demonstrate that the specific activity of catalase A in the presence of curcumin decreases to 50% in a dose (Fig 2A) and time (Fig 2B) dependent manner that is consistent with the inhibition of cell proliferation (Fig 1). Further *in vitro* experiments showed that this loss of catalase A specific activity in the presence of curcumin was not due to a direct effect of curcumin on the catalase A enzyme. Curcumin alone had no effect on the stability of H_2_O_2_ (Fig 2C), and neither the kinetics (Fig 2D) nor the extent (Fig 2E) of catalase A catalysis was effected by curcumin. These experiments (Fig 2C–2E) show that the effect of curcumin on catalase A activity is not immediate and not at the level of enzyme inhibition.

**Fig 2:**
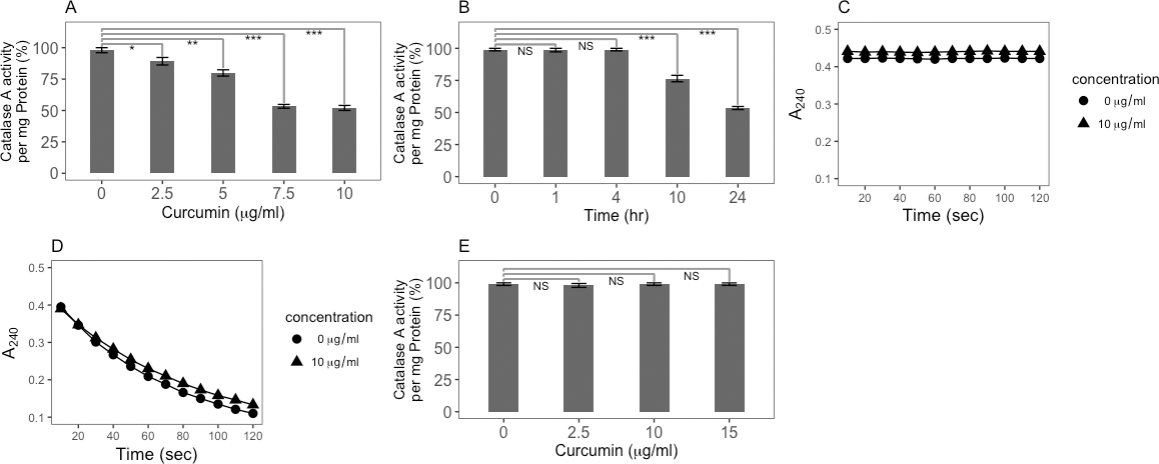
Curcumin reduces catalase A enzyme levels in wild-type cells. A) Catalase A enzyme specific activity is reduced in curcumin treated cells in a dose dependent manner; B) Reduction in catalase A specific activity is not immediate and takes up to 24 hours to manifest itself, indicating that it is not due to enzyme inhibition; C) Curcumin by itself does not have an effect on the stability of H_2_0_2_; D) Curcumin by itself does not have a direct effect on the rate of catalase A activity in cell extracts (5 μl of an extract of 2 x 10^7^ cells in 1 ml lysis buffer); and E) Curcumin by itself does not have an effect on the extent of the *in vitro* catalase A activity (5 μl of an extract of 2 x 10^7^ cells in 1 ml lysis buffer). Error bars represent the standard deviation of the mean. Statistical analyses were carried out using a two-tailed t-test. *p<0.05, **p<0.01, ***p<0.001.

Superoxide dismutase (SOD) was also assayed in cells treated with curcumin. The assay relies on the inhibition of superoxide accumulation by the action of SOD. Fig 3A shows that, similar to the catalase A activity, there is a reduction in SOD activity after exposure to curcumin for 24 hours. This response was seen for both 5 and 10 μg/ml curcumin, although 5μg/ml had more effect on SOD activity than it did on catalase A activity (40% reduction vs. 20% reduction (Fig 2) and on cell proliferation. Moreover, there is no direct effect of curcumin on the generation of superoxide in this assay (Fig 3B). In contrast, the SOD enzyme activity in *pka*C null mutant cells (Fig 3A) is much less affected by curcumin (p<0.001 comparing 5 and 10μg/ml samples between strains) and the results will be discussed in greater detail below.

**Fig 3:**
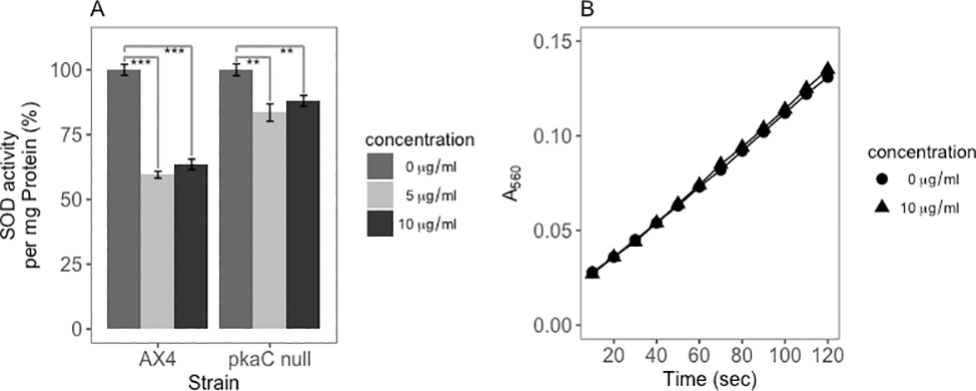
Curcumin reduces SOD enzyme activity in wild-type cells but not in *pkaC* null cells. A) SOD enzyme activity in curcumin treated parental AX4 cells (5 μg/ml and 10 μg/ml) is reduced by nearly half relative to untreated cells. In contrast, there is much less effect on SOD enzyme activity in *pkaC* null cells treated with curcumin for 24 hours. B) Curcumin has no effect on the rate of generation of superoxide in the assay. P-values are defined in Fig 2.

Taken together, these studies show that curcumin reduces the catalase A and SOD enzyme activities in wild-type cells, and suggests that curcumin is not acting as an anti-oxidant in *D*. *discoideum* cells.

### Curcumin negatively regulates antioxidant enzyme mRNA levels

Based on the results of the catalase A and superoxide dismutase enzyme assays we wanted to determine if the decrease in enzyme specific activities was due to a change in mRNA level. Thus, we measured the mRNA levels of catalase A (*catA*) and superoxide dismutase (*sod*) A, B, E and 2 in curcumin treated cells. The data in Fig 4 show that *catA* mRNA is reduced by 50% in curcumin treated cells. In similar fashion *sodA*, *sodB* and *sod2* mRNA were all reduced in response to the curcumin treatment. In contrast, *sodE* mRNA was unchanged in curcumin treated cells. Taken together, these results suggest that curcumin negatively regulates the mRNA levels for 4 antioxidant enzymes, and is consistent with the down-regulation of catalase A and SOD enzyme activity levels in curcumin treated cells. The data indicate that curcumin is negatively regulating the transcription of these anti-oxidant enzyme genes.

**Fig 4:**
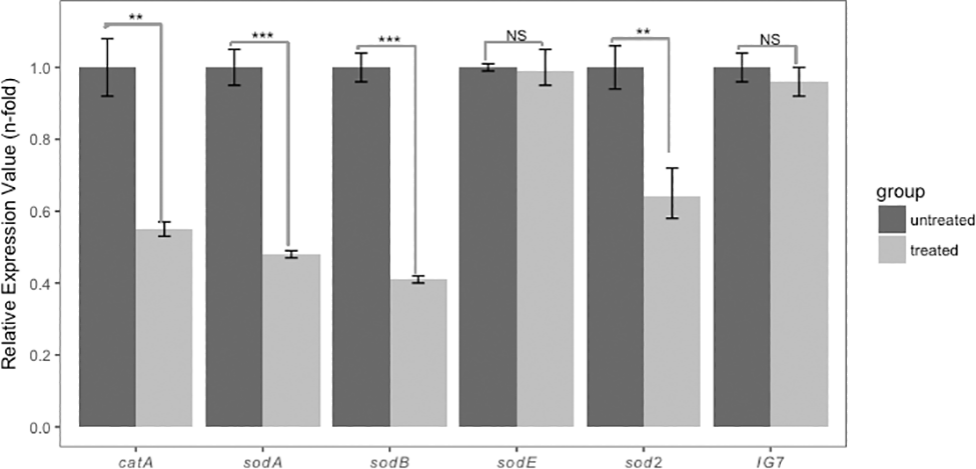
Curcumin negatively regulates antioxidant enzyme RNA levels. Total RNA was prepared from 5×10^6^ axenically growing cells treated with 10 μg/ml curcumin for 24 hours. Transcript levels of the antioxidant enzymes, *catA*, *sodA*, *sodB* and *sod2* are reduced in cells treated with curcumin. P-values are defined in Fig 2.

### Curcumin upregulates ROS levels

The data demonstrating that curcumin lowered the levels of the catalase and SOD enzymes (Figs 2 and 3) and mRNAs (Fig 4) suggested that this would result in an increase in ROS. Thus, we measured the levels of superoxide and H_2_O_2_ in cells. Developing *D*. *discoideum* cells produce superoxide that can be measured by the oxidation of XTT [41]. Fig 5A shows that proliferating AX4 cells also produce superoxide, and that curcumin treatment causes an increase in the level of superoxide produced in a dose dependent fashion (p<0.001 comparing 5 and10 μg/ml at 24 hours). Both 5 and 10 μg/ml curcumin increase superoxide production over the untreated control showing a statistically significant increase at 24 hours. Therefore, proliferating cells produce superoxide, and treatment with curcumin results in increased production of superoxide with kinetics that resemble the kinetics of the decrease in the superoxide dismutase enzyme activity and mRNAs.

**Fig 5:**
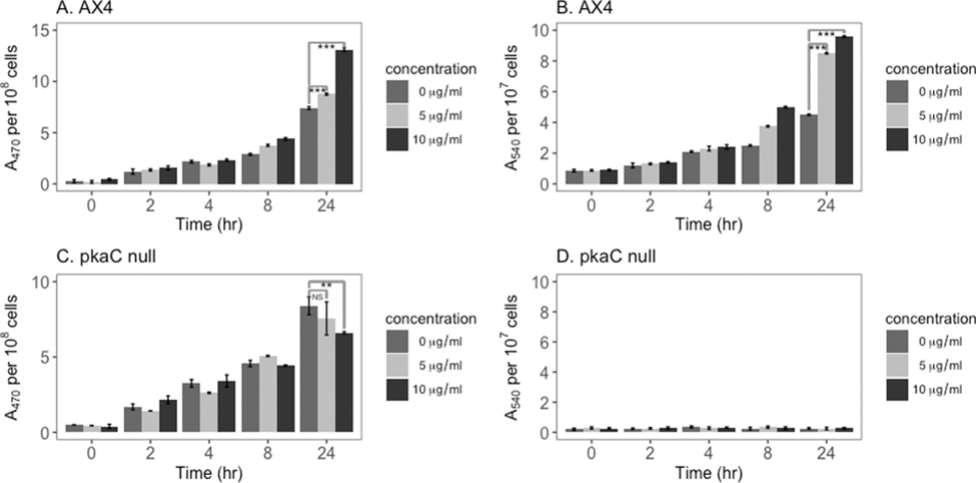
Curcumin up-regulates superoxide and H_2_O_2_ in wild-type cells but not in *pkaC* null cells. Logarithmically growing wild-type AX4 (A and B) or *pkaC* null cells (C and D) were treated with curcumin at the indicated concentrations, and superoxide (A and C) or H_2_O_2_ (B and D) levels were determined as described in Material and Methods. The results indicate that curcumin increases the level of superoxide and H_2_O_2_ in a dose-dependent manner in AX4 cells but not in the *pkaC* null cells. P-values are defined in Fig 2.

The effect of curcumin on the level of H_2_O_2_ in AX4 wild-type cells was also determined. Fig 5B shows dose- and time-dependent increases in H_2_O_2_ in wild-type cells treated with curcumin (p valuses <0.001). The pattern of H_2_O_2_ accumulation in curcumin treated cells also parallels the kinetics of decrease in the level of catalase in the presence of curcumin. Thus, both H_2_O_2_ and superoxide increase in curcumin treated AX4 cells as predicted by the decrease in the levels of the enzymes that degrade these reactive oxygen species, further suggesting that curcumin is not acting as an anti-oxidant. Parallel analyses on *pkaC* null cells (Fig 5C (superoxide) and 5D (H_2_O_2_)) show no effect of curcumin on SO and H_2_O_2_ levels and are discussed in greater detail below. Remarkably, the *pkaC* null cells produce dramatically lower levels of H_2_O_2_ than the AX4 cells.

### Oxidants have a different effect on proliferating cells than curcumin

Our findings suggest that curcumin is not acting as an antioxidant in *D*. *discoideum* cells. Previous studies suggest that curcumin can act as a pro-oxidant in some situations [25, 26, 52]. To this end we tested the effects of two pro-oxidants, ethidium bromide and menadione, on proliferating wild-type cells. Treatment with either pro-oxidants resulted in an increase in catalase specific activity (Fig 6A and 6B). This is in contrast to the decrease in catalase enzyme specific activity in the presence of curcumin. Thus, like mammalian cells, *D*. *discoideum* appears to respond to oxidative stress by upregulating antioxidant enzymes [53]. Fig 6C and 6D show that both ethidium bromide and menadione have an inhibitory effect on cell proliferation. This result indicates that the increased generation of ROS by curcumin is not the cause of the reduction in the antioxidant enzyme RNAs and enzymes. Rather it suggests that the increase in ROS is due to the reduction of antioxidant enzyme production.

**Fig 6:**
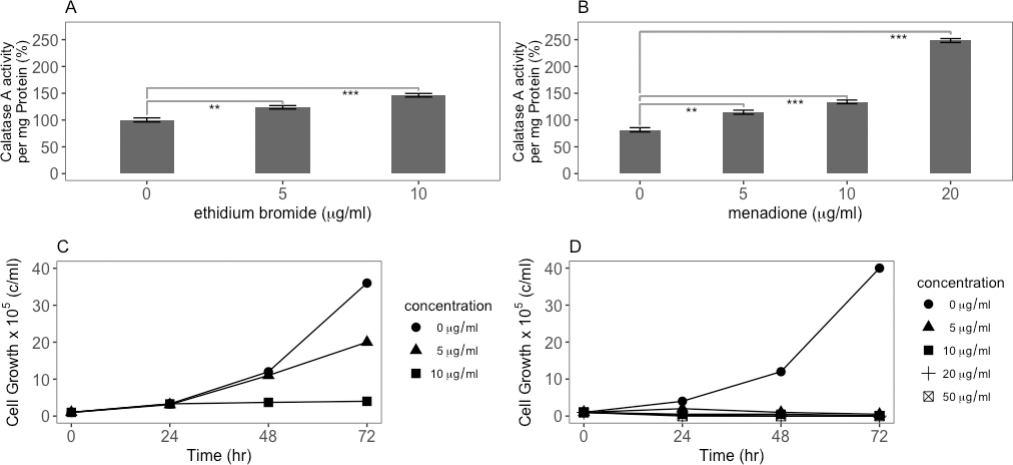
Oxidants cause an increase in catalase A enzyme activity. A) In contrast to the effect of curcumin, catalase A activity is increased in cells treated with ethidium bromide for 24 hours in a dose dependent manner. B) The same effect is observed with treatment with another oxidant, menadione. These results indicate that *D*. *discoideum* cells, like mammalian cells, respond to oxidative stress by upregulating antioxidant enzymes and that the effect curcumin has on catalase A enzyme specific activity (Fig 2A and 2B) is not the direct result of oxidative stress. C) Ethidium bromide at 5 and 10 μg/ml inhibits cell proliferation of parent cells. D) Menadione at 5, 10, 20 and 50 μg/ml inhibits proliferation of parental cells. P-values are defined in Fig 2.

### The anti-oxidant N-acetylcystiene affects cells differently than curcumin and does not reverse the effects of curcumin

Based on the previous demonstration that oxidants affected catalase levels in *D*. *discoideum* cells differently than curcumin, it was of interest to examine the effect of the antioxidant N-acetylcystiene (NAC). NAC at 2 mM (326 μg/ml) inhibits chemically induced production of ROS in human SH-SY5Y neuroblastoma cells [54]. NAC treatment (between 100 and 400 μg/ml) had no effect on cell proliferation in *D*. *discoideum* (Fig 7A and 7B). Addition of NAC did not reverse the reduction of catalase A specific activity by curcumin at any of the doses tested (Fig 7C). Our previous studies showed that NAC could inhibit the terminal stages of multicellular development, but required concentrations 15-fold higher for this effect [51]. To test whether the concentrations of NAC used in Fig 7A and 7B were not high enough to elicit an antioxidant response, NAC concentrations were increased up to 7000 μg/ml. Indeed, at these higher concentrations, NAC does have an effect on cell proliferation (Fig 7D). However, even at these concentrations NAC does not reverse the decrease in the level of catalase A enzyme activity caused by curcumin treatment (Fig 7E), supporting the idea that curcumin is not acting directly as an oxidant (see Fig 6). However, it is possible that NAC does not have an effect on *D*. *discoideum* cells except at high concentrations.

**Fig 7:**
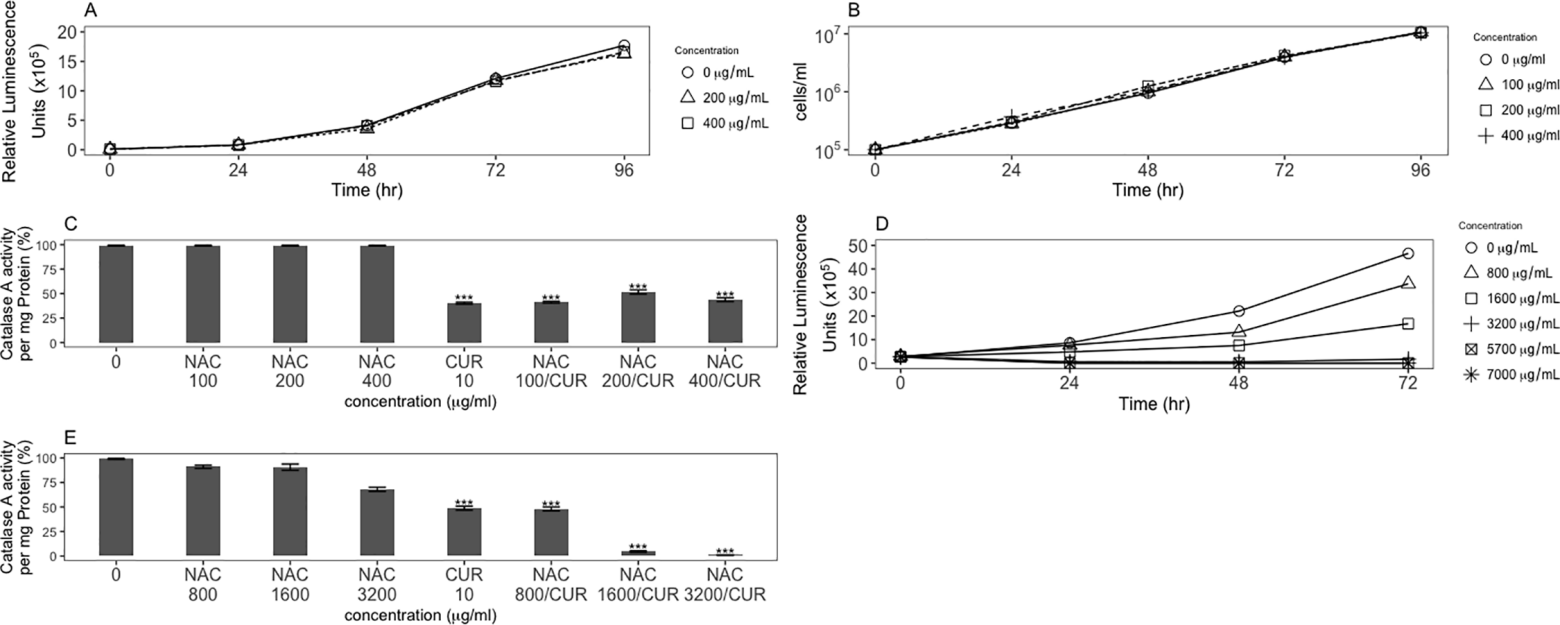
The antioxidant NAC affects cells differently than curcumin and does not reverse the oxidant effect of curcumin. The antioxidant NAC, known to counter the effect of oxidative stress, does not have any effect on cell proliferation of wild-type *D*. *discoideum* cells: A) Cell Titer Glo assay and B) direct cell counting. C) NAC did not counter the effect of curcumin on cells treated for 24 hours, indicating that the effect of curcumin on catalase A specific enzyme activity was not directly due to oxidative stress. D) Increased NAC concentrations inhibit cell proliferation at very high concentrations. E) However, these increasing concentrations of NAC still do not counter the effect of cells treated with curcumin for 24 hours. P-values are defined in Fig 2.

### PKA is involved in the cellular response to curcumin

A variety of existing mutant strains with deleted or over-expressed genes in known regulatory/signaling pathways or genes involved in generating or scavenging ROS were tested for their response to curcumin (S1 Table). The results are shown in Fig 8.

**Fig 8:**
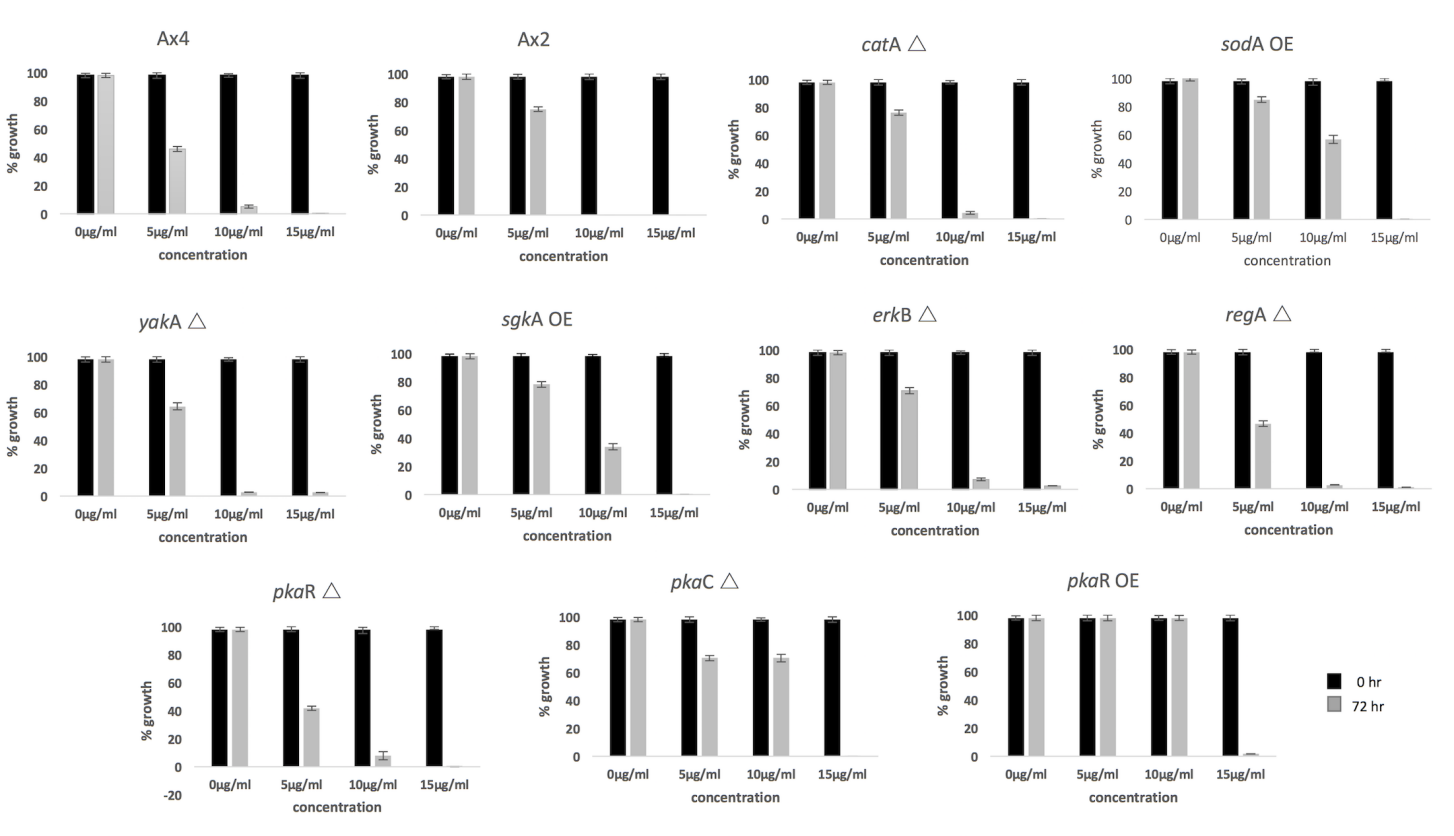
Examination of candidate genes reveals that PKA is required for the cellular response to curcumin. The indicated mutants, described in detail in the text, were tested for their sensitivity to curcumin over time. Each mutant was tested multiple times and in parallel with the wild-type AX4 strain. Cell proliferation was measured using the CellTiter-Glo® assay, and expressed as percent of the control untreated samples at 72 hours. Δ = null mutant, OE = over-expressing mutant.

Wild-type strains AX4 and AX2. The parental AX4 cells show a dose dependent inhibition of cell proliferation by curcumin with essentially complete inhibition of proliferation at 10 μg/ml curcumin. Similar results were obtained with AX2.

Antioxidant mutants *catA* null and *sodA* over-expressor. The *catA* gene is expressed uniformly in mitotically dividing cells and throughout development [55]. It has been studied extensively in terms of its role in resistance to methanol and unrelated compounds such as thiabendazole, and its role in resistance to hydrogen peroxide and other cellular stresses [37, 51]. Based on the finding in Fig 2, it was possible that cells lacking *catA* (strain IR41; AX4 background) would have an altered response to curcumin. However, the resistance of the *catA* null cells to curcumin is identical to that of the parent strain. Thus, *catA* does not appear to be a primary defense against the effects of curcumin.

*sodA* is one of seven superoxide dismutase genes in *D*. *discoideum*. The *sodA* over-expressing strain (AX2 background) was characterized and shown by western analysis to produce an increase in SODA protein compared to the parent strain [41]. *sodA* was one of the genes shown in Fig 4 to be down-regulated after exposure to curcumin, and we have also documented in Fig 5 that superoxide (SO) is up-regulated in response to curcumin in a temporally correlated way to the loss of SOD. Examination of the SOD over-expressor mutant showed an increase in resistance to curcumin in the presence of 10 μg/ml curcumin in contrast to the parent cells.

*yakA* null cells. *yakA* encodes a protein kinase which is required for the growth to development transition in *D*. *discoideum* [56] and has been implicated in the modulation of stress response in *D*. *discoideum* [57]. In that study, *yakA* mutant cells (AX4 background) were shown to have increased sensitivity to nitrosoactive/oxidative stress relative to the parent strain. This suggested that there might be a relationship of *yakA* to curcumin sensitivity based on the increase in ROS in curcumin treated cells (Figs 5 and 6). However, *yakA* null mutants show similar sensitivity to curcumin as the parent cells.

Sphingosine kinase A over-expressor mutant. A number of studies have reported that bioactive sphingolipids are involved in the cellular response to curcumin in a variety of mammalian cell types [58–60]. Sphingolipids have been studied in *D*. *discoideum*, and the sphingosine kinase A over-expressing strain (SA604; AX4 background) was shown to have increased resistance to the chemotherapeutic drug cisplatin [61]. These cells showed a modest increase in resistance to curcumin at 10 μg/ml.

Developmental regulatory *erkB* null mutant and *regA* null mutant. The *erkB* gene is a key regulator of development [62]. ERK-B activates adenylyl cyclase as well as inhibiting the REG-A phosphodiesterase [63]. This mutant (AK240; AX4 background showed similar sensitivity to curcumin as the parent cells.

*regA* encodes a phosphodiesterase [64] that negatively regulates the activity of protein kinase A (PKA) by catalyzing the hydrolysis of the PKA activator cAMP [65]. Interestingly, a random insertional mutagenesis study done in *D*. *discoideum* to investigate the molecular mechanisms underlying resistance to the anti-cancer drug cisplatin, identified *regA* as one of the genes involved in the cellular response to cisplatin [66]. However, the *regA* null mutant (HM332; AX4) showed a similar dose dependent effect of curcumin on cell proliferation as seen with the parent cells.

Protein kinase A (*pkaR* null, *pkaR* over-expressor and *pkaC* null mutant). The cAMP-dependent protein kinase A is known to regulate the activity of a wide number of proteins. This well characterized enzyme in *D*. *discoideum* plays a central role in development affecting aggregation, chemotaxis, and spore differentiation [63, 67], and has important regulatory functions in human, zebrafish, Drosophila, yeast, and *D*. *discoideum*. *D*. *discoideum* PKA is made up of a single regulatory subunit (PKA-R) and a single catalytic subunit (PKA-C) [68, 69]. cAMP binding to PKA-R causes the dissociation of PKA*-*C rendering PKA-C active. A mutant strain, *pkaR*Δ (AX4 background), harboring a null mutation in the regulatory subunit showed similar sensitivity to curcumin as the parent. However, two strains, one carrying a null mutation in *pkaC* (AX4 background) and another over-expressing the regulatory subunit *pkaR* (4M; AX2 background) both showed greatly increased resistance to curcumin at 10 μg/ml compared to the parent strain. Both the *pkaC* null mutant and the *pkaR* over-expressing mutant have normal growth rates (the same as wild-type cells) indicating that increased resistance to curcumin is not due to a defect in proliferation capacity *per se*.

These analyses indicate that protein kinase A is an important regulator of the cellular response to curcumin. In addition, *sodA* and to a lesser extent sphingosine kinase A also play a role in the response. We chose to focus on the role of protein kinase A.

To further examine the relationship between the curcumin response and PKA, we performed a different viability assay by clonally plating these mutant strains in association with *Klebsiella aerogenes* in the presence of curcumin. Results from this experiment confirmed that cells with an inactive form of PKA (*pkaC* null or *pkaR*-OE) showed increased resistance to curcumin than the parent strain (Fig 9).

**Fig 9:**
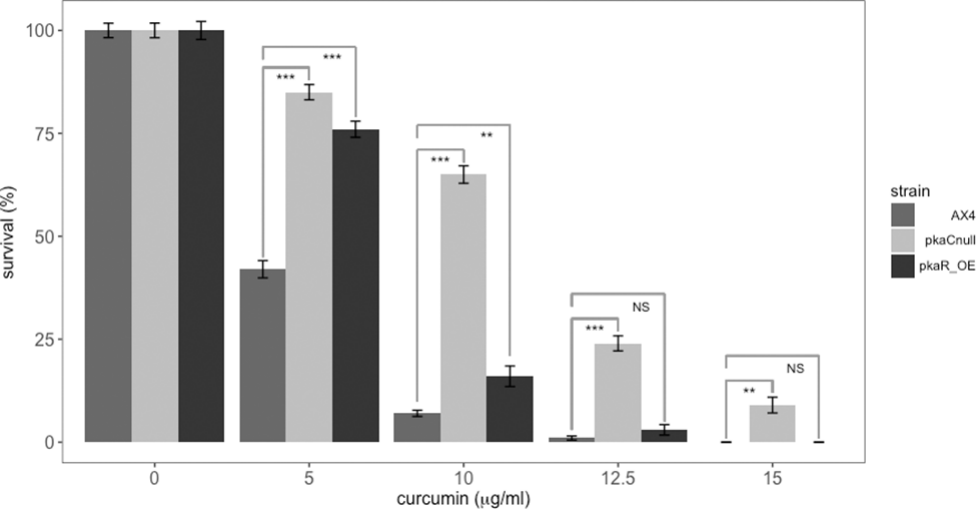
Validation that the *pkaC* null and *pkaR*-OE mutants are more resistant to curcumin. Wild-type, *pkaC* null and *pkaR*-OE cells were clonally plated in association with *Klebsiella aerogenes* on SM plates containing curcumin at the indicated concentrations. Plaques resulting from clonal growth were counted and the percent survival was calculated. The results are from multiple platings within the linear range of the assay. The data confirm that the *pkaC* null and *pkaR*-OE cells are more resistant to curcumin than the wild-type cells. P-values are defined in Fig 2.

### The catalase A and SOD enzyme activities are not affected by curcumin in *pkaC* null cells

*pkaC* null cells treated with curcumin were assayed for the level of catalase A enzyme activity. The data demonstrates that concentrations up to 10 μg/ml of curcumin did not affect catalase A enzyme activity in *pkaC* null cells (Fig 10), in contrast to the decrease in *catA* specific activity in the parental cells, confirming previously seen results where the level of catalase A enzyme activity in AX4 cells was reduced (Fig 2).

**Fig 10:**
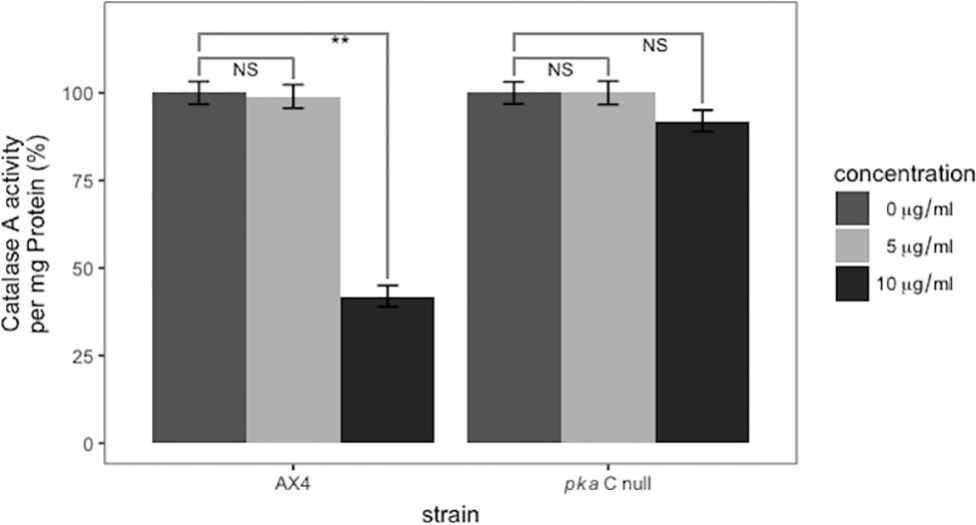
Catalase A enzyme levels are unchanged in curcumin treated *pkaC* null cells. Unlike wild-type cells, *pkaC* null cells treated with curcumin for 24 hours did not show a change in catalase A activity/mg protein enzyme activity. P-values are defined in Fig 2.

*pkaC* null cells treated with curcumin for 24 hours showed only a small decrease in total SOD enzyme activity compared to the treated wild-type cells (Fig 3A). The data support the idea that the SOD enzymes, like the catalase A enzyme, are not all down-regulated by curcumin in the *pkaC* null cells.

### ROS levels in *pkaC* null cells are not upregulated by curcumin

Previous data had shown that catalase A and SOD enzyme specific activities in AX4 cells decrease upon treatment with curcumin (Figs 2 and 3), resulting in an increase in SO and H_2_O_2_ levels (Fig 5A and 5B). Curcumin had little to no effect on catalase A and SOD activity in *pkaC* null cells (Figs 10 and 3A), suggesting that ROS may not be up-regulated as observed with the wild-type strain. Thus, we tested the *pkaC* null cells for the effect of curcumin on SO production. As shown in Fig 5C curcumin does not increase the level of SO being generated in the *pkaC* null cells. Indeed, the curcumin treated cells have less SO at 24 hours than the untreated cells. These results are in agreement with the relative lack of SOD enzyme down-regulation observed in curcumin treated *pkaC* null cells (Fig 3A). In similar fashion, as seen in Fig 5D, the level of H_2_O_2_ does not increase in the curcumin treated *pkaC* null cells compared to the parental AX4 cells (Fig 5B). Indeed, this mutant shows virtually no increase in H_2_O_2_ level in the presence or absence of curcumin indicating a striking difference in cell physiology in this mutant and suggests that *pka* is involved in some way to the generation of H_2_O_2_. Thus, *pkaC* null cells do not respond to curcumin by up-regulating the level of ROS, presumably as a result of not down-regulating their catalase A and SOD enzyme levels.

### Transcriptome analysis of the effects of curcumin treatment

The down-regulation of SOD and catalase demonstrated that curcumin had an effect on transcription, so we determined what other genes had their transcription altered by curcumin. 

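The RNA-seq experiment comprised 48 samples of wild-type cells, with 3 replicate cultures of each of 16 conditions. Cells without curcumin were sampled at 0, 4, 8 and 12 h, and cells at 2.5, 5, 7.5 and 10 μg/ml curcumin at 4, 8 and 12 h. The sample titles write these concentrations in mg/ml and the paper writes them in μg/ml, and the paper's unit is used throughout. For each sample the authors deposited the number of reads counted on each of 12883 genes, as whole numbers without normalization, and a normalized value for 12869 of them. In the 11994 genes for which this can be computed, the normalized value equals the count divided by a whole-number gene length in kilobases and by the sample's total over those 12869 genes, up to a constant, which makes it an RPKM, while 8 genes with counts have the value 0. The authors aligned the reads to the Dictyostelium reference genome with Genialis pipelines, and the aligner version, the genome build and the counting rule are not stated. Genes are given here by the dictyBase-style identifiers of the files, since no annotation that pairs them with gene names was available.

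Between 4179733 and 9373442 reads per sample were counted on genes, with a median of 5819421. For 0 and 10 μg/ml the medians were 6316620 and 6740534 at 4 h, 6718413 and 4726702 at 8 h, and 6273612 and 4411610 at 12 h. Counts of the 2 groups compared were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test after its low-count filter, and genes with a Benjamini-Hochberg adjusted p-value under 0.01 were called differentially expressed. Expression is given as CPM, the count scaled by the TMM-normalized total of the sample. A standard error given with a log2 fold change was back-calculated from the test. It is the size of the log2 fold change divided by the square root of the F statistic. On simulated counts with 200 changed genes, the test found 199 of them, and 1% of its calls were false. It called 0 genes when none were changed. The simulated changes were all at least 3-fold, with no variation shared between samples. These rates therefore do not cover smaller changes, such as those of most genes called at 4 and 12 h.

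The labels number the replicates 1 to 3 within every condition, and each comparison was also fitted with the replicate number as a block. Samples of different doses at the same time that carried the same number deviated together from their group means, with a mean correlation across genes of 0.283 at 4 h, 0.128 at 8 h and 0.299 at 12 h. For samples with different numbers it was −0.141, −0.064 and −0.149, values that are negative in part because the deviations within a condition sum to 0. The pairing of the replicates is taken from these labels only. The labels also state that the libraries were sequenced as 2 pooled sets, without saying which library was in which set, so no comparison could be repeated within a set.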

We treated cells with curcumin at multiple concentrations (0, 2.5, 5.0, 7.5 and 10.0 μg/ml) and sampled them at multiple time points (0, 4, 8 and 12 hour).

Triplicate samples of were prepared for the RNA-seq experiment. Equivalent RNA was extracted from each sample. Each transcriptome was analyzed for consistency between biological replicates (S1 Fig) In all cases, the biological replicates exhibited high reproducibility with the exception of two samples (2.5 μg/ml at 12 hours and 7.5 μg/ml at 8 hours) that were eliminated from the following analyses. 

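Spearman's correlation was calculated on the normalized values (RPKM) of all 12869 genes. Among the 46 samples kept, the 44 pairs of replicates had correlations between 0.9795 and 0.9884, with a median of 0.9843. The lowest of these was between replicates 1 and 2 of 2.5 μg/ml at 4 h. The samples eliminated by the paper are replicate 2 of each named condition (S1 Fig). Replicate 2 of 2.5 μg/ml at 12 h had a correlation of 0.95 with replicate 1 and of 0.9467 with replicate 3, while replicates 1 and 3 had a correlation of 0.9849 with each other. For 7.5 μg/ml at 8 h, replicate 2 had correlations of 0.9482 and 0.946 with replicates 1 and 3, against 0.9826 between replicates 1 and 3. Their totals of 5054780 and 4987980 counts lay inside the range of the other samples. Over the genes with at least 10 counts in every sample, the lowest correlation between kept replicates was 0.9654, and with all 48 samples, the change that moved it most, it was 0.946. From the correlations between replicates, the paper concludes that the biological replicates were reproducible apart from these samples, which it left out.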

Examination of the correlation between any two samples showed that the differences in transcriptional profiles are relatively small compared to the massive changes in gene expression seen during the multicellular phase of development [70]. 

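Across the 991 pairs of samples from different conditions, Spearman's correlation of the normalized values lay between 0.9633 and 0.989, with a median of 0.9794, against a median of 0.9843 between replicates. At 4 h, the mean correlation with the untreated samples of the same time was 0.9821 at 2.5 μg/ml, 0.9811 at 5 μg/ml, 0.974 at 7.5 μg/ml and 0.9713 at 10 μg/ml, and the untreated replicates had a mean correlation of 0.9843 with each other. The corresponding means at 8 h were 0.9844, 0.9817, 0.98 and 0.9769, and those at 12 h were 0.985, 0.9842, 0.9812 and 0.9788. At 10 μg/ml, even the highest correlation with an untreated sample of the same time (0.9744 at 4 h, 0.9792 at 8 h and 0.9809 at 12 h) was below the lowest correlation between untreated replicates of that time (0.9832, 0.9847 and 0.9847). Including all 48 samples gave the largest shift in the lowest correlation between conditions, from 0.9633 to 0.9199, and restricting the genes to those with at least 10 counts in every sample lowered it to 0.9287. Comparing correlations of this size with the changes reported for multicellular development, for which the files analysed here hold no samples, the paper concludes that the differences between these profiles are relatively small.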

This observation implies that the effect of curcumin, while clearly affecting the transcription of multiple genes, is relatively nuanced.

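The median size of the log2 fold change over all tested genes between 10 and 0 μg/ml was 0.2549 at 4 h, 0.2367 at 8 h and 0.1922 at 12 h. Of the genes tested, 8.102% were differentially expressed at 4 h, 3.838% at 8 h and 6.069% at 12 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These shares correspond to 726, 332 and 520 genes. The biological coefficient of variation between replicates, which sets how small a change the test can detect, was 0.175, 0.139 and 0.111 at the 3 times. Fitted with the replicate number as a block, the totals rose to 1917, 520 and 1410 genes, where samples of 10 and 0 μg/ml with the same replicate number had deviations that correlated at 0.545, 0.183 and 0.295. The paper infers from the small differences between profiles that the effect of curcumin is relatively nuanced, while granting that multiple genes are affected.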

The underlying idea when comparing the transcriptional profiles of the samples by hierarchical clustering is to treat each profile as a molecular phenotype [71]. 

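The normalized values were averaged over the replicates of each of the 16 conditions, and the conditions were clustered by complete linkage on 1 minus Spearman's correlation. The closest pair, 7.5 and 10 μg/ml at 4 h, joined at a distance of 0.00738, and the last joint was at 0.0222. From 10 μg/ml at 4 h, the distance to the untreated cells of the same time was 0.02072, to 2.5 μg/ml 0.01544 and to 5 μg/ml 0.01014. The distance from 10 μg/ml at 4 h to the same dose was 0.01281 at 8 h and 0.01542 at 12 h. No annotation of genes enters these distances.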

Each leaf of the dendrogram in Fig 11A represents transcriptional profiles averaged over biological replicates and the linkage pattern illustrates the relationships between the samples. The data show that there is a concentration effect on the transcriptome with a clear threshold between the 0, 2.5 and 5 μg/ml samples and the 7.5 and 10 μg/ml samples. 

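The last joint of the dendrogram separated 7 conditions from the other 9. The 7 were all 6 conditions at 7.5 and 10 μg/ml and 1 condition of lower dose, 5 μg/ml at 8 h. This division changed with several choices. With average or Ward linkage, with only the genes that had at least 10 counts in every sample, or with all 48 samples, the last joint set apart only 2 conditions, 7.5 and 10 μg/ml at 4 h. Without replicate 1, the branch of the 6 high-dose conditions also held 6 conditions at 0, 2.5 and 5 μg/ml. Without replicate 2, its 1 condition of lower dose was 5 μg/ml at 4 h. Without replicate 3, it held the 6 high-dose conditions and 0 of lower dose, the division the paper describes. TMM-normalized CPM or Pearson's correlation of log2 values left the branch as it was.

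Each dose was also compared with the untreated cells of the same time. At 4 h, 7 genes were differentially expressed at 2.5 μg/ml, 295 at 5 μg/ml, 639 at 7.5 μg/ml and 726 at 10 μg/ml. The counts at 8 h were 2, 46, 97 and 332 genes, and those at 12 h were 2, 8, 108 and 520. Each comparison had 3 samples per group, except that 7.5 μg/ml at 8 h and 2.5 μg/ml at 12 h had 2. With all 48 samples, and so 3 in these groups, 2 genes were past the threshold at 7.5 μg/ml at 8 h in place of 97, and 0 at 2.5 μg/ml at 12 h in place of 2. Summed over the times, 2422 calls were made at 7.5 and 10 μg/ml and 360 at 2.5 and 5 μg/ml, a ratio of 6.709 after adding 1 to the smaller sum. One fit over all conditions lowered the ratio most, to 3.905, with 3768 and 964 calls. Under a block for the replicate number, the ratio was 9.809 (5650 and 575 calls), and the deviations of samples with the same number correlated at 0.283, 0.128 and 0.299 at 4, 8 and 12 h. The block also changed the pattern over the doses. From 2.5 to 10 μg/ml, the blocked fits gave 0, 240, 769 and 1917 genes at 4 h, 0, 151, 33 and 520 at 8 h, and 41, 143, 1001 and 1410 at 12 h. At 12 h the largest step lay between 5 and 7.5 μg/ml with the block and between 7.5 and 10 μg/ml without it, and at 4 h it was the reverse. From the division of the dendrogram, the paper concludes that the effect on the transcriptome has a threshold between 5 and 7.5 μg/ml.

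**Figure D1:**
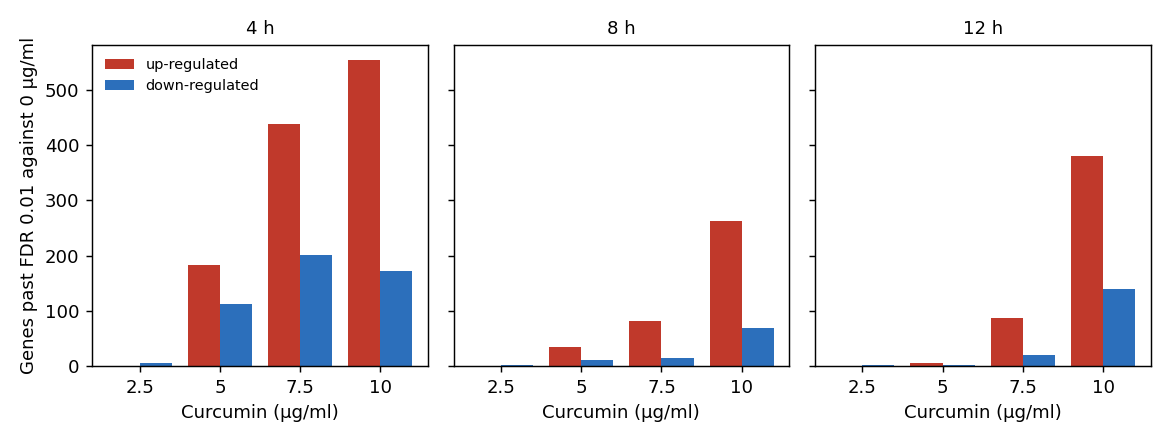
Number of up-regulated and down-regulated genes (bars, y axis) at each curcumin concentration (x axis, μg/ml) against 0 μg/ml at 4, 8 and 12 h, at an adjusted p-value under 0.01, in fits without a block for the replicate number. At 4 h, 183 up-regulated and 112 down-regulated genes appear at 5 μg/ml, while at 12 h most of the genes in these fits appear at 10 μg/ml, with 380 up-regulated and 140 down-regulated.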

These data support the cell proliferation phenotypes we observed in Fig 1, where there was little effect on cell proliferation at curcumin concentrations below 7.5 μg/ml. Fig 11A shows that that curcumin concentration is the primary factor in the transcriptional response.

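The share of the squared distances between samples that follows dose and time was computed for the 43 samples taken at 4, 8 and 12 h that the paper kept, on 1 minus Spearman's correlation of the normalized values (vegan's adonis2). Dose accounted for 29.08% of the squared distance (pseudo-F = 5.222) and time for 20.19% (pseudo-F = 7.251), each with p = 1e-04 by permutation, the smallest p these permutations can give. The remaining 50.11% lay between replicates of a condition or in the joint effect of dose and time. Dose has 5 levels and time 3, and per degree of freedom the pseudo-F of time was the larger. Using the replicate number as a block, dose accounted for 29.03% and time for 20.2%, and the number itself for 5.39%, where same-numbered samples at different times had deviations correlating at 0.109. The share of dose moved most with the gene filter, to 42.45% over genes with at least 10 counts in every sample. From the dendrogram, the paper concludes that curcumin concentration is the primary factor.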

**Fig 11:**
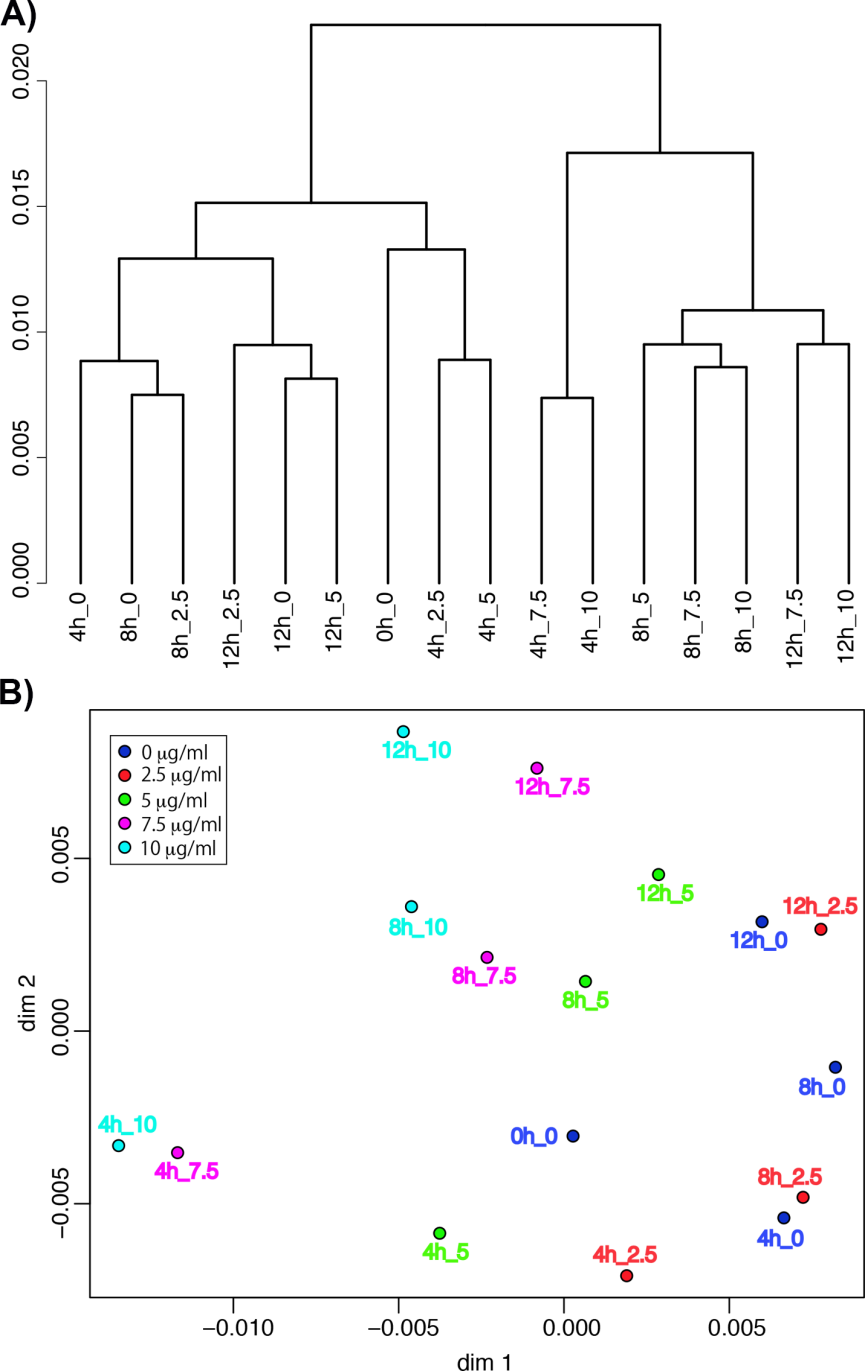
Transcriptome analysis of curcumin treated samples. We averaged the values of the replicate RNA-seq samples at each time point and each curcumin concentration as indicated, and calculated the distance (Spearman’s correlation) between the samples. A) Hierarchical clustering. The hierarchical clustering dendrogram illustrates the relationships between the samples based on these distance calculations. In the dendrogram, each leaf represents one condition (time and curcumin concentration) and the vertical distances between the joints represent the dissimilarity between the samples (see scale on the left, arbitrary units). B) Multidimensional scaling. Each point on the graph represents a sample (time and curcumin concentration, as indicated) and the distances between the points represent the dissimilarity between them–the closer two point are, the more similar they are. The axes units are arbitrary.

Multidimensional Scaling (MDS) provides another method to examine the data [45]. The transcriptome of each strain can be thought of as a single point in a multidimensional space, where each gene defines a dimension and each mRNA abundance value determines the position of the point in that dimension. An MDS plot provides a two-dimensional view that is the best representation of the multidimensional distances between the points. When two points in the graph are close, it means that the transcriptomes of the two samples are similar to one another. Fig 11B shows that this analysis supports the same interpretation shown by hierarchical clustering analysis (Fig 11A) where there is a clear concentration threshold of the effect of curcumin on transcription in proliferating wild-type *D*. *discoideum* cells.

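In a multidimensional scaling of the 16 conditions on 1 minus Spearman's correlation, the first axis carried 42.81% of the variation and the second 24.5%. Positions are given in thousandths of the distance. On the first axis, 10 and 7.5 μg/ml at 4 h lay at 12.731 and 11.154, the farthest from the untreated cells of the same time at −6.295. At 4 h, 2.5 μg/ml lay at −1.801 and 5 μg/ml at 3.607. The 8 h conditions at 0, 2.5, 5, 7.5 and 10 μg/ml lay at −7.734, −6.807, −0.637, 2.249 and 4.426, and the 12 h conditions at −5.74, −7.552, −2.756, 0.737 and 4.634. Within each time the first axis rose with each dose from 2.5 μg/ml upwards. On the second axis the untreated cells moved from −5.241 at 4 h to −1.133 at 8 h and 3.026 at 12 h, and the cells at 10 μg/ml moved from −3.264 to 3.535 and 8.392. The positions of 5 μg/ml at 4 h and of 7.5 and 10 μg/ml at 8 and 12 h overlapped on the first axis. Averaged profiles have no replicates, so no error is attached to a position. From this arrangement the paper concludes, as from the dendrogram, that there is a concentration threshold.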

### Curcumin has an early transient effect on gene expression in *D*. *discoideum*

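The genes with the largest changes at 4 h were taken among those past the threshold with every treated replicate on the same side of every untreated replicate. DDB_G0276429 had 15.48 ± 1 CPM (SD, n = 3) at 10 μg/ml and 0 counts in all 3 untreated samples, where 3 counts, the smallest share the depth can show, correspond to between 0.4 and 0.482 CPM. Its log2 fold change was 9.73 (standard error 0.488, adjusted p = 1.58e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a value whose size depends on the prior count added to the 0. The standard error was calculated from that value, so it does not measure how uncertain the ratio is. DDB_G0268322 rose from 0.87 ± 0.56 to 249.33 ± 31.77 CPM (SD, n = 3 each), a log2 fold change of 8.059 (standard error 0.316, edgeR adjusted p = 1.14e-06), and stayed between 7.571 and 8.789 with each replicate left out in turn. DDB_G0271740 and DDB_G0277409 followed with log2 fold changes of 7.808 and 6.965. Their untreated means, 0.21 and 0.28 CPM, lay below the CPM of 3 counts, so the sizes of these changes are loosely fixed. The same holds for DDB_G0271680 and DDB_G0275191, at 0.14 and 0.17 CPM untreated. The next 6 genes, DDB_G0271680, DDB_G0275191, DDB_G0267842, DDB_G0276037, DDB_G0267610 and DDB_G0282135, had log2 fold changes between 5.231 and 5.776. DDB_G0282135 was the most abundant of them, at 394.02 ± 19.68 CPM against 10.47 ± 0.26 (SD, n = 3 each).

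The largest decreases were smaller than the largest increases, although several of the increases start from untreated levels too low to fix their size. DDB_G0282135, with 10.47 CPM untreated, had a log2 fold change of 5.231. DDB_G0292424 fell from 124.27 ± 9.96 to 10.22 ± 1.71 CPM (SD, n = 3 each), a log2 fold change of −3.625 (standard error 0.157, edgeR adjusted p = 1.14e-06). DDB_G0279921 fell from 934.49 ± 118.81 to 92.47 ± 12.4 CPM, a log2 fold change of −3.338 (standard error 0.206, edgeR adjusted p = 8.19e-06). The other 8, DDB_G0273197, DDB_G0287427, DDB_G0274499, DDB_G0286653, DDB_G0348143, DDB_G0278345, DDB_G0268064 and DDB_G0267756, had log2 fold changes between −2.74 and −2.256. Of these genes, DDB_G0275191, DDB_G0287427 and DDB_G0278345 each passed the threshold in 2 of the 3 fits that left out one replicate, and the others in all 3.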

To identify early changes in gene expression following curcumin treatment, we compared the transcriptional profiles of cells treated with 0 and 10 μg/ml curcumin at 4 hours (Fig 12A and 12B). 

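After the low-count filter, 8961 genes were tested between 10 and 0 μg/ml at 4 h, with 3 samples in each group and between 4627160 and 8637194 counts per sample. At an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 554 genes were up-regulated and 172 were down-regulated, 726 in all. Every one of these genes had all 3 treated samples on the same side of all 3 untreated samples. The median log2 fold change was 1.292 among the up-regulated genes and −1.139 among the down-regulated ones. In fits with the replicate number as a block, 1338 genes were up-regulated and 579 down-regulated. At 4 h, samples of 10 and 0 μg/ml with the same number deviated together (mean correlation 0.545, against −0.274 for different numbers). Leaving out replicate 3 cut the counts most, to 125 up-regulated and 37 down-regulated genes.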

The baySeq differential expression analysis revealed that the transcription of 678 genes were effected– 533 genes were up-regulated and 145 were down-regulated in the treated cells (Fig 12A). 

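The expression of the genes differentially expressed at 4 h was followed through all doses and times as a score, the mean over the 554 up-regulated or 172 down-regulated genes of the log2 change in CPM (prior count 2) from the untreated samples of the same time. At 4 h the score of the up-regulated genes was 0.449 ± 0.049 at 2.5 μg/ml, 0.831 ± 0.054 at 5 μg/ml, 1.332 ± 0.052 at 7.5 μg/ml and 1.582 ± 0.015 at 10 μg/ml (SD, n = 3 each). That of the down-regulated genes was −0.51 ± 0.072, −0.838 ± 0.073, −1.16 ± 0.041 and −1.282 ± 0.038 (SD, n = 3 each). The genes were chosen with the 0 and 10 μg/ml samples, so dose was tested over the 9 samples at 2.5, 5 and 7.5 μg/ml only. Spearman's rho with dose was 0.949 for the up-regulated genes and −0.949 for the down-regulated genes, and Pearson's r was 0.99 and −0.981. Each had an exact permutation p = 0.00119, the smallest that the 1680 arrangements allow, and the same value after Benjamini-Hochberg adjustment over both gene sets. Without the 2 samples farthest from the median dose, Pearson's r was 0.99 and −0.968 (exact permutation p = 0.00714 for both). In both gene sets the scores at successive doses did not overlap between samples, so the order held within each replicate number. It could not be checked within the sequencing sets, whose members are not known.

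At 10 μg/ml, the score of the up-regulated genes was 0.788 ± 0.077 at 8 h and 0.569 ± 0.063 at 12 h (SD, n = 3 each), and that of the down-regulated genes was −0.318 ± 0.044 and −0.137 ± 0.033 (SD, n = 3 each). From 4 to 12 h the score of the up-regulated genes fell by 1.0127 at 10 μg/ml and fell by 0.9576 at 7.5 μg/ml. The 7.5 μg/ml samples had no part in choosing the genes, although the untreated 4 h samples did, and these are also the baseline of the 4 h scores. For the down-regulated genes it rose by 1.1454 and 1.057. Each of these 4 differences separated all 3 samples of one time from all 3 of the other (exact permutation p = 0.1, the smallest that 3 samples against 3 allow). When the replicate number was a block, paired sign flips gave an exact p = 0.25 for each, the smallest that 3 pairs allow, and samples of 10 μg/ml at 4 and 12 h with the same number had a mean correlation of 0.043. Using only the genes with at least a 3-fold change moved the differences at 10 μg/ml most among the fits with all replicates, to −1.2473 and 1.8853. From the heat map of these genes, the paper concludes that the effects are dose-dependent and transient and that the up-regulated mRNAs do not accumulate.

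**Figure D2:**
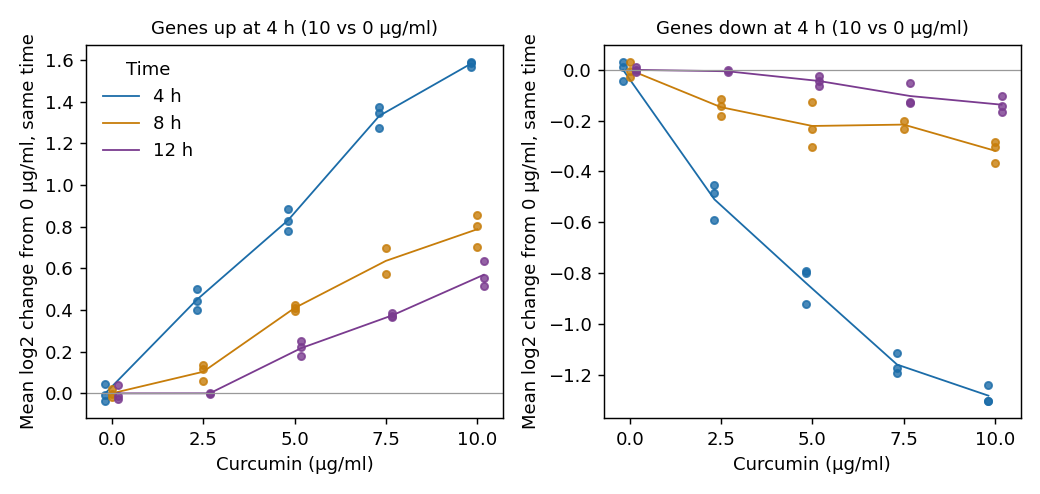
Mean log2 change from 0 μg/ml at the same time (y axis) of the genes up-regulated (left) and down-regulated (right) at 4 h, against curcumin concentration (x axis, μg/ml). Points are samples, shifted slightly sideways by time, and lines join the means. At 10 μg/ml the up-regulated genes fall from 1.582 at 4 h to 0.788 at 8 h and 0.569 at 12 h.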

The heat map of those genes in all samples shows that those effects are dose-dependent and transient and that these up-regulated mRNAs do not accumulate with time (Fig 12A). We also examined the expression pattern of the genes showing a minimum 3-fold change after curcumin treatment which limited the numbers to 192 up-regulated and 39 down-regulated genes (Fig 12B). 

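Of the 554 genes up-regulated at 4 h, 208 (37.55%) changed at least 3-fold, and of the 172 down-regulated genes 45 (26.16%) did. Fold changes were those fitted by edgeR. All samples of the 2 groups were separated in each of these genes. Fitted with the replicate number as a block, 221 up-regulated and 45 down-regulated genes changed at least 3-fold (mean correlation of same-numbered samples 0.545). Taking the fold change as the ratio of mean normalized values with a pseudocount of 1 gave 169 and 36 genes. Omitting replicate 3 gave the lowest counts, 110 and 27.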

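The 208 up-regulated genes with at least a 3-fold change at 4 h had a score (mean log2 change in CPM from the untreated samples of the same time) of 2.523 ± 0.032 at 10 μg/ml at 4 h, 1.542 ± 0.105 at 8 h and 1.276 ± 0.143 at 12 h (SD, n = 3 each). At 7.5 μg/ml the score was 2.163 ± 0.067 at 4 h, 1.286 ± 0.107 (SD, n = 2) at 8 h and 0.842 ± 0.016 at 12 h. The 45 down-regulated genes went from −2.026 ± 0.098 at 4 h to −0.465 ± 0.044 at 8 h and −0.141 ± 0.024 at 12 h at 10 μg/ml (SD, n = 3 each). At both doses, no sample at 12 h reached the score of any sample at 4 h. Of the 164 up-regulated genes tested at every time, 157 had a smaller log2 fold change at 12 h than at 4 h, and of the 43 down-regulated genes all 43 did.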

This analysis shows the same early, transient transcriptional response as the previous analysis using the larger set of affected genes.

**Fig 12:**
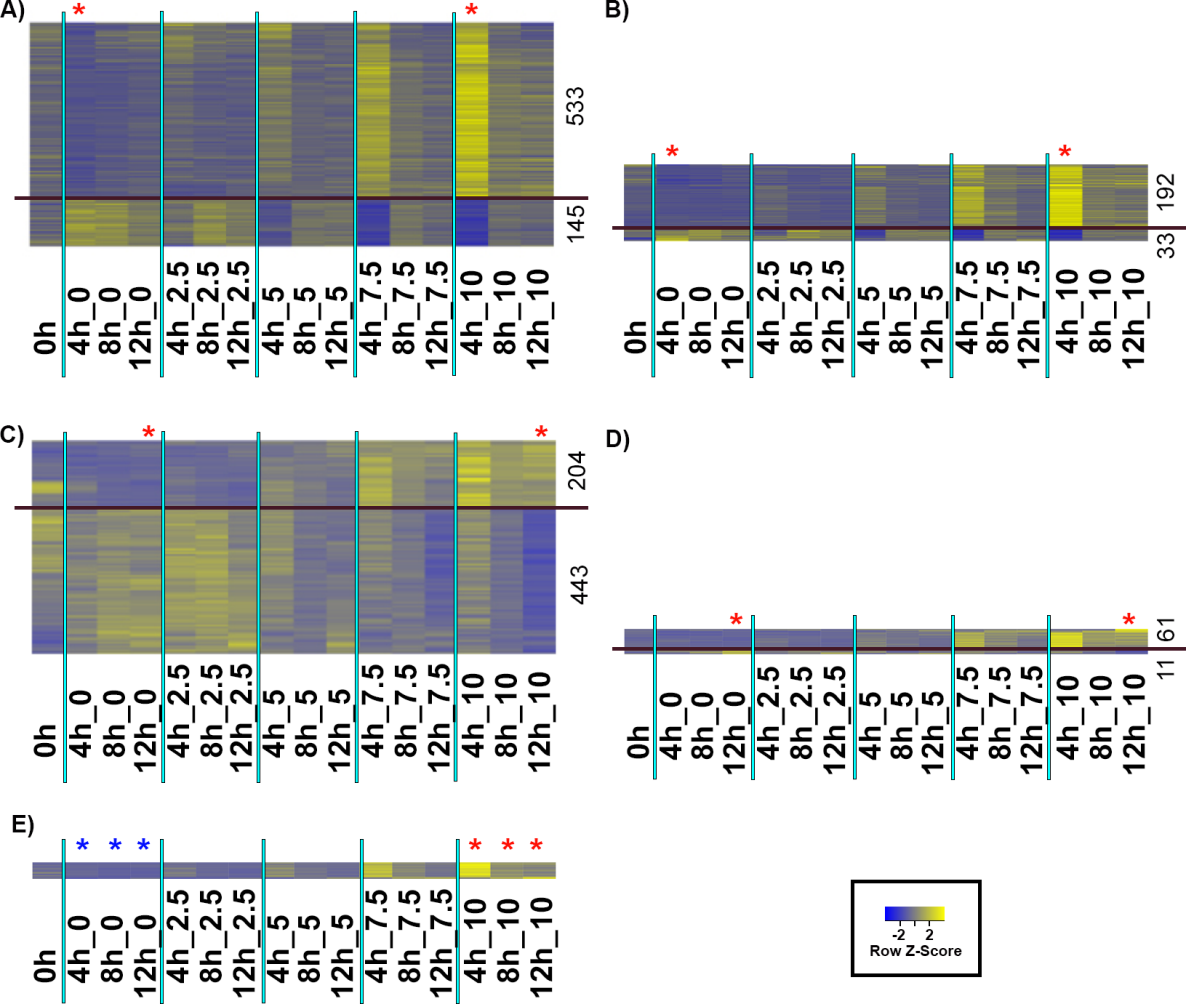
Heat map of differentially expressed genes following curcumin treatment. **A)** A differential expression analysis (using baySeq) of the 4 hour samples treated with 0 and 10 μg/ml curcumin (see two red asterisks). The yellow-blue heat map shows the differentially expressed genes at 4 hours. In the heat maps, each row represents the abundance levels of one transcript (scale indicated in the box) and each column represents one condition (time and curcumin concentration). Transcripts that exhibited increased abundance with increased curcumin concentration are clustered above the line (up-regulated), and transcripts that exhibited reduced abundance are clustered below the line (down-regulated). The number of genes in each cluster is indicated. B) Heat map showing differentially expressed genes with at least 3-fold change between 0 and 10 μg/ml curcumin at 4 hours. The above analyses in A) and B) were repeated for 0 and 10 μg/ml samples at 12 hours, C) and D), respectively. E) Heat map showing the expression patterns of the genes that are differentially expressed between untreated and treated (10 μg/ml curcumin) at all time points. Genes that were differentially expressed in the absence of curcumin were subtracted.

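Table A in S3 Table gives 15 genes by identifier, and the genes it gives by name or only as a number of genes could not be matched to the files. All 15 were tested at 4 h and all had a higher level at 10 μg/ml, with log2 fold changes between 0.656 and 3.711, and 13 were past the threshold. In the group of transmembrane transport ATPases, DDB_G0289473 rose from 13.17 ± 1.02 to 77.45 ± 9.27 CPM (SD, n = 3 each), a log2 fold change of 2.552 (standard error 0.145, adjusted p = 5.13e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDB_G0273235 of the same group had a log2 fold change of 1.42 (edgeR adjusted p = 0.00113), and DDB_G0267924 one of 0.656, which was not past the threshold (edgeR adjusted p = 0.0235). DDB_G0291314, listed under the response to heat, had a log2 fold change of 2.214 (standard error 0.293, edgeR adjusted p = 0.000869). In the cell cycle group, DDB_G0291842 had a log2 fold change of 1.158 (edgeR adjusted p = 0.000407), and DDB_G0273201 one of 0.697 (edgeR adjusted p = 0.0139). DDB_G0293392, past the threshold with a log2 fold change of 0.804, was not past it in any of the 3 fits that left out one replicate. DDB_G0271270, DDB_G0274273, DDB_G0280921 and DDB_G0293580 passed it in 1 of these fits. From the enrichment of these groups the paper describes the early up-regulated genes as encoding stress, transport and cell cycle proteins.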

We performed Gene Ontology (GO) term enrichment analysis on the 533 genes up-regulated in the first 4 hours of treatment and found groups of genes encoding oxidoreductase enzymes, osmotic/salt/heat stress enzymes, ABC transporters and cell cycle related proteins (Table A in S3 Table). GO term enrichment analysis of the down-regulated genes provided an interesting counterpoint (Table B in S3 Table). The down-regulated groups include genes involved in apoptotic DNA fragmentation, defense from bacteria, and peroxisome function. 

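Table B in S3 Table gives 15 genes by identifier, and all 15 were down-regulated past the threshold at 4 h, with log2 fold changes between −3.625 and −0.792 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the group of apoptotic DNA fragmentation, DDB_G0270850 fell from 15.83 ± 0.78 to 8.52 ± 0.99 CPM (SD, n = 3 each), a log2 fold change of −0.882 (standard error 0.162, edgeR adjusted p = 0.00561). DDB_G0270958 of this group fell from 18.91 ± 1.54 to 6.24 ± 1.68 CPM, a log2 fold change of −1.541 (standard error 0.2, edgeR adjusted p = 0.000777). DDB_G0274181, listed under defense from bacteria, had a log2 fold change of −1.17 (standard error 0.215, edgeR adjusted p = 0.00562) and DDB_G0293566 one of −1.131 (standard error 0.163, edgeR adjusted p = 0.00142). The peroxisome gene DDB_G0277477 fell from 292.1 ± 8.09 to 157.5 ± 3.44 CPM, a log2 fold change of −0.891 (standard error 0.137, edgeR adjusted p = 0.00209). DDB_G0270850, DDB_G0277477, DDB_G0287465 and DDB_G0290409 passed the threshold in 0 of the 3 fits without one replicate. DDB_G0274181, DDB_G0293566, DDB_G0280105, DDB_G0284051 and DDB_G0282525 passed it in 1. The genes of sphingomyelin catabolism are given by name only and could not be matched. The paper groups the early down-regulated genes by these functions.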

It is notable that genes involved in sphingomyelin catabolism are also down-regulated, because of reports that sphingolipids are involved in regulating the cellular response to curcumin [58–60].

### The early effect on transcription is replaced with a unique transcriptional profile after extended exposure to curcumin

The differential expression analysis of the 4-hour time points indicated a robust and transient early transcriptional response to curcumin. 

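Whether the response differed between 4 and 12 h was tested directly, as the interaction of curcumin (10 against 0 μg/ml) and time over the 12 samples. Of 9053 genes tested, 401 had a change at 12 h different from that at 4 h (adjusted p-value under 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 274 with a lower and 127 with a higher log2 fold change at 12 h. Under a block for the replicate number, 466 genes were past the threshold, and with a block within each time, an alternative chosen after seeing the data, 933 were. Same-numbered samples of 10 and 0 μg/ml correlated at 0.545 at 4 h and 0.295 at 12 h. The count was lowest without replicate 3, at 108 genes. Among the 508 genes up-regulated at 4 h that were tested at every time, the median log2 fold change was 1.215 at 4 h, 0.587 at 8 h and 0.438 at 12 h, and 493 had a smaller value at 12 h than at 4 h. Genes chosen for a large change at one time have on average a smaller change at any other time, and that effect is contained in these medians. From its differential expression analysis of the 4 h samples, the paper describes the early response as robust and transient.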

To test whether there was a subsequent transcriptional response, we analyzed the 12-hour time points by comparing untreated cells to those treated with 10 μg/ml curcumin (Fig 12C and 12D). baySeq differential expression analysis of samples from the later time point exhibit more genes that are down-regulated (443) than are up-regulated (204) (Fig 12C). 

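At 12 h, 8568 genes were tested between 10 and 0 μg/ml, with 3 samples in each group and between 4222907 and 6377968 counts per sample. At an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 380 genes were up-regulated and 140 down-regulated, and all of them separated every treated from every untreated sample. The median log2 fold change was 0.853 among the up-regulated and −0.739 among the down-regulated genes. Using the replicate number as a block, 976 genes were up-regulated and 434 down-regulated, where samples with the same number had a mean correlation of 0.295 and those with different numbers −0.146. No other alternative moved the number of up-regulated genes as far upwards as the block did, and the lowest numbers came without replicate 3 for up-regulated genes (75) and without replicate 1 for down-regulated genes (13).

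Of the up-regulated genes, DDB_G0271740 rose from 0.25 ± 0.22 to 13.18 ± 6.33 CPM (SD, n = 3 each), a log2 fold change of 5.531 (standard error 0.569, edgeR adjusted p = 0.000126). DDB_G0268322 had a log2 fold change of 5.471 (standard error 0.279, edgeR adjusted p = 6.5e-07). The other 8 of the 10 largest increases, DDB_G0277409, DDB_G0268192, DDB_G0275051, DDB_G0269508, DDB_G0280881, DDB_G0276817, DDB_G0269270 and DDB_G0276037, lay between 3.893 and 4.566. The untreated means of DDB_G0271740, DDB_G0275051, DDB_G0269508 and DDB_G0269270 were 0.25, 0.15, 0.15 and 0.32 CPM. These lay below the CPM of 3 counts, so the sizes of these changes are loosely fixed. DDB_G0290993 fell most, from 54.86 ± 1.98 to 7.1 ± 1.64 CPM (SD, n = 3 each), a log2 fold change of −2.929 (standard error 0.15, edgeR adjusted p = 6.5e-07). DDB_G0271980 fell from 34.88 ± 6.06 to 6.15 ± 1.95 CPM, a log2 fold change of −2.509 (standard error 0.208, edgeR adjusted p = 2.21e-05). DDB_G0284549 was the most abundant of the 10 largest decreases, at 2211.35 ± 169.88 CPM without and 553.4 ± 123.88 CPM with curcumin (SD, n = 3 each). The remaining 7, DDB_G0276271, DDB_G0289275, DDB_G0272795, DDB_G0277209, DDB_G0282167, DDB_G0289521 and DDB_G0290545, had log2 fold changes between −2.012 and −1.545. Of these, DDB_G0289275 and DDB_G0289521 passed the threshold in none of the 3 fits that left out one replicate. DDB_G0277209, DDB_G0282167 and DDB_G0290545 passed it in 1.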

However, when we examined only those genes showing a 3-fold change, the number of down-regulated genes dropped to 11 (2.5%) whereas the up-regulated genes decreased to 61 (29.9%) (Fig 12D).

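Among the genes differentially expressed at 12 h, 58 of the 380 up-regulated genes (15.26%) and 8 of the 140 down-regulated genes (5.71%) changed at least 3-fold. The same filter kept 37.55% and 26.16% at 4 h. In fits with the replicate number as a block, 60 up-regulated and 9 down-regulated genes changed at least 3-fold (mean correlation of same-numbered samples 0.295). Requiring at least 10 counts in every sample lowered the counts most, to 26 and 5. At 12 h the 58 up-regulated genes had a score (mean log2 change in CPM from untreated samples of the same time) of 2.553 ± 0.145 at 10 μg/ml, and the 8 down-regulated genes one of −1.967 ± 0.041 (SD, n = 3 each).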

GO term enrichment analysis of the 12-hour samples (Table A in S4 Table) indicates that up-regulated genes encoding proteins involved in oxidoreductase activity, transcription factors, antioxidant activity, vitamin binding and the response to abiotic stimuli were affected by the prolonged curcumin treatment. 

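Table A in S4 Table gives 7 genes by identifier. At 12 h all 7 had a higher level at 10 μg/ml than without curcumin, with log2 fold changes between 0.73 and 4.552, and 6 were past the threshold. In the group of antioxidant activity, DDB_G0268192 rose from 0.64 ± 0.21 to 15.25 ± 2.87 CPM (SD, n = 3 each), a log2 fold change of 4.552 (standard error 0.291, adjusted p = 3.8e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDB_G0269270 rose from 0.32 ± 0.41 to 5.2 ± 0.88 CPM, a log2 fold change of 3.954 (standard error 0.519, edgeR adjusted p = 0.000666). DDB_G0272280 rose from 8.46 ± 1.28 to 19.68 ± 3.58 CPM, a log2 fold change of 1.208 (standard error 0.178, edgeR adjusted p = 0.00124). DDB_G0287671, listed under vitamin binding, had a log2 fold change of 1.484 (standard error 0.199, edgeR adjusted p = 0.000719). DDB_G0267706, of the group of cell proliferation, had a log2 fold change of 0.958 that was not past the threshold (edgeR adjusted p = 0.0108). Of the 7, DDB_G0269270, a gene with low counts, had the least stable estimate, between 3.382 and 5.542 with each replicate left out in turn. DDB_G0272280, DDB_G0271672 and DDB_G0283629 passed the threshold in 1 of the 3 fits without one replicate. From the enrichment of such groups, the paper concludes that these functions were affected by prolonged treatment.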

Some of these genes (e.g., the oxidoreductase genes) are also up-regulated in the early 4-hour samples, but others are uniquely up-regulated at 12 hours. 

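Of the 554 genes up-regulated at 4 h and the 380 up-regulated at 12 h, 166 were on both lists, 29.96% of the 4 h genes and 43.68% of the 12 h genes. The other 214 genes of the 12 h list were not past the threshold at 4 h, which by itself does not show that their change differed between the times. Over the 377 genes of the 12 h list tested at every time, the median log2 fold change was 0.695 at 4 h, 0.828 at 8 h and 0.851 at 12 h, while 149 had their largest change at 4 h, 89 at 8 h and 139 at 12 h. Their score (mean log2 change in CPM from untreated samples of the same time) was 1.079 ± 0.179 at 4 h, 1.056 ± 0.124 at 8 h and 1.083 ± 0.059 at 12 h at 10 μg/ml (SD, n = 3 each). The antioxidant genes DDB_G0268192, DDB_G0269270 and DDB_G0272280 were up-regulated at both times, with log2 fold changes at 4 h of 4.467, 3.966 and 1.747. The paper reads its lists as holding genes shared with the early response and genes found only at 12 h.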

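Table B in S4 Table gives 5 genes by identifier, all with a lower level at 10 μg/ml at 12 h and with log2 fold changes between −1.031 and −0.41. DDB_G0273201, listed under mitotic nuclear division, fell from 28.66 ± 4.13 to 17.24 ± 2.22 CPM (SD, n = 3 each), a log2 fold change of −0.741 (standard error 0.152, adjusted p = 0.00829 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was the only one past the threshold. DDB_G0284479 had a log2 fold change of −1.031 (edgeR adjusted p = 0.0253), DDB_G0268090 one of −0.472 (edgeR adjusted p = 0.0182), DDB_G0294553 one of −0.451 (edgeR adjusted p = 0.0218) and DDB_G0275179 one of −0.41 (edgeR adjusted p = 0.0381). Each of the 5 separated all treated from all untreated samples. DDB_G0273201 passed the threshold in 0 of the 3 fits that left out one replicate. At an adjusted p-value under 0.05 all 5 would be called, and the whole list of down-regulated genes would hold 372 genes in place of 140. The genes of DNA replication are given by name only and could not be matched.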

In contrast, the down-regulated genes of the 12-hour samples (Table B in S4 Table) encode proteins involved in cell cycle control, DNA replication, responses to drugs, and oxidoreductase activity. 

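The lists of differentially expressed genes shared few down-regulated members between 4 and 12 h: 8 genes, which are 4.65% of the 172 genes at 4 h and 5.71% of the 140 genes at 12 h. In contrast, 29 of the 140 genes down-regulated at 12 h were up-regulated at 4 h. The genes down-regulated at 12 h had a median log2 fold change of 0.129 at 4 h, −0.379 at 8 h and −0.739 at 12 h, and 120 of the 140 had their largest change at 12 h. Choosing genes for a decrease at 12 h favours a largest change at that time. Their score (mean log2 change in CPM from untreated samples of the same time) at 10 μg/ml was 0.163 ± 0.057 at 4 h, −0.415 ± 0.082 at 8 h and −0.828 ± 0.046 at 12 h (SD, n = 3 each). At 7.5 μg/ml, a dose not used to choose the genes, it was 0.111 ± 0.044 at 4 h (SD, n = 3), −0.38 ± 0.029 at 8 h (SD, n = 2) and −0.598 ± 0.04 at 12 h (SD, n = 3). The untreated 12 h samples did help to choose the genes and are also the baseline of the 12 h scores. The paper states that its enrichment lists for 12 h are widely different from those for 4 h.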

Overall, the GO term enrichment lists at 12 hours widely differ from those at 4 hours and confirm the analyses of the transcriptomes (Figs 11 and 12).

### Comparison between the 4 and 12-hour transcription profiles

To analyze the transcriptional response in greater detail, we compared the early (4-hour) and late (12-hour) effects of curcumin on the transcriptional profile of treated or untreated cells, respectively. 

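Between 4 and 12 h, 149 of 8797 genes tested were differentially expressed without curcumin, 116 up-regulated and 33 down-regulated with time. At 10 μg/ml, 703 of 8608 genes were, 297 up-regulated and 406 down-regulated (adjusted p-value under 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 samples per group). Every gene on these lists separated all samples of one time from all samples of the other. The median log2 fold change of the genes with time was 1.176 and −1.047 without curcumin and 1.073 and −1.083 at 10 μg/ml. For these comparisons the replicate numbers showed little pairing, with mean correlations of same-numbered samples at 4 and 12 h of −0.006 without curcumin and 0.043 at 10 μg/ml.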

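Of the 116 genes up-regulated with time without curcumin, 48 (41.38%) were also up-regulated with time at 10 μg/ml, and of the 33 down-regulated genes 18 (54.55%) were also down-regulated. A further 11 genes up-regulated with time without curcumin were down-regulated with time at 10 μg/ml, and 3 changed the other way. Removing from the 297 up-regulated and 406 down-regulated genes at 10 μg/ml those changed in either direction without curcumin left 246 and 377 genes. Removing only those changed in the same direction left 249 and 388.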

The genes that exhibited differential expression between 4 and 12 hours in the untreated samples were subtracted from the genes that showed differential expression between the early and late time points in the treated populations. The results of GO analyses of the 67 up-regulated genes and 23 down-regulated genes in the absence of curcumin are shown in Table A in S5 Table and Table B in S5 Table, respectively. 

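Without curcumin, 116 genes were up-regulated and 33 down-regulated from 4 to 12 h (adjusted p-value under 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When the replicate number was a block, the counts were 135 and 39, and samples with the same number did not deviate together (mean correlation −0.006, against 0.002 for different numbers). The lowest counts came without replicate 3, with 2 genes up-regulated and 0 down-regulated. The highest came with a threshold of 0.05, with 368 and 183. The largest increase was in DDB_G0295807, from 31.09 ± 2.16 to 283.41 ± 30.09 CPM (SD, n = 3 each), a log2 fold change of 3.187 (standard error 0.136, edgeR adjusted p = 1.54e-05). It was followed by DDB_G0271980 at 3.01, DDB_G0279211 at 2.923, DDB_G0277839 at 2.614 and DDB_G0290993 at 2.521. DDB_G0270368 fell from 44.95 ± 9.3 to 9.6 ± 0.48 CPM (SD, n = 3 each), a log2 fold change of −2.22 (standard error 0.179, edgeR adjusted p = 0.000292), and DDB_G0270366 from 132.59 ± 7.51 to 31.95 ± 1.63 CPM, a log2 fold change of −2.051 (standard error 0.109, edgeR adjusted p = 3.62e-05). These are the 2 genes that Table B in S5 Table gives by identifier. The next largest decreases were in DDB_G0268600, DDB_G0286789 and DDB_G0270330, with log2 fold changes between −1.944 and −1.59. DDB_G0286789 and DDB_G0270330 passed the threshold in 0 of the 3 fits that left out one replicate, and DDB_G0277839 in 1.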

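Table A in S5 Table gives 9 genes by identifier, all with a higher level at 12 h than at 4 h without curcumin, and 4 of them were past the threshold. Those 4, DDB_G0277203, DDB_G0283653, DDB_G0294589 and DDB_G0295807, are listed under oxidoreductase activity and had log2 fold changes of 1.867, 0.966, 2.025 and 3.187. DDB_G0283653 and DDB_G0294589 passed the threshold in 0 of the 3 fits that left out one replicate. Under cell division, DDB_G0280249 rose from 19.12 ± 1.33 to 31.57 ± 1.41 CPM (SD, n = 3 each), a log2 fold change of 0.724 just outside the threshold (standard error 0.121, adjusted p = 0.0106 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under DNA repair, DDB_G0288381 had a log2 fold change of 0.694 (edgeR adjusted p = 0.0331) and DDB_G0288697 one of 1.005 (edgeR adjusted p = 0.0164). DDB_G0293620, listed under the centromeric region, had a log2 fold change of 0.702 (edgeR adjusted p = 0.0763), and DDB_G0269664 one of 0.21 (edgeR adjusted p = 0.416) that did not separate the samples of the 2 times. Relaxing the threshold to 0.05 would add DDB_G0280249, DDB_G0288381 and DDB_G0288697.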

The up-regulated genes are predictably involved in various cell cycle associated functions. 

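After removal of the genes changed with time without curcumin, 246 genes were up-regulated and 377 down-regulated from 4 to 12 h at 10 μg/ml (adjusted p-value under 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fitted with the replicate number as a block, the counts were 287 and 447 (mean correlation of same-numbered samples 0.043, of others −0.021). A threshold of 0.05 raised them most, to 411 and 655. Of the 377 down-regulated genes, 225 (59.68%) were among those up-regulated at 4 h by 10 μg/ml, and of the 246 up-regulated genes 99 (40.24%) were among those down-regulated at 4 h. Only 42 of the 377 were down-regulated at 12 h by 10 μg/ml, and 29 of the 246 up-regulated. The overlaps with the 4 h lists share the 10 μg/ml samples at 4 h, and those with the 12 h lists share the samples at 12 h. Variation in the shared samples by itself favours such overlaps.

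DDB_G0292424 rose from 9.4 ± 1.56 CPM at 4 h to 119.26 ± 4.47 CPM at 12 h (SD, n = 3 each), a log2 fold change of 3.691 (standard error 0.139, edgeR adjusted p = 1.05e-07). DDB_G0279921, DDB_G0268878, DDB_G0273197 and DDB_G0278345 followed with 3.683, 3.476, 2.969 and 2.624. DDB_G0277201 fell from 22.08 ± 6.86 to 0.93 ± 0.4 CPM (SD, n = 3 each), a log2 fold change of −4.537 (standard error 0.392, edgeR adjusted p = 1.97e-05). It was followed by DDB_G0278127 at −3.577, DDB_G0282135 at −3.507, DDB_G0272442 at −3.45 and DDB_G0276429 at −3.336. All 10 genes passed the threshold in each of the 3 fits that left out one replicate.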

Table A in S6 Table and Table B in S6 Table list the genes that were up-regulated (161) and down-regulated (733) respectively after omitting the changes that were independent of curcumin treatment (S5 Table). Up-regulated genes include those involved in oxidoreductase activity, glutathione reductase activity, response to oxidative stress, and sphingolipid catabolic processes. 

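Table A in S6 Table gives 13 genes by identifier. All 13 rose from 4 to 12 h at 10 μg/ml, with log2 fold changes between 0.711 and 1.932, and 12 were past the threshold. In the group of glutathione transferase activity, DDB_G0272632 rose from 607.29 ± 48.57 to 1913.11 ± 115.26 CPM (SD, n = 3 each), a log2 fold change of 1.656 (standard error 0.188, adjusted p = 0.000121 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDB_G0280317 of the same group rose from 294.2 ± 28.07 to 728.01 ± 25.91 CPM, a log2 fold change of 1.308 (standard error 0.157, edgeR adjusted p = 0.000174). DDB_G0275311, listed under the response to oxidative stress, rose from 1995.69 ± 407.49 to 4191.21 ± 125.21 CPM, a log2 fold change of 1.071 that was just outside the threshold (standard error 0.241, edgeR adjusted p = 0.0106). Leaving out one replicate, that log2 fold change lay between 0.924 and 1.24. Of the genes past the threshold, DDB_G0270074 passed it in 0 of the 3 fits without one replicate and DDB_G0277473 in 1. Of the 13, DDB_G0272632, DDB_G0280317 and DDB_G0285011 were also up-regulated with time without curcumin, and are therefore not among the 246 genes left after the subtraction. DDB_G0280105, DDB_G0286637, DDB_G0287465, DDB_G0290401, DDB_G0291912 and DDB_G0293566 are also on the list of genes down-regulated at 4 h. Both comparisons use the 10 μg/ml samples at 4 h, which favours such an overlap.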

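Table B in S6 Table gives 9 genes by identifier, all with a lower level at 12 h than at 4 h at 10 μg/ml and 7 of them past the threshold. Under DNA replication, DDB_G0283189 fell from 64.57 ± 11.79 to 37.83 ± 1.35 CPM (SD, n = 3 each), a log2 fold change of −0.781 (standard error 0.144, adjusted p = 0.00319 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDB_G0283189 is also the gene the table lists under DNA strand elongation. DDB_G0293864 fell from 2.79 ± 0.2 to 0.69 ± 0.48 CPM, a log2 fold change of −1.952 (standard error 0.426, edgeR adjusted p = 0.00895). Only its 12 h level was as low as a few counts per sample. The largest change was in DDB_G0284479, listed under scavenger receptor activity, with a log2 fold change of −2.53 (standard error 0.341, edgeR adjusted p = 0.000397). Not past the threshold were DDB_G0282313, at −0.526 (edgeR adjusted p = 0.0171), and DDB_G0293620, at −0.692 (edgeR adjusted p = 0.022). In the fits without one replicate, DDB_G0293864 and DDB_G0284777 passed the threshold 0 times, and DDB_G0283189 and DDB_G0273201 in 1 fit.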

In contrast, a number of cytochrome P450 related genes and DNA helicase and strand elongation genes are down-regulated.

We analyzed the transcription profiles between of untreated and treated cells at all time points (Fig 12E). Genes that were differentially expressed in the absence of curcumin were subtracted. 

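Among the 623 genes that changed from 4 to 12 h only at 10 μg/ml, 45 were at least 2-fold higher at 10 μg/ml than without curcumin at 4, 8 and 12 h. All 45 were past the threshold at 4 h (adjusted p-value under 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 42 were at 12 h. Of the 45, 43 fell and 2 rose from 4 to 12 h at 10 μg/ml. Under a block for the replicate number, the list had 53 genes, where same-numbered samples of 10 and 0 μg/ml correlated at 0.545, 0.183 and 0.295 at the 3 times. Starting from the genes changed at 4 or 12 h by 10 μg/ml in place of those changed between the times gave the longest list, 99 genes.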

This resulted in a smaller GO list of 50 genes that were up-regulated during curcumin treatment. 

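The 45 genes raised at least 2-fold at every time had a score (mean log2 change in CPM from the untreated samples of the same time) at 10 μg/ml of 3.27 ± 0.047 at 4 h, 2.367 ± 0.133 at 8 h and 2.114 ± 0.216 at 12 h (SD, n = 3 each). At 4 h the score was 0.921 ± 0.097 at 2.5 μg/ml, 1.804 ± 0.154 at 5 μg/ml and 2.854 ± 0.069 at 7.5 μg/ml (SD, n = 3 each). At 12 h it was 0.166 ± 0.002 (SD, n = 2), 0.905 ± 0.037 and 1.441 ± 0.11 (SD, n = 3 each). At 10 μg/ml every sample at 4 h was above every sample at 8 h and at 12 h, while the ranges at 8 h (2.268 to 2.518) and 12 h (1.948 to 2.357) overlapped. Within each replicate number the score fell from 8 to 12 h, from 2.268 to 2.036, 2.314 to 1.948 and 2.518 to 2.357. Of the 45 genes, 41 had their largest log2 fold change at 4 h and 26 fell in order from 4 to 8 to 12 h. The list was drawn from genes that change between 4 and 12 h at 10 μg/ml, which favours genes with a fall. DDB_G0268322, with one of the largest changes, had 249.33 ± 31.77 CPM at 4 h, 58.85 ± 14.67 at 8 h and 24.1 ± 1.75 at 12 h, against 0.87 ± 0.56, 0.35 ± 0.1 and 0.53 ± 0.34 without curcumin (SD, n = 3 each). DDB_G0276817 had log2 fold changes of 4.176, 4.044 and 3.955 at the 3 times, a smaller decline. From the heat map of its list, the paper concludes that the response depends on time and dose.

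**Figure D3:**
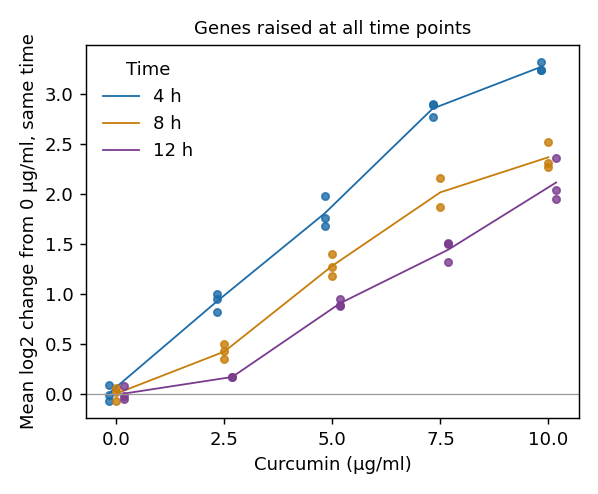
Mean log2 change from 0 μg/ml at the same time (y axis) of the 45 genes raised at all times, against curcumin concentration (x axis, μg/ml). Points are samples, shifted slightly sideways by time, and lines join the means. The score rises with dose at each time and at 10 μg/ml is 3.27 at 4 h, 2.367 at 8 h and 2.114 at 12 h.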

The heat map of the genes show a rapid up-regulation at 4 hours and the levels gradually decline at later time points, confirming the time and dose dependency of the response to curcumin. These genes involved with oxidoreductase activity were highly enriched (S7 Table).

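S7 Table gives 3 genes by identifier, all under antioxidant activity, and all were past the threshold at every time. DDB_G0268192 had log2 fold changes between 10 and 0 μg/ml of 4.467 at 4 h, 3.071 at 8 h and 4.552 at 12 h, with edgeR adjusted p-values of 5.15e-06, 0.000129 and 3.8e-06. DDB_G0269270 had log2 fold changes of 3.966, 4.003 and 3.954 (edgeR adjusted p-values 8.05e-05, 0.000112 and 0.000666). For DDB_G0272280 they were 1.747, 1.139 and 1.208 (edgeR adjusted p-values 2.08e-05, 0.00254 and 0.00124). In CPM, DDB_G0272280 was at 41.65 ± 1.94, 21.69 ± 1.74 and 19.68 ± 3.58 with curcumin and at 12.42 ± 0.61, 9.76 ± 2 and 8.46 ± 1.28 without (SD, n = 3 each). With replicates left out one at a time, DDB_G0272280 passed the threshold at 12 h in 1 of 3 fits and DDB_G0268192 at 4 h in all 3.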

## Discussion

Botanicals are widely used as dietary supplements and for the prevention and treatment of disease. Despite a long history of use, there is generally little evidence supporting the efficacy and safety of these preparations. Curcumin has been used to treat a myriad of human diseases and is widely advertised and marketed for its ability to improve health [72]. The literature on curcumin does not provide a cohesive narrative that suggests how curcumin interacts with cells and affects cell physiology.

In this study we employed *Dictyostelium discoideum* as a lead system to examine the fundamental effects of curcumin on cells, and to begin to parse apart the underlying molecular mechanisms. Studies in *D*. *discoideum* have previously provided novel insights into the molecular mechanisms which cells use to respond to natural products and drugs widely used in human health care [30, 31, 33, 73], [28, 29]. The current work demonstrates that this system is equally useful for investigations into the fundamental physiological effects of botanicals.

The data demonstrate that curcumin or some breakdown product/derivative has a profound effect on cell proliferation and an unexpected and pleiotropic effect on gene transcription. Initial experiments on candidate antioxidant genes showed that three superoxide dismutase genes and the catalase A gene were down-regulated by curcumin, contrary to what was expected if curcumin was acting directly on the cells as an antioxidant. Curcumin also causes the cells to accumulate superoxide and H_2_O_2_. It is unlikely that the accumulation of superoxide and H_2_O_2_ is the proximal cause of the reduction in anti-oxidant enzyme mRNA levels because neither the pro-oxidants ethidium bromide and menadione nor the anti-oxidant NAC had the same effect on the level of catalase A activity as curcumin. The conclusion from these observations is that curcumin works through a non-redox mechanism to control mRNA levels of the genes encoding the anti-oxidant catalase A and SOD enzymes, and that the reduction of the enzymes in turn causes the accumulation of ROS (Fig 5).

There was virtually no knowledge of the function of the superoxide dismutases in *D*. *discoideum* despite their involvement in human disease including amyotrophic lateral sclerosis [74]. The current studies show that they may play a role in the response of cells to xenobiotics in the environment. The antioxidant genes are down-regulated by curcumin and conversely cells over-expressing SOD are more resistant to curcumin (Fig 8). It will be important in the future to construct a library of mutants with each of the SOD genes individually deleted so that their specific involvement in the response to xenobiotics can be accessed. Catalase A has been more extensively studied in *D*. *discoideum*. Both catalase A and SOD enzyme levels are down-regulated by curcumin. Previously, it was shown that transcription of the catalase A gene was not affected by exogenous H_2_O_2_ [37].

There are a number of paths to investigate the underlying mechanisms regulating curcumin sensitivity that take advantage of the genetic tractability in *D*. *discoideum*. These include 1) a candidate gene approach using the now extensive library of isogenic mutant strains that each differ from the parent by one gene (see Dictybase.org); 2) insertional mutagenesis [75] and chemical mutagenesis followed by whole-genome sequencing [76] to randomly inactivate genes in cells which can subsequently be identified by virtue of the cells’ increased resistance to curcumin; and 3) a gene expression strategy such as microarrays or RNAseq [70] to identify alteration of the expression patterns of genes and gene networks in response to curcumin. All of these approaches have been successfully employed in *D*. *discoideum* to investigate problems in cell and developmental biology including studies of importance to human diseases such as cancer and chemotherapy [33], and two of them have been used in this study.

The analysis of defined mutants demonstrated that protein kinase A mediates the cellular response to curcumin. The observation that the effect of curcumin on cell proliferation and down-regulation of catalase and SOD were dependent on PKA further supports the idea that curcumin does not act directly to increase ROS in the cells. PKA is a major regulator during multicellular development in *D*. *discoideum* and all metazoans [63]. Although PKA is expressed in proliferating *D*. *discoideum* cells [77], PKA null cells divide normally [78, 79]. Thus, this demonstration that PKA functions to regulate the response of cells to a xenobiotic suggests that this may be a normal role for the enzyme in mitotically dividing cells.

Studies in *D*. *discoideum* on the effects of valproic acid, a bipolar disorder treatment, have shown that the cellular response to the drugs is mediated though PKA [31]. This was subsequently translated and verified in mammalian cells. In addition, PKA has been shown to mediate sensitivity to the widely used anti-cancer drug cisplatin [66, 80]. Overall, the current studies reveal a novel mechanism by which curcumin also affects cell physiology (Fig 13).

**Fig 13:**
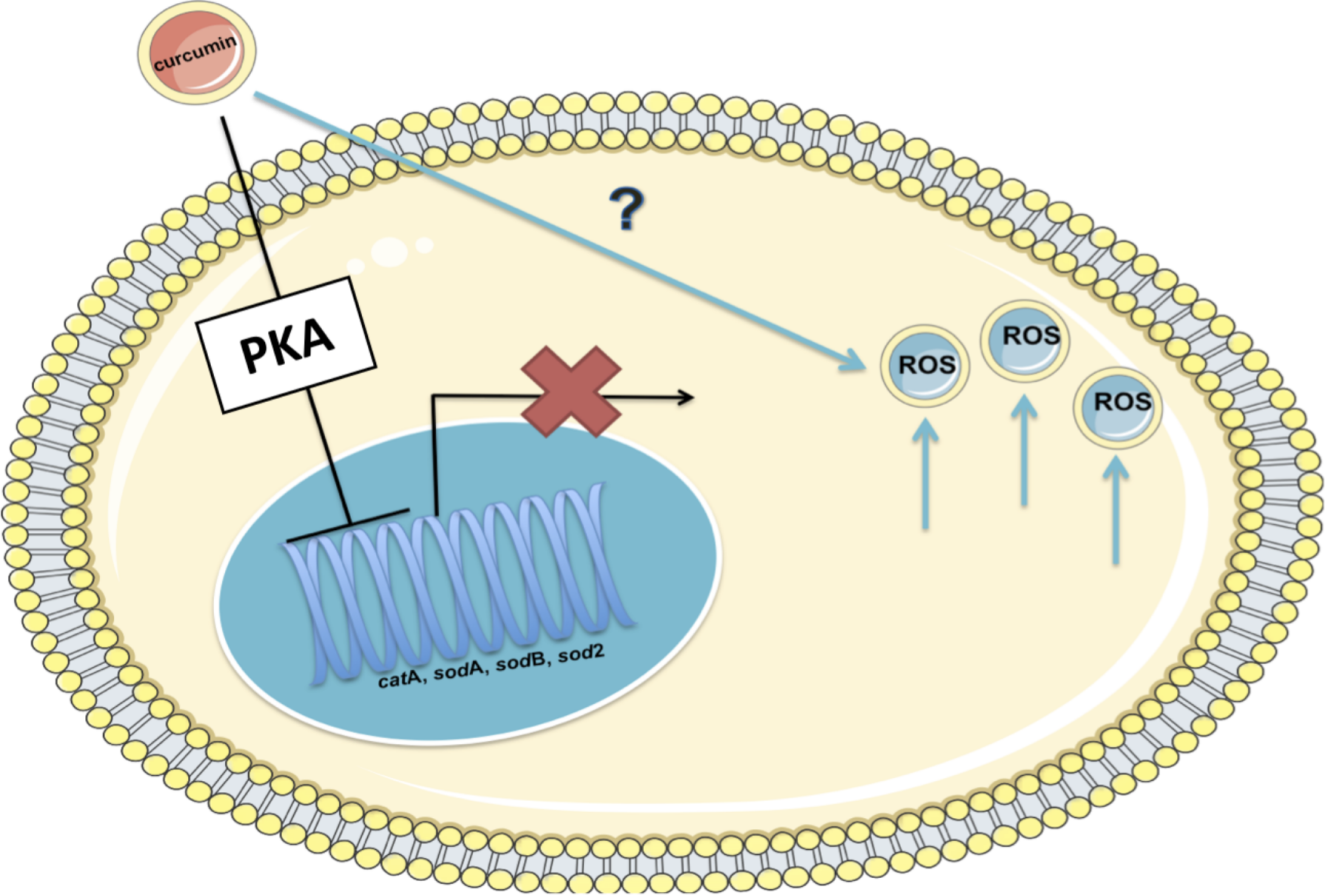
Proposed mechanism of curcumin action. Curcumin inhibits growth and generates ROS in *D*. *discoideum*. Curcumin induced major changes in transcription which included the reduction of catalase A and superoxide dismutase enzyme levels through a PKA mediated pathway. The results of this study suggest that the increase in ROS is not the cause of the decrease in antioxidant enzyme levels, but rather that the decrease in the enzymes results in the increase in ROS levels.

These findings prompted the use of RNA-seq to provide an unbiased and more nuanced view of the transcriptional effects of curcumin. The results showed that there is an early and transient dose dependent effect on transcription that affects about 700 genes (approximately 5% of the genome). 

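At 4 h, the 726 genes differentially expressed between 10 and 0 μg/ml were 5.635% of the 12883 genes in the files and 8.102% of the 8961 genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Using the replicate number as a block, there were 1917 such genes (mean correlation of same-numbered samples 0.545), and without replicate 3 there were 162. The paper describes the early effect from the dose series and from the return of these genes at later times.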

This early response to curcumin is limited compared to the transcriptional response accompanying the transition to development in *D*. *discoideum* where the transcription of about one-half of the genes is affected [70].

Curcumin quickly up-regulates the transcription of 533 genes that encode oxidoreductase enzymes, osmotic/salt/heat stress proteins, ABC transporters, and cell cycle proteins. The early down-regulated group includes genes involved with cell death, defense from bacteria, peroxisome function, and sphingomyelin catabolism. This early transcriptional response is transient and is replaced by a subsequent change in gene expression where 204 genes are up-regulated while 443 genes are down-regulated. 

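Of the 554 genes up-regulated at 4 h, 388 were not on the list of genes up-regulated at 12 h, and of the 172 genes down-regulated at 4 h, 164 were not on the list of those down-regulated at 12 h. In the other direction, 214 of the 380 genes up-regulated and 132 of the 140 genes down-regulated at 12 h were not on the corresponding list at 4 h. Among the 170 genes down-regulated at 4 h and tested at every time, the median log2 fold change went from −1.135 at 4 h to −0.24 at 8 h and −0.123 at 12 h. From its lists at 4 and 12 h the paper concludes that the early response is replaced by a later one.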

The later up-regulated genes encode proteins involved in oxidoreductase activity, transcription factors, antioxidant activity, vitamin binding and the response to abiotic stimuli. The down-regulated late genes include those involved with the cells cycle, DNA replication, response to drugs, as well as oxidoreductase activity. The GO term enrichment lists at the early and late time points differ and further emphasize the cellular response to curcumin is multiphasic and complex.

This pleiotropy of the transcriptional response makes it challenging to construct a unifying hypothesis. However, some categories of genes suggest fruitful paths forward. Oxidoreductases are among the most prominent differentially expressed genes, and their broad spectrum of substrates makes them particularly interesting in the context of the cellular response to curcumin. The transcription factors represent an interesting target and detailed study may reveal conserved target genes for the factors leading to a clearer picture of how curcumin affects cells. ABC transporters are also of interest in that they are central to the response to many chemicals, and that there are *D*. *discoideum* mutants in the transporters available [81].

Genome wide analysis including microarrays, RNAseq, and proteomics have been used previously to examine the effect of curcumin alone, or in combination with other compounds, in a variety of cell and tissue types (see review [82]). Examples of RNAseq studies include the effect of curcumin on a mouse model of colorectal cancer [83], parasitic mites [84], and breast cancer stem cells [85]. Microarray studies characterized the effect of curcumin on lung [86, 87] and breast [88] cancer cell lines. Proteomic studies included studies on HCT116 colon cancer cells [89] and HepG2 cells [90].

Although these studies represent a broad range of biological interest, they all report a widely pleiotropic effect on transcription or protein expression. Moreover, the studies indicate that the transcripts affected by curcumin encode proteins involved in many different biological functions and pathways and are localized in many different cellular compartments. Some of these (cell death, oxidoreductase, cell cycle control) are of the same functional type as was found in *D*. *discoideum* suggesting some conservation of underlying mechanism. It is important to re-emphasize the genetic tractability of this system that provides a way to follow up on these observations.

Our studies extend a previous study focused on the effect of curcumin on multicellular development of *D*. *discoideum* [91]. The authors showed that curcumin inhibited both chemotaxis and multicellular development. The accumulation of the mRNAs of the early developmentally regulated genes *yakA*, *keaA*, *pkaC* and *carA* was also inhibited, while two of five glutathione-S-transferase genes were up-regulated. Our finding that cell proliferation of the *pkaC* null and the *pkaR*-over-expressing mutants is more resistant to the inhibitory effects of curcumin emphasizes the importance of this enzyme as a central regulator in the response to curcumin both in cell proliferation and development in this organism. Both studies show pleiotropic effects of curcumin, but there appear to be significant differences of the effects of curcumin on proliferating and developing cells.

Further work needs to address the precise mechanism by which curcumin affects PKA and how PKA in turn affects transcription. Indeed, the mechanism by which the groups of early and late genes are transcriptionally controlled remains to be answered. In addition, these studies suggest new functions for genes (e.g., oxidoreductases, ABC transporters, and transcription factors) that can be further investigated by making the appropriate null mutations.

The significant and unexpected complexity of the effect of curcumin on cell physiology revealed by these studies underscores the possibility of negative effects and unknown drug interactions when it is taken prophylactically or therapeutically. Indeed, there is no rational dose for the human consumption of curcumin as there is no known effect or measurable endpoint. The data suggest that the complex transcriptional effect of curcumin on cells may be a severely confounding effect in many previous studies [27].

Overall, these studies provide a new look at the effect of curcumin on cells and opens up new avenues for investigation. As in earlier drug studies employing *D*. *discoideum*, these ideas can be extended to human cells [31, 92, 93].

## Supporting information

S1 Fig Reproducibility of biological replicates in RNA-seq data. For the RNA-seq analysis, each treatment (time and concentration) was tested in triplicate. We evaluated the reproducibility between any two biological replicates by computing Spearman’s correlations. We plotted the correlation between each two of the three biological replicates in each treatment (as defined by concentration and time). Blue diamonds, red squares and green triangles represent the correlations between replicates 1 and 2, 1 and 3, and 2 and 3, respectively. Most of correlations between any two biological replicates at each time point are higher than 0.98, except for two samples: rep2 treated with 7.5 μg/ml at 8 hours and rep2 treated with 2.5 μg/ml at 12 hours. These samples exhibited lower correlations (around 0.95, blue diamond and green triangle) with the other two replicates. The correlation between any two samples of different concentration or different time was always higher than 0.95 (data not shown). Therefore, we removed the least-correlated samples (rep2 treated with 7.5 μg/ml at 8 hours and rep2 treated with 2.5 μg/ml at 12 hours) from further analysis.
(PDF) Click here for additional data file.

S1 Table D. discoideum strains used in this study. ߡ = Null gene, OE = overexpressed gene, AX4/AX2 = WT.
(DOCX) Click here for additional data file.

S2 Table Primers used for the qRT-PCR in this study. (PDF) Click here for additional data file.

S3 Table Selected gene ontology (GO) enrichment data of differentially expressed genes in response to short exposure to curcumin. A) 533 genes were identified as up-regulated upon early exposure (4 hours) to high concentration (10 μg/ml) of curcumin. GO enrichment analysis revealed the genes are involved in various functions including oxidoreductase activity, response to osmotic/salt/heat stress and the cell cycle. Eleven ABC transporters are also included. B) 145 genes were identified as down-regulated upon early exposure (4 hours) to high concentration (10 μg/ml) of curcumin. GO analysis revealed the genes are involved in functions including hydrolase activity, sphingomyelin catabolism, apoptosis, defense response to bacterium, and peroxisome function.
(PDF) Click here for additional data file.

S4 Table Selected GO enrichment data of differentially expressed genes upon extended exposure to curcumin. A) 204 genes up-regulated upon extended exposure (12 hours) to high concentration (10 μg/ml) of curcumin are involved in various functions including oxidoreductase activity, antioxidant activity, vitamin binding, response to abiotic stimulus, and contractile vacuole. Seven ABC transporters and 6 transcription factors including STATb and STATc, are also included. B) 443 genes down-regulated upon extended exposure to curcumin are involved in various functions including cell cycle control, DNA replication and responses to drugs. Eight genes that encode cytochrome P450 family proteins, which generally have a terminal oxidoreductase activity, are also included. Note that *carA-1*, *pkaR* and *regA*, which are involved in cAMP-mediated signaling, are also down-regulated upon extended exposure.
(PDF) Click here for additional data file.

S5 Table Selected GO enrichment data of differentially expressed genes during growth without exposure to curcumin. **A)** 67 genes are up-regulated during growth without exposure to curcumin. The GO term enrichment analysis revealed mostly cell cycle related genes. B) 23 genes are down-regulated during growth without exposure to curcumin.
(PDF) Click here for additional data file.

S6 Table Selected GO enrichment data of genes which are differentially expresssed during growth only under curcumin treatment. A) Genes up-regulated without curcumin (S5 Table) were omitted from the GO term enrichment analysis to focus on genes up-regulated due to curcumin exposure during growth. 161 genes were up-regulated at 12 hours only under curcumin treatment. Genes related to oxidoreductase activity, gultathione transferase activity, oxygen transport, response to oxidative stress, and sphingolipid catabolic process were enriched in the gene set. B) 733 genes were down-regulated under curcumin treatment. Genes related to DNA replication, oxidoreductase activity and contractile vacuolar membrane, are enriched in the gene set. Genes that encode cytochrome P450 family proteins, which generally have a terminal oxidoreductase activity, and genes involved in cAMP-mediated signaling, *carA-1*, *pkaR* and *regA*, are also down-regulated upon extended exposure.
(PDF) Click here for additional data file.

S7 Table Selected GO enrichment data of up-regulated genes at all time points under curcumin treatment. Among the genes that are differentially expressed only under curcumin treatment (S6 Table), 50 genes were always expressed at higher levels (at least 2 fold) in the cells treated with high concentration (10 μg/ml) of curcumin. Genes involved in antioxidant activity were highly enriched. Note that most of the genes exhibited peak expression at an early time point (4 hours, refer to Fig 12E).
(PDF) Click here for additional data file.

## References

[1] Herbal medicine in the United States: Review of efficacy, safety, and regulation—Grand Rounds at University of California, San Francisco Medical Center, (2008).10.1007/s11606-008-0632-yPMC251787918415652

[2] Research, Markets. Research and Markets: Global Market Study on Botanical Supplements 2014–2020—Personal Care Segment to Witness Highest Growth in the $90 Billion Market. 2015.

[3] BeeversCH, S. Pharmacological and clinical properties of curcumin. Botanics: Targets and Therapy. 2011;(1):5–18.

[4] JayaprakashaGK, Jaganmohan RaoL, SakariahKK. Antioxidant activities of curcumin, demethoxycurcumin and bisdemethoxycurcumin. Food Chemistry. 2006;98:720–4. doi: 10.1016/j.foodchem.2005.06.037

[5] SharmaRA, GescherAJ, StewardWP. Curcumin: the story so far. Eur J Cancer. 2005;41(13):1955–68. Epub 2005/08/06. doi: 10.1016/j.ejca.2005.05.009 .1608127910.1016/j.ejca.2005.05.009

[6] ConneyAH, LyszT, FerraroT, AbidiTF, ManchandPS, LaskinJD, et al Inhibitory effect of curcumin and some related dietary compounds on tumor promotion and arachidonic acid metabolism in mouse skin. Adv Enzyme Regul. 1991;31:385–96. .190861610.1016/0065-2571(91)90025-h

[7] AnandP, SundaramC, JhuraniS, KunnumakkaraAB, AggarwalBB. Curcumin and cancer: An "old-age" disease with an "age-old" solution. Cancer Letters. 2008;267:133–64. doi: 10.1016/j.canlet.2008.03.025 .1846286610.1016/j.canlet.2008.03.025

[8] LibbyP. Inflammation in atherosclerosis. Nature. 2002;420:868–74. doi: 10.1038/nature01323 .1249096010.1038/nature01323

[9] LumengCN, SaltielAR. Inflammatory links between obesity and metabolic disease. Journal of Clinical Investigation. 2011;121:2111–7. doi: 10.1172/JCI57132 .2163317910.1172/JCI57132PMC3104776

[10] CoussensLM, WerbZ. Inflammation and cancer. Nature. 2002;420(6917):860–7. doi: 10.1038/nature01322 ; PubMed Central PMCID: PMCPMC2803035.1249095910.1038/nature01322PMC2803035

[11] BalkwillF, MantovaniA. Inflammation and cancer: back to Virchow? Lancet. 2001;357(9255):539–45. doi: 10.1016/S0140-6736(00)04046-0 .1122968410.1016/S0140-6736(00)04046-0

[12] SinghS, AggarwalBB. Activation of transcription factor NF-kappa B is suppressed by curcumin (diferuloylmethane) [corrected]. The Journal of biological chemistry. 1995;270:24995–5000. doi: 10.1074/jbc.270.50.30235 .755962810.1074/jbc.270.42.24995

[13] LalB, KapoorAK, AsthanaOP, AgrawalPK, PrasadR, KumarP, et al Efficacy of curcumin in the management of chronic anterior uveitis. Phytotherapy Research. 1999;13:318–22. doi: 10.1002/(SICI)1099-1573(199906)13:4<318::AID-PTR445>3.0.CO;2-7 .1040453910.1002/(SICI)1099-1573(199906)13:4<318::AID-PTR445>3.0.CO;2-7

[14] TakadaY, BhardwajA, PotdarP, AggarwalBB. Nonsteroidal anti-inflammatory agents differ in their ability to suppress NF-kappaB activation, inhibition of expression of cyclooxygenase-2 and cyclin D1, and abrogation of tumor cell proliferation. Oncogene. 2004;23:9247–58. doi: 10.1038/sj.onc.1208169 .1548988810.1038/sj.onc.1208169

[15] MishraS, PalaniveluK. The effect of curcumin (turmeric) on Alzheimer's disease: An overview. Ann Indian Acad Neurol. 2008;11:13–9. doi: 10.4103/0972-2327.40220 .1996697310.4103/0972-2327.40220PMC2781139

[16] ZhangL, FialaM, CashmanJ, SayreJ, EspinosaA, MahanianM, et al Curcuminoids enhance amyloid-beta uptake by macrophages of Alzheimer's disease patients. Journal of Alzheimer's disease: JAD. 2006;10:1–7. .1698847410.3233/jad-2006-10101

[17] HarmanD. Aging: a theory based on free radical and radiation chemistry. Journal of gerontology. 1956;11:298–300. doi: 10.1093/geronj/11.3.298 .1333222410.1093/geronj/11.3.298

[18] HalliwellB, GutteridgeJMC. Free Radicals in Biology and Medicine. Free Radical Biology and Medicine. 1999;10:449–50. doi: 10.1016/0891-5849(91)90055-8 PubMed PMID: 6297065.

[19] McCordJM, KeeleBB, FridovichI. An enzyme-based theory of obligate anaerobiosis: the physiological function of superoxide dismutase. Proceedings of the National Academy of Sciences of the United States of America. 1971;68:1024–7. doi: 10.1073/pnas.68.5.1024 .499581810.1073/pnas.68.5.1024PMC389105

[20] HerreraE, BarbasC. Vitamin E: action, metabolism and perspectives. Journal of physiology and biochemistry. 2001;57:43–56. doi: 10.1007/BF03179812 .11579997

[21] AmesBN, CathcartR, SchwiersE, HochsteinP. Uric acid provides an antioxidant defense in humans against oxidant- and radical-caused aging and cancer: a hypothesis. Proceedings of the National Academy of Sciences of the United States of America. 1981;78:6858–62. doi: 10.1073/pnas.78.11.6858 .694726010.1073/pnas.78.11.6858PMC349151

[22] JoeB, LokeshBR. Role of capsaicin, curcumin and dietary n-3 fatty acids in lowering the generation of reactive oxygen species in rat peritoneal macrophages. Biochimica et biophysica acta. 1994;1224:255–63. 0167-4889(94)90198-8 [pii]. .798124010.1016/0167-4889(94)90198-8

[23] Kunchandy ERMN. Oxygen radical scavenging activity of curcumin. International Journal of Pharmaceutics. 1990;58(3):237–40.

[24] TcnnesenHH, GreenhillJV. Studies on curcumin and curcuminoids. XXII: Curcumin as a reducing agent and as a radical scavenger. International Journal of Pharmaceutics. 1992;87:79–87. doi: 10.1016/0378-5173(92)90230-Y

[25] KhanMA, GahlotS. Oxidative Stress Induced by Curcumin Promotes the Death of Cutaneous T-cell Lymphoma (HuT-78) by Disrupting the Function of Several Molecular Targets. Mol Cancer Ther. 2012;11:1873–83. doi: 10.1158/1535-7163.MCT-12-0141 2265396610.1158/1535-7163.MCT-12-0141

[26] YoshinoM, HanedaM, NaruseM, HtayHH, TsubouchiR, QiaoSL, et al Prooxidant activity of curcumin: Copper-dependent formation of 8-hydroxy-2′-deoxyguanosine in DNA and induction of apoptotic cell death. Toxicology in Vitro. 2004;18:783–9. doi: 10.1016/j.tiv.2004.03.009 .1546564310.1016/j.tiv.2004.03.009

[27] NelsonKM, DahlinJL, BissonJ, GrahamJ, PauliGF, WaltersMA. The Essential Medicinal Chemistry of Curcumin. J Med Chem. 2017 doi: 10.1021/acs.jmedchem.6b00975 .2807465310.1021/acs.jmedchem.6b00975PMC5346970

[28] MistyR, MartinezR, AliH, SteimlePA. Naringenin is a novel inhibitor of Dictyostelium cell proliferation and cell migration. Biochem Biophys Res Commun. 2006;345(1):516–22. doi: 10.1016/j.bbrc.2006.04.047 .1668200010.1016/j.bbrc.2006.04.047

[29] WaheedA, LudtmannMH, PakesN, RoberyS, KuspaA, DinhC, et al Naringenin inhibits the growth of Dictyostelium and MDCK-derived cysts in a TRPP2 (polycystin-2)-dependent manner. Br J Pharmacol. 2014;171(10):2659–70. doi: 10.1111/bph.12443 ; PubMed Central PMCID: PMCPMC4009007.2411666110.1111/bph.12443PMC4009007

[30] AlexanderS, MinJ, AlexanderH. *Dictyostelium discoideum* to human cells: pharmacogenetic studies demonstrate a role for sphingolipids in chemoresistance. Biochimica et biophysica acta. 2006;1760:301–9. doi: 10.1016/j.bbagen.2005.11.015 .1640360010.1016/j.bbagen.2005.11.015

[31] BoeckelerK, AdleyK, XuX, JenkinsA, JinT, WilliamsRS. The neuroprotective agent, valproic acid, regulates the mitogen-activated protein kinase pathway through modulation of protein kinase A signalling in *Dictyostelium discoideum*. Eur J Cell Biol. 2006;85(9–10):1047–57. doi: 10.1016/j.ejcb.2006.04.013 .1675973510.1016/j.ejcb.2006.04.013

[32] KessinRH. *Dictyostelium*: evolution, cell biology, and the development of multicellularity Cambridge, UK; New York: Cambridge University Press; 2001 xiv, 294 p. p.

[33] AlexanderS, AlexanderH. Lead genetic studies in *Dictyostelium discoideum* and translational studies in human cells demonstrate that sphingolipids are key regulators of sensitivity to cisplatin and other anticancer drugs. Semin Cell Dev Biol. 2011;22(1):97–104. doi: 10.1016/j.semcdb.2010.10.005 .2095182210.1016/j.semcdb.2010.10.005

[34] LudtmannMH, BoeckelerK, WilliamsRS. Molecular pharmacology in a simple model system: implicating MAP kinase and phosphoinositide signalling in bipolar disorder. Semin Cell Dev Biol. 2011;22(1):105–13. doi: 10.1016/j.semcdb.2010.11.002 ; PubMed Central PMCID: PMCPMC3032892.2109360210.1016/j.semcdb.2010.11.002PMC3032892

[35] SussmanM. Cultivation and synchronous morphogenesis of *Dictyostelium* under controlled experimental conditions. Methods Cell Biol. 1987;28:9–29. .329899710.1016/s0091-679x(08)61635-0

[36] MinJ, SrideviP, AlexanderS, AlexanderH. Sensitive cell viability assay for use in drug screens and for studying the mechanism of action of drugs in *Dictyostelium discoideum*. Biotechniques. 2006;41(5):591–5. Epub 2006/12/05. .1714011610.2144/000112260

[37] GarciaMX, FooteC, van EsS, DevreotesPN, AlexanderS, AlexanderH. Differential developmental expression and cell type specificity of *Dictyostelium* catalases and their response to oxidative stress and UV-light. Biochimica et biophysica acta. 2000;1492:295–310. doi: 10.1016/S0167-4781(00)00063-4 .1100450310.1016/s0167-4781(00)00063-4

[38] MartinJPJr., DaileyM, SugarmanE. Negative and positive assays of superoxide dismutase based on hematoxylin autoxidation. Arch Biochem Biophys. 1987;255(2):329–36. .303600410.1016/0003-9861(87)90400-0

[39] AbleAJ, GuestDI, SutherlandMW. Use of a new tetrazolium-based assay to study the production of superoxide radicals by tobacco cell cultures challenged with avirulent zoospores of phytophthora parasitica var nicotianae. Plant Physiol. 1998;117(2):491–9. ; PubMed Central PMCID: PMCPMC34969.962570210.1104/pp.117.2.491PMC34969

[40] UkedaH, MaedaS, IshiiT, SawamuraM. Spectrophotometric assay for superoxide dismutase based on tetrazolium salt 3'—1—(phenylamino)-carbonyl—3, 4-tetrazolium]-bis(4-methoxy-6-nitro)benzenesulfonic acid hydrate reduction by xanthine-xanthine oxidase. Anal Biochem. 1997;251(2):206–9. doi: 10.1006/abio.1997.2273 .929901710.1006/abio.1997.2273

[41] BloomfieldG, PearsC. Superoxide signalling required for multicellular development of *Dictyostelium*. Journal of cell science. 2003;116(Pt 16):3387–97. doi: 10.1242/jcs.00649 .1284007610.1242/jcs.00649

[42] TeoR, LewisKJ, FordeJE, RyvesWJ, ReddyJV, RogersBJ, et al Glycogen synthase kinase-3 is required for efficient *Dictyostelium* chemotaxis. Mol Biol Cell. 2010;21(15):2788–96. doi: 10.1091/mbc.E09-10-0891 ; PubMed Central PMCID: PMCPMC2912363.2053481510.1091/mbc.E09-10-0891PMC2912363

[43] HuangE, TalukderS, HughesTR, CurkT, ZupanB, ShaulskyG, et al BzpF is a CREB-like transcription factor that regulates spore maturation and stability in Dictyostelium. Dev Biol. 2011;358(1):137–46. doi: 10.1016/j.ydbio.2011.07.017 ; PubMed Central PMCID: PMCPMC3180911.2181041510.1016/j.ydbio.2011.07.017PMC3180911

[44] MirandaER, RotG, ToplakM, SanthanamB, CurkT, ShaulskyG, et al Transcriptional profiling of *Dictyostelium* with RNA sequencing. Methods Mol Biol. 2013;983:139–71. doi: 10.1007/978-1-62703-302-2_8 ; PubMed Central PMCID: PMCPMC3892559.2349430610.1007/978-1-62703-302-2_8PMC3892559

[45] SanthanamB, CaiH, DevreotesPN, ShaulskyG, Katoh-KurasawaM. The GATA transcription factor GtaC regulates early developmental gene expression dynamics in Dictyostelium. Nat Commun. 2015;6:7551 doi: 10.1038/ncomms8551 ; PubMed Central PMCID: PMCPMC4506546.2614455310.1038/ncomms8551PMC4506546

[46] Katoh-KurasawaM, SanthanamB, ShaulskyG. The GATA transcription factor gene gtaG is required for terminal differentiation in Dictyostelium. Journal of cell science. 2016 doi: 10.1242/jcs.181545 ; PubMed Central PMCID: PMCPMC4852770.2696200910.1242/jcs.181545PMC4852770

[47] TonnesenHH, KarlsenJ. Studies on curcumin and curcuminoids. VI. Kinetics of curcumin degradation in aqueous solution. Z Lebensm Unters Forsch. 1985;180(5):402–4. Epub 1985/05/01. .401352510.1007/BF01027775

[48] KunchandyE, RaoMN. Oxygen radical scavenging activity of curcumin. International Journal of Pharmaceutics. 1990; 58:237–240.

[49] MatesJM. Effects of antioxidant enzymes in the molecular control of reactive oxygen species toxicology. Toxicology. 2000;153(1–3):83–104. .1109094910.1016/s0300-483x(00)00306-1

[50] WeydertCJ, CullenJJ. Measurement of superoxide dismutase, catalase and glutathione peroxidase in cultured cells and tissue. Nat Protoc. 2010;5(1):51–66. doi: 10.1038/nprot.2009.197 ; PubMed Central PMCID: PMCPMC2830880.2005738110.1038/nprot.2009.197PMC2830880

[51] GarciaMX, AlexanderH, MahadeoD, CotterDA, AlexanderS. The *Dictyostelium discoideum* prespore-specific catalase B functions to control late development and to protect spore viability. Biochim Biophys Acta. 2003;1641(1):55–64. Epub 2003/06/06. .1278822910.1016/s0167-4889(03)00064-8

[52] AggeliIK, KoustasE, GaitanakiC, BeisI. Curcumin acts as a pro-oxidant inducing apoptosis via JNKs in the isolated perfused Rana ridibunda heart. J Exp Zool A Ecol Genet Physiol. 2013;319(6):328–39. doi: 10.1002/jez.1797 .2363015310.1002/jez.1797

[53] MatesJM, Perez-GomezC, Nunez de CastroI. Antioxidant enzymes and human diseases. Clin Biochem. 1999;32(8):595–603. .1063894110.1016/s0009-9120(99)00075-2

[54] MurataH, TakamatsuH, LiuS, KataokaK, HuhNH, SakaguchiM. NRF2 Regulates PINK1 Expression under Oxidative Stress Conditions. PLoS One. 2015;10(11):e0142438 doi: 10.1371/journal.pone.0142438 ; PubMed Central PMCID: PMCPMC4640816.2655560910.1371/journal.pone.0142438PMC4640816

[55] GarciaMX, RobertsC, AlexanderH, StewartAM, HarwoodA, AlexanderS, et al Methanol and acriflavine resistance in *Dictyostelium* are caused by loss of catalase. Microbiology. 2002;148(Pt 1):333–40. Epub 2002/01/10. doi: 10.1099/00221287-148-1-333 .1178252610.1099/00221287-148-1-333

[56] SouzaGM, LuS, KuspaA. YakA, a protein kinase required for the transition from growth to development in *Dictyostelium*. Development. 1998;125(12):2291–302. Epub 1998/05/19. .958412810.1242/dev.125.12.2291

[57] TaminatoA, BagattiniR, GorjaoR, ChenG, KuspaA, SouzaGM. Role for YakA, cAMP, and protein kinase A in regulation of stress responses of *Dictyostelium discoideum* cells. Mol Biol Cell. 2002;13(7):2266–75. Epub 2002/07/23. doi: 10.1091/mbc.01-11-0555 ; PubMed Central PMCID: PMC117311.1213406710.1091/mbc.01-11-0555PMC117311

[58] MoussaviM, AssiK, Gomez-MunozA, SalhB. Curcumin mediates ceramide generation via the de novo pathway in colon cancer cells. Carcinogenesis. 2006;27(8):1636–44. doi: 10.1093/carcin/bgi371 .1650125110.1093/carcin/bgi371

[59] ShakorAB, AtiaM, IsmailIA, AlshehriA, El-RefaeyH, KwiatkowskaK, et al Curcumin induces apoptosis of multidrug-resistant human leukemia HL60 cells by complex pathways leading to ceramide accumulation. Biochim Biophys Acta. 2014;1841(12):1672–82. doi: 10.1016/j.bbalip.2014.09.006 .2524083710.1016/j.bbalip.2014.09.006

[60] YangYL, JiC, ChengL, HeL, LuCC, WangR, et al Sphingosine kinase-1 inhibition sensitizes curcumin-induced growth inhibition and apoptosis in ovarian cancer cells. Cancer Sci. 2012;103(8):1538–45. doi: 10.1111/j.1349-7006.2012.02335.x .2259455910.1111/j.1349-7006.2012.02335.xPMC7659178

[61] MinJ, TraynorD, StegnerAL, ZhangL, HaniganMH, AlexanderH, et al Sphingosine kinase regulates the sensitivity of *Dictyostelium discoideum* cells to the anticancer drug cisplatin. Eukaryot Cell. 2005;4(1):178–89. Epub 2005/01/12. doi: 10.1128/EC.4.1.178-189.2005 ; PubMed Central PMCID: PMC544159.1564307310.1128/EC.4.1.178-189.2005PMC544159

[62] SegallJE, KuspaA, ShaulskyG, EckeM, MaedaM, GaskinsC, et al A MAP kinase necessary for receptor-mediated activation of adenylyl cyclase in *Dictyostelium*. J Cell Biol. 1995;128(3):405–13. ; PubMed Central PMCID: PMCPMC2120359.784415410.1083/jcb.128.3.405PMC2120359

[63] LoomisWF. Role of PKA in the timing of developmental events in *Dictyostelium* cells. Microbiol Mol Biol Rev. 1998;62(3):684–94. ; PubMed Central PMCID: PMCPMC98931.972960610.1128/mmbr.62.3.684-694.1998PMC98931

[64] ShaulskyG, EscalanteR, LoomisWF. Developmental signal transduction pathways uncovered by genetic suppressors. Proc Natl Acad Sci U S A. 1996;93(26):15260–5. ; PubMed Central PMCID: PMCPMC26391.898679810.1073/pnas.93.26.15260PMC26391

[65] ShaulskyG, FullerD, LoomisWF. A cAMP-phosphodiesterase controls PKA-dependent differentiation. Development. 1998;125(4):691–9. .943528910.1242/dev.125.4.691

[66] LiG, AlexanderH, SchneiderN, AlexanderS. Molecular basis for resistance to the anticancer drug cisplatin in *Dictyostelium*. Microbiology. 2000;146 (Pt 9):2219–27. Epub 2000/09/07. doi: 10.1099/00221287-146-9-2219 .1097410910.1099/00221287-146-9-2219

[67] MannSK, BrownJM, BriscoeC, ParentC, PittG, DevreotesPN, et al Role of cAMP-dependent protein kinase in controlling aggregation and postaggregative development in *Dictyostelium*. Dev Biol. 1997;183(2):208–21. doi: 10.1006/dbio.1996.8499 .912629510.1006/dbio.1996.8499

[68] MutzelR, LacombeML, SimonMN, de GunzburgJ, VeronM. Cloning and cDNA sequence of the regulatory subunit of cAMP-dependent protein kinase from *Dictyostelium discoideum*. Proc Natl Acad Sci U S A. 1987;84(1):6–10. ; PubMed Central PMCID: PMCPMC304130.346735910.1073/pnas.84.1.6PMC304130

[69] HarwoodAJ, HopperNA, SimonMN, BouzidS, VeronM, WilliamsJG. Multiple roles for cAMP-dependent protein kinase during *Dictyostelium* development. Dev Biol. 1992;149(1):90–9. .172859710.1016/0012-1606(92)90266-j

[70] ParikhA, MirandaER, Katoh-KurasawaM, FullerD, RotG, ZagarL, et al Conserved developmental transcriptomes in evolutionarily divergent species. Genome Biol. 2010;11(3):R35 10.1186/gb-2010-11-3-r35. 20236529; PubMed Central PMCID: PMCPMC2864575. doi: 10.1186/gb-2010-11-3-r35 2023652910.1186/gb-2010-11-3-r35PMC2864575

[71] Van DriesscheN, DemsarJ, BoothEO, HillP, JuvanP, ZupanB, et al Epistasis analysis with global transcriptional phenotypes. Nat Genet. 2005;37(5):471–7. 10.1038/ng1545. 15821735. doi: 10.1038/ng1545 1582173510.1038/ng1545

[72] HatcherH, PlanalpR, ChoJ, TortiFM, TortiSV. Curcumin: from ancient medicine to current clinical trials. Cell Mol Life Sci. 2008;65(11):1631–52. doi: 10.1007/s00018-008-7452-4 ; PubMed Central PMCID: PMCPMC4686230.1832435310.1007/s00018-008-7452-4PMC4686230

[73] WilliamsRSB. Pharmacogenetics in model systems: defining a common mechanism of action for mood stabilisers. Progress in neuro-psychopharmacology & biological psychiatry. 2005;29:1029–37. doi: 10.1016/j.pnpbp.2005.03.020 .1595035210.1016/j.pnpbp.2005.03.020PMC1249490

[74] DengHX, HentatiA, TainerJA, IqbalZ, CayabyabA, HungWY, et al Amyotrophic lateral sclerosis and structural defects in Cu,Zn superoxide dismutase. Science. 1993;261(5124):1047–51. .835151910.1126/science.8351519

[75] KuspaA, LoomisWF. Tagging developmental genes in *Dictyostelium* by restriction enzyme-mediated integration of plasmid DNA. Proc Natl Acad Sci U S A. 1992;89(18):8803–7. ; PubMed Central PMCID: PMCPMC50009.132676410.1073/pnas.89.18.8803PMC50009

[76] LiCL, SanthanamB, WebbAN, ZupanB, ShaulskyG. Gene discovery by chemical mutagenesis and whole-genome sequencing in Dictyostelium. Genome Res. 2016;26(9):1268–76. doi: 10.1101/gr.205682.116 ; PubMed Central PMCID: PMCPMC5052037.2730729310.1101/gr.205682.116PMC5052037

[77] LeichtlingBH, MajerfeldIH, SpitzE, SchallerKL, WoffendinC, KakinumaS, et al A cytosolic cyclic AMP-dependent protein kinase in *Dictyostelium discoideum*. II. Developmental regulation. The Journal of biological chemistry. 1984;259(1):662–8. .6323417

[78] MannSK, FirtelRA. A developmentally regulated, putative serine/threonine protein kinase is essential for development in *Dictyostelium*. Mech Dev. 1991;35(2):89–101. .183695410.1016/0925-4773(91)90060-j

[79] SimonMN, PelegriniO, VeronM, KayRR. Mutation of protein kinase A causes heterochronic development of *Dictyostelium*. Nature. 1992;356(6365):171–2. doi: 10.1038/356171a0 .131222610.1038/356171a0

[80] LiG. Genes and pathways mediating the cytotoxicity of the anticancer drug cisplatin in *Dictyostelium discoideum*: University of Missouri; 2000.

[81] MirandaER, ZhuchenkoO, ToplakM, SanthanamB, ZupanB, KuspaA, et al ABC transporters in Dictyostelium discoideum development. PLoS One. 2013;8(8):e70040 doi: 10.1371/journal.pone.0070040 ; PubMed Central PMCID: PMCPMC3743828.2396706710.1371/journal.pone.0070040PMC3743828

[82] HuminieckiL, HorbanczukJ, AtanasovAG. The functional genomic studies of curcumin. Semin Cancer Biol. 2017 doi: 10.1016/j.semcancer.2017.04.002 .2839246310.1016/j.semcancer.2017.04.002

[83] GuoY, SuZY, ZhangC, GasparJM, WangR, HartRP, et al Mechanisms of colitis-accelerated colon carcinogenesis and its prevention with the combination of aspirin and curcumin: Transcriptomic analysis using RNA-seq. Biochem Pharmacol. 2017;135:22–34. doi: 10.1016/j.bcp.2017.02.021 ; PubMed Central PMCID: PMCPMC5541256.2826743910.1016/j.bcp.2017.02.021PMC5541256

[84] LiuX, WuD, ZhangY, ZhouH, LaiT, DingW. RNA-Seq Analysis Reveals Candidate Targets for Curcumin against Tetranychus cinnabarinus. Biomed Res Int. 2016;2016:2796260 doi: 10.1155/2016/2796260 ; PubMed Central PMCID: PMCPMC5031819.2767265210.1155/2016/2796260PMC5031819

[85] ColacinoJA, McDermottSP, SartorMA, WichaMS, RozekLS. Transcriptomic profiling of curcumin-treated human breast stem cells identifies a role for stearoyl-coa desaturase in breast cancer prevention. Breast Cancer Res Treat. 2016;158(1):29–41. doi: 10.1007/s10549-016-3854-4 .2730642310.1007/s10549-016-3854-4PMC5831404

[86] ChiangIT, WangWS, LiuHC, YangST, TangNY, ChungJG. Curcumin alters gene expression-associated DNA damage, cell cycle, cell survival and cell migration and invasion in NCI-H460 human lung cancer cells in vitro. Oncol Rep. 2015;34(4):1853–74. doi: 10.3892/or.2015.4159 .2623877510.3892/or.2015.4159

[87] SahooK, DozmorovMG, AnantS, AwasthiV. The curcuminoid CLEFMA selectively induces cell death in H441 lung adenocarcinoma cells via oxidative stress. Invest New Drugs. 2012;30(2):558–67. doi: 10.1007/s10637-010-9610-4 ; PubMed Central PMCID: PMCPMC3110543.2118123210.1007/s10637-010-9610-4PMC3110543

[88] CineN, LimtrakulP, SunnetciD, NagyB, SavliH. Effects of curcumin on global gene expression profiles in the highly invasive human breast carcinoma cell line MDA-MB 231: A gene network-based microarray analysis. Exp Ther Med. 2013;5(1):23–7. doi: 10.3892/etm.2012.754 ; PubMed Central PMCID: PMCPMC3524226.2325123610.3892/etm.2012.754PMC3524226

[89] WangJ, ZhangJ, ZhangCJ, WongYK, LimTK, HuaZC, et al In situ Proteomic Profiling of Curcumin Targets in HCT116 Colon Cancer Cell Line. Sci Rep. 2016;6:22146 doi: 10.1038/srep22146 ; PubMed Central PMCID: PMCPMC4768257.2691541410.1038/srep22146PMC4768257

[90] ChenJ, LiL, SuJ, LiB, ZhangX, ChenT. Proteomic Analysis of G2/M Arrest Triggered by Natural Borneol/Curcumin in HepG2 Cells, the Importance of the Reactive Oxygen Species-p53 Pathway. J Agric Food Chem. 2015;63(28):6440–9. doi: 10.1021/acs.jafc.5b01773 .2605100710.1021/acs.jafc.5b01773

[91] GarigeM, WaltersE. Curcumin inhibits development and cell adhesion in *Dictyostelium discoideum*: Implications for YakA signaling and GST enzyme function. Biochem Biophys Res Commun. 2015;467(2):275–81. doi: 10.1016/j.bbrc.2015.09.175 .2644946110.1016/j.bbrc.2015.09.175

[92] MinJ, MesikaA, SivaguruM, Van VeldhovenPP, AlexanderH, FutermanAH, et al (Dihydro)ceramide synthase 1 regulated sensitivity to cisplatin is associated with the activation of p38 mitogen-activated protein kinase and is abrogated by sphingosine kinase 1. Mol Cancer Res. 2007;5(8):801–12. Epub 2007/08/19. doi: 10.1158/1541-7786.MCR-07-0100 .1769910610.1158/1541-7786.MCR-07-0100

[93] MinJ, Van VeldhovenPP, ZhangL, HaniganMH, AlexanderH, AlexanderS. Sphingosine-1-phosphate lyase regulates sensitivity of human cells to select chemotherapy drugs in a p38-dependent manner. Mol Cancer Res. 2005;3(5):287–96. Epub 2005/05/12. doi: 10.1158/1541-7786.MCR-04-0197 .1588630010.1158/1541-7786.MCR-04-0197

# Supplementary material for: Curcumin affects gene expression and reactive oxygen species via a PKA dependent mechanism in Dictyostelium discoideum
**Source:** PLoS One. 2017 Nov 14;12(11):e0187562. doi: 10.1371/journal.pone.0187562
**Supplement:** S1 Fig — For the RNA-seq analysis, each treatment (time and concentration) was tested in triplicate. We evaluated the reproducibility between any two biological replicates by computing Spearman’s correlations. We plotted the correlation between each two of the three biological replicates in each treatment (as defined by concentration and time). Blue diamonds, red squares and green triangles represent the correlations between replicates 1 and 2, 1 and 3, and 2 and 3, respectively. Most of correlations between any two biological replicates at each time point are higher than 0.98, except for two samples: rep2 treated with 7.5 μg/ml at 8 hours and rep2 treated with 2.5 μg/ml at 12 hours. These samples exhibited lower correlations (around 0.95, blue diamond and green triangle) with the other two replicates. The correlation between any two samples of different concentration or different time was always higher than 0.95 (data not shown). Therefore, we removed the least-correlated samples (rep2 treated with 7.5 μg/ml at 8 hours and rep2 treated with 2.5 μg/ml at 12 hours) from further analysis.

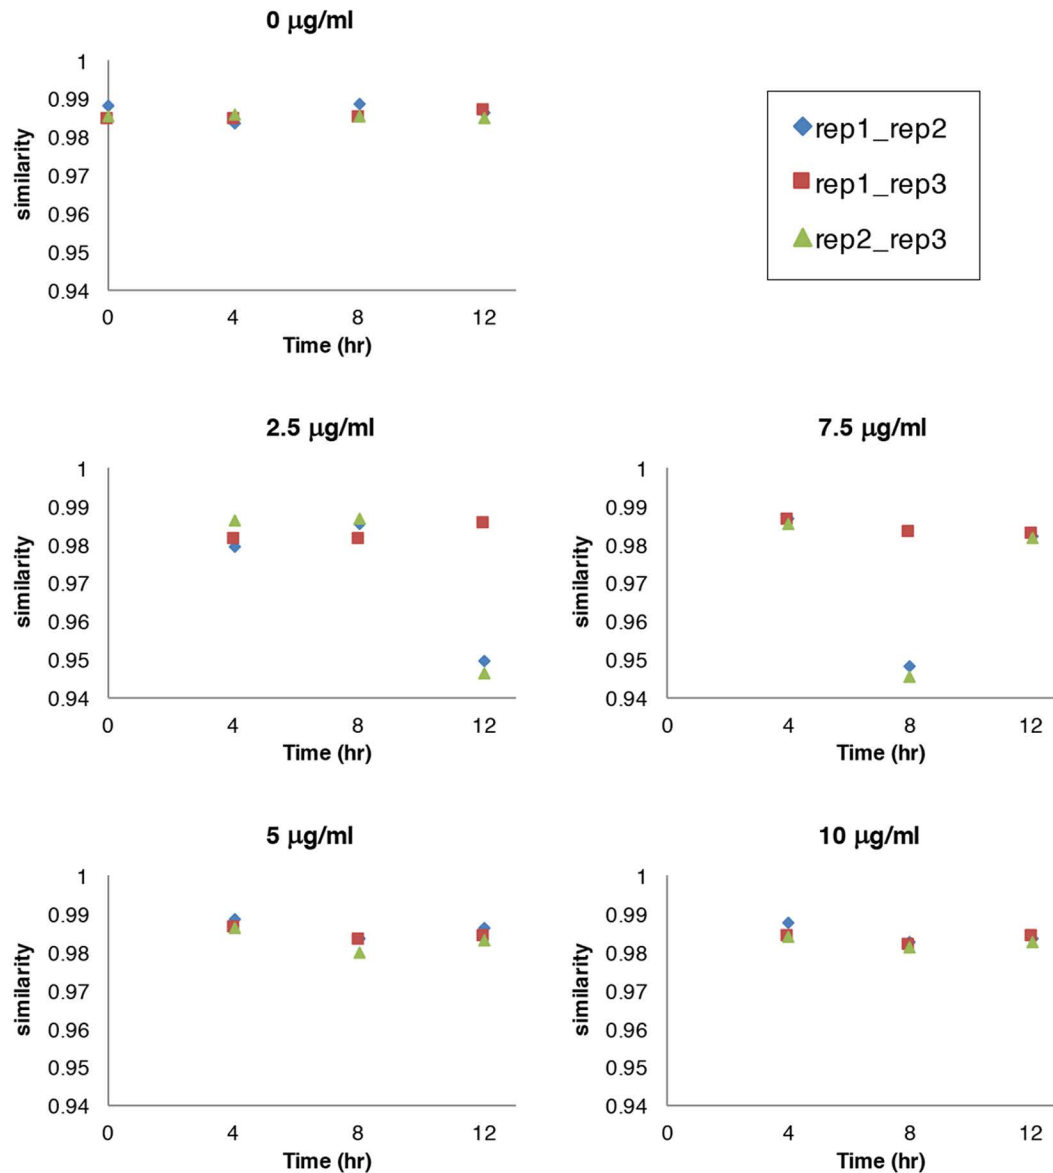

**S1 Figure: Reproducibility of biological replicates in RNA-seq data.**

For the RNA-seq analysis, each treatment (time and concentration) was tested in triplicates. We evaluated the reproducibility between any two biological replicates by computing Spearman's correlations. We plotted the correlation between each two of the three biological replicates in each treatment (as defined by concentration and time). Blue diamonds, red squares and green triangles represent the correlations between replicates 1 and 2, 1 and 3, and 2 and 3, respectively. Most of correlations between any two biological replicates at each time point are higher than 0.98, except for two samples: rep2 treated with 7.5 µg/ml at 8 hours and rep2 treated with 2.5 µg/ml at 12 hours. These samples exhibited lower correlations (around 0.95, blue diamond and green triangle) with the other two replicates. The correlation between any two samples of different concentration or different time was always higher than 0.95 (data not shown). Therefore, we removed the least-correlated samples (rep2 treated with 7.5 µg/ml at 8 hours and rep2 treated with 2.5 µg/ml at 12 hours) from further analysis.

# Supplementary material for: Curcumin affects gene expression and reactive oxygen species via a PKA dependent mechanism in Dictyostelium discoideum
**Source:** PLoS One. 2017 Nov 14;12(11):e0187562. doi: 10.1371/journal.pone.0187562
**Supplement:** S1 Table — ߡ = Null gene, OE = overexpressed gene, AX4/AX2 = WT.

| NAME | GENOTYPE | PHENOTYPE | MUTAGENESIS METHOD | PARENT |
| --- | --- | --- | --- | --- |
| DBS0236257  (HM332) | *re*g*A*∆ | Aberrant chemotaxis to cAMP, aberrant fruiting body morphology, cisplatin resistant | Homologous recombination | AX4 |
| DBS0235464  (AK240) | *erkB*∆ | Abolished aggregation | Homologous recombination | AX4 |
| DBS0237193  (SA604) | *sgkA* OE | Aberrant cytokinesis, Increased resistance to cisplatin and carboplatin | Extrachromosomal | AX4 |
| DBS0266778 (IR41) | *catA*∆ | Abolished catalase A activity | Homologous recombination | AX4 |
| DBS0237087 | *yakA*∆ | Abolished aggregation | Homologous recombination | AX4 |
| DBS0237194 | *sodA* OE | Abolished aggregation, overexpressed SOD | Random insertion | AX2 |
| DBS0235411 | *pkaR*∆ | Abolished aggregation | Homologous Recombination | AX4 |
| DBS0236783 | *pkaC*∆ | Abolished aggregation, abolished PKA catalytic activity | Homologous recombination | JH10 (AX4) |
| DBS0235418 (4M) | *pkaR* OE | Neomycin resistant, PKA regulatory subunit overexpressor, axenic, abolished aggregation | Random insertion | AX2 |

**S1 Table. *D. discoideum* strains used in this study.** Δ = null genes, OE = overexpressed genes. AX4/AX2 = WT. DB numbers are the accession numbers in Dictybase.org.

# Supplementary material for: Curcumin affects gene expression and reactive oxygen species via a PKA dependent mechanism in Dictyostelium discoideum
**Source:** PLoS One. 2017 Nov 14;12(11):e0187562. doi: 10.1371/journal.pone.0187562
**Supplement:** S2 Table

| Gene               | Forward primer                   | Reverse Primer                     | Size |
|--------------------|----------------------------------|------------------------------------|------|
| <b>IG7</b>         | 5'-CTC GAT GTC GGC TTA ACA CA-3' | 5'-AGG GAC CAA ACT GTC TCA CG-3'   | 109  |
| <b><i>catA</i></b> | 5'-GCT GCT CGT CAA CCA TAC AA-3' | 5'-CGG ACA TGT GAC CGA CTA AA -3'  | 121  |
| <b><i>sodA</i></b> | 5'-GGT GAA CAC ACA ATC GTT GG-3' | 5'-CCA ATG ACA CCA CAA CCA AG -3'  | 249  |
| <b><i>sodB</i></b> | 5'-AAC CAC TGG CAA TGC AAA TA-3' | 5'-CAA TAG CGG CAG ATG GAG AT -3'  | 110  |
| <b><i>sodE</i></b> | 5'-TGG GTG TTT ATC AGC AGG AG-3' | 5'-CCT AAA TCA CCA ACA TGA CGA -3' | 90   |
| <b><i>sod2</i></b> | 5'-GGT CCA TTG GCT GAT GCT AT-3' | 5'-TAA CCA ACC CCA ACC AGA AC -3'  | 182  |

**S2 Table: Primers used for qRT-PCR in this study.**

# Supplementary material for: Curcumin affects gene expression and reactive oxygen species via a PKA dependent mechanism in Dictyostelium discoideum
**Source:** PLoS One. 2017 Nov 14;12(11):e0187562. doi: 10.1371/journal.pone.0187562
**Supplement:** S3 Table — A) 533 genes were identified as up-regulated upon early exposure (4 hours) to high concentration (10 μg/ml) of curcumin. GO enrichment analysis revealed the genes are involved in various functions including oxidoreductase activity, response to osmotic/salt/heat stress and the cell cycle. Eleven ABC transporters are also included. B) 145 genes were identified as down-regulated upon early exposure (4 hours) to high concentration (10 μg/ml) of curcumin. GO analysis revealed the genes are involved in functions including hydrolase activity, sphingomyelin catabolism, apoptosis, defense response to bacterium, and peroxisome function.

A)

| GO.ID      | Term                                         | Annotated | Significant | Expected | classic  | fold enrichment | categ | genes                                                                                                                               |
|------------|----------------------------------------------|-----------|-------------|----------|----------|-----------------|-------|-------------------------------------------------------------------------------------------------------------------------------------|
| GO:0016491 | oxidoreductase activity                      | 513       | 50          | 24.39    | 5.90E-07 | 2.1             | MF    | aifB, alrE, chdh, cxgS, cyp508A4, cyp515B1, cyp516B1, iliB, malA, maoB-1, msrA, noxB, mrA, 37 DDB_G genes                           |
| GO:0042626 | ATPase activity, coupled to transmembran...  | 92        | 14          | 4.37     | 9.90E-05 | 3.2             | MF    | abcA2, abcB1, abcC12, abcC3, abcG11, abcG12, abcG14, abcG15, abcG17-1, abcG21, abcG9, DDB_G0267924, DDB_G0273235, DDB_G0289473      |
| GO:0042803 | protein homodimerization activity            | 29        | 6           | 1.38     | 0.00207  | 4.3             | MF    | abpC, csaA, dimB, dstC, mhcA, pefA                                                                                                  |
| GO:0003825 | alpha, alpha-trehalose-phosphate synthase... | 2         | 2           | 0.1      | 0.00225  | 20.0            | MF    | tpsA, tpsB                                                                                                                          |
| GO:0070290 | N-acylphosphatidylethanolamine-specific ...  | 7         | 3           | 0.33     | 0.00323  | 9.1             | MF    | DDB_G0271270, DDB_G0293392, pldB                                                                                                    |
| GO:0005543 | phospholipid binding                         | 48        | 7           | 2.28     | 0.00706  | 3.1             | MF    | dagA, DDB_G0274273, DDB_G0280921, hipA, nxnA, tom1, vps5                                                                            |
| GO:0035251 | UDP-glucosyltransferase activity             | 10        | 3           | 0.48     | 0.00996  | 6.3             | MF    | tpsA, tpsB, ugt52                                                                                                                   |
| GO:0006970 | response to osmotic stress                   | 109       | 22          | 5.09     | 4.10E-09 | 4.3             | BP    | abcB1, abcG21, abpC, act1, act19, cprA, cupA, cupB, cupC, cupF, cupG, cupH, cupI, dstC, dymB, mhcA, p2xC, rtoA, sigJ, 3 DDB_G genes |
| GO:0009651 | response to salt stress                      | 13        | 8           | 0.61     | 2.20E-08 | 13.1            | BP    | cupA, cupB, cupC, cupF, cupG, cupH, cupI, dstC                                                                                      |
| GO:0055114 | oxidation-reduction process                  | 554       | 52          | 25.89    | 7.10E-07 | 2.0             | BP    | aco2, aifB, alrE, chdh, cshA, cxgS, cyp508A4, cyp515B1, cyp516B1, iliB, malA, maoB-1, msrA, noxB, mrA, 37 DDB_G genes               |
| GO:0009262 | deoxyribonucleotide metabolic process        | 8         | 4           | 0.37     | 0.00028  | 10.8            | BP    | dak, DDB_G0293580, dut, mrA                                                                                                         |
| GO:0010564 | regulation of cell cycle process             | 24        | 6           | 1.12     | 0.00066  | 5.4             | BP    | aurK, bub1, cdc45, DDB_G0273201, DDB_G0291842, ube2c                                                                                |
| GO:0009408 | response to heat                             | 11        | 4           | 0.51     | 0.00119  | 7.8             | BP    | DDB_G0291314, dnaja1, dstC, rtoA                                                                                                    |
| GO:0008202 | steroid metabolic process                    | 28        | 6           | 1.31     | 0.00157  | 4.6             | BP    | cas1, DDB_G0270946, DDB_G0277203, DDB_G0282197, erg2, ugt52                                                                         |
| GO:0045165 | cell fate commitment                         | 6         | 3           | 0.28     | 0.00182  | 10.7            | BP    | btg, detA, zak2                                                                                                                     |
| GO:1901987 | regulation of cell cycle phase transitio...  | 13        | 4           | 0.61     | 0.0024   | 6.6             | BP    | bub1, cdc45, DDB_G0273201, ube2c                                                                                                    |
| GO:0006271 | DNA strand elongation involved in DNA re...  | 14        | 4           | 0.65     | 0.00323  | 6.2             | BP    | lig1, polA1, repG, rfc3                                                                                                             |
| GO:0009405 | pathogenesis                                 | 14        | 4           | 0.65     | 0.00323  | 6.2             | BP    | DDB_G0267792, prtA, prtB, uduD1                                                                                                     |
| GO:0005992 | trehalose biosynthetic process               | 3         | 2           | 0.14     | 0.00633  | 14.3            | BP    | tpsA, tpsB                                                                                                                          |
| GO:0044786 | cell cycle DNA replication                   | 3         | 2           | 0.14     | 0.00633  | 14.3            | BP    | cdc45, lig1                                                                                                                         |
| GO:0007091 | metaphase/anaphase transition of mitotic...  | 10        | 3           | 0.47     | 0.0095   | 6.4             | BP    | bub1, DDB_G0273201, ube2c                                                                                                           |
| GO:0006261 | DNA-dependent DNA replication                | 40        | 6           | 1.87     | 0.00998  | 3.2             | BP    | cdc45, lig1, mcm4, polA1, repG, rfc3                                                                                                |
| GO:0032133 | chromosome passenger complex                 | 2         | 2           | 0.09     | 0.0022   | 22.2            | CC    | aurK, icpA                                                                                                                          |
| GO:0000922 | spindle pole                                 | 10        | 3           | 0.47     | 0.0096   | 6.4             | CC    | aurK, icpA, plk                                                                                                                     |

B)

| GO.ID      | Term                                        | Annotated | Significant | Expected | classic  | fold enrichment | categ | genes                                                               |
|------------|---------------------------------------------|-----------|-------------|----------|----------|-----------------|-------|---------------------------------------------------------------------|
| GO:0004531 | deoxyribonuclease II activity               | 11        | 3           | 0.16     | 0.00044  | 18.8            | MF    | DDB_G0270850, DDB_G0270958, dnase2                                  |
| GO:0098599 | palmitoyl hydrolase activity                | 3         | 2           | 0.04     | 0.00061  | 50.0            | MF    | ppt2, ppt3                                                          |
| GO:0016798 | hydrolase activity, acting on glycosyl b... | 103       | 7           | 1.49     | 0.00067  | 4.7             | MF    | alyD-1, ath11, DDB_G0274181, DDB_G0287465, DDB_G0293566, sgmA, sgmB |
| GO:0003796 | lysozyme activity                           | 13        | 3           | 0.19     | 0.00075  | 15.8            | MF    | alyD-1, DDB_G0274181, DDB_G0293566                                  |
| GO:0004180 | carboxypeptidase activity                   | 5         | 2           | 0.07     | 0.002    | 28.6            | MF    | DDB_G0280105, DDB_G0291912                                          |
| GO:0004767 | sphingomyelin phosphodiesterase activity    | 5         | 2           | 0.07     | 0.002    | 28.6            | MF    | sgmA, sgmB                                                          |
| GO:0046943 | carboxylic acid transmembrane transporte... | 21        | 3           | 0.3      | 0.00321  | 10.0            | MF    | DDB_G0284051, DDB_G0287303, mcfZ                                    |
| GO:0004620 | phospholipase activity                      | 22        | 3           | 0.32     | 0.00367  | 9.4             | MF    | plbE, sgmA, sgmB                                                    |
| GO:0017171 | serine hydrolase activity                   | 49        | 4           | 0.71     | 0.00525  | 5.6             | MF    | DDB_G0280105, DDB_G0283989, DDB_G0290409, DDB_G0291912              |
| GO:0006012 | galactose metabolic process                 | 6         | 4           | 0.09     | 7.50E-07 | 44.4            | BP    | DDB_G0282525, galE, galK, uppA                                      |
| GO:0015939 | pantothenate metabolic process              | 2         | 2           | 0.03     | 0.00023  | 66.7            | BP    | DDB_G0286637, panC                                                  |
| GO:0006022 | aminoglycan metabolic process               | 23        | 4           | 0.35     | 0.00036  | 11.4            | BP    | alyD-1, DDB_G0274181, DDB_G0287465, DDB_G0293566                    |
| GO:0044242 | cellular lipid catabolic process            | 25        | 4           | 0.38     | 0.0005   | 10.5            | BP    | DDB_G0277477, plbE, sgmA, sgmB                                      |
| GO:0006309 | apoptotic DNA fragmentation                 | 11        | 3           | 0.17     | 0.00052  | 17.6            | BP    | DDB_G0270850, DDB_G0270958, dnase2                                  |
| GO:0009395 | phospholipid catabolic process              | 11        | 3           | 0.17     | 0.00052  | 17.6            | BP    | plbE, sgmA, sgmB                                                    |
| GO:0098734 | macromolecule depalmitoylation              | 3         | 2           | 0.05     | 0.00068  | 40.0            | BP    | ppt2, ppt3                                                          |
| GO:0006564 | L-serine biosynthetic process               | 4         | 2           | 0.06     | 0.00135  | 33.3            | BP    | serA, serC                                                          |
| GO:0006685 | sphingomyelin catabolic process             | 4         | 2           | 0.06     | 0.00135  | 33.3            | BP    | sgmA, sgmB                                                          |
| GO:0042742 | defense response to bacterium               | 23        | 3           | 0.35     | 0.00487  | 8.6             | BP    | alyD-1, DDB_G0274181, DDB_G0293566                                  |
| GO:0015711 | organic anion transport                     | 27        | 3           | 0.41     | 0.0077   | 7.3             | BP    | DDB_G0287303, DDB_G0292424, mcfZ                                    |
| GO:1901071 | glucosamine-containing compound metaboli... | 10        | 2           | 0.15     | 0.00955  | 13.3            | BP    | DDB_G0287465, nagB1                                                 |
| GO:0005778 | peroxisomal membrane                        | 22        | 3           | 0.33     | 0.00407  | 9.1             | CC    | ddo-2, mcfQ, pex13                                                  |
| GO:0005777 | peroxisome                                  | 50        | 4           | 0.75     | 0.0064   | 5.3             | CC    | DDB_G0277477, ddo-2, mcfQ, pex13                                    |

**S3 Table: Selected gene ontology (GO) enrichment data of differentially expressed genes in response to short exposure to curcumin.**

A) 533 genes were identified as up-regulated upon early exposure (4 hours) to high concentration (10 µg/ml) of curcumin. GO enrichment analysis revealed the genes are involved in various functions including oxidoreductase activity, response to osmotic/salt/heat stress and the cell cycle. Eleven ABC transporters are also included. B) 145 genes were identified as down-regulated upon early exposure (4 hours) to high concentration (10 µg/ml) of curcumin. GO analysis revealed the genes are involved in functions including hydrolase activity, sphingomyelin catabolism, apoptosis, defense response to bacterium, and peroxisome function.

# Supplementary material for: Curcumin affects gene expression and reactive oxygen species via a PKA dependent mechanism in Dictyostelium discoideum
**Source:** PLoS One. 2017 Nov 14;12(11):e0187562. doi: 10.1371/journal.pone.0187562
**Supplement:** S4 Table — A) 204 genes up-regulated upon extended exposure (12 hours) to high concentration (10 μg/ml) of curcumin are involved in various functions including oxidoreductase activity, antioxidant activity, vitamin binding, response to abiotic stimulus, and contractile vacuole. Seven ABC transporters and 6 transcription factors including STATb and STATc, are also included. B) 443 genes down-regulated upon extended exposure to curcumin are involved in various functions including cell cycle control, DNA replication and responses to drugs. Eight genes that encode cytochrome P450 family proteins, which generally have a terminal oxidoreductase activity, are also included. Note that carA-1, pkaR and regA, which are involved in cAMP-mediated signaling, are also down-regulated upon extended exposure.

A)

| GO.ID      | Term                                        | Annotated | Significant | Expected | classic  | fold enrichment | categ | genes                                                                                     |
|------------|---------------------------------------------|-----------|-------------|----------|----------|-----------------|-------|-------------------------------------------------------------------------------------------|
| GO:0016491 | oxidoreductase activity                     | 513       | 33          | 10.18    | 8.00E-10 | 3.2             | MF    | aifB,ccs,cyp508A4,cyp516B1,hpdI-1,ndrJ,scdA,sqrdI,25 DDB_G genes                          |
| GO:0042626 | ATPase activity, coupled to transmembran... | 92        | 8           | 1.83     | 0.00045  | 4.4             | MF    | abcB1,abcG11,abcG12,abcG15,abcG17-1,abcG21,abcG9,patA                                     |
| GO:0003700 | transcription factor activity, sequence-... | 66        | 6           | 1.31     | 0.00187  | 4.6             | MF    | bzpP,dimB,dstB,dstC,gtaE,stkA                                                             |
| GO:0031419 | cobalamin binding                           | 4         | 2           | 0.08     | 0.00229  | 25.0            | MF    | mut,ndrJ                                                                                  |
| GO:0016209 | antioxidant activity                        | 32        | 4           | 0.64     | 0.00347  | 6.3             | MF    | ccs,DDB_G0268192,DDB_G0269270,DDB_G0272280                                                |
| GO:0022857 | transmembrane transporter activity          | 263       | 12          | 5.22     | 0.00586  | 2.3             | MF    | abcB1,abcG11,abcG12,abcG15,abcG17-1,abcG21,abcG9,patA,rhgB,symA,DDB_G0271672,DDB_G0283629 |
| GO:0019842 | vitamin binding                             | 20        | 3           | 0.4      | 0.00681  | 7.5             | MF    | DDB_G0287671,mut,ndrJ                                                                     |
| GO:0055114 | oxidation-reduction process                 | 554       | 33          | 10.73    | 3.40E-09 | 3.1             | BP    | aifB,ccs,cyp508A4,cyp516B1,hpdI-1,ndrJ,scdA,sqrdI,25 DDB_G genes                          |
| GO:0009628 | response to abiotic stimulus                | 143       | 8           | 2.77     | 0.0064   | 2.9             | BP    | abcB1,abcG21,dnaja1,dstC,dymB,mgp1,phgA,sigJ                                              |
| GO:0042127 | regulation of cell proliferation            | 8         | 2           | 0.15     | 0.0097   | 13.3            | BP    | DDB_G0267706,dstB                                                                         |
| GO:0000331 | contractile vacuole                         | 47        | 5           | 0.9      | 0.0019   | 5.6             | CC    | dymB,hipA,mgp1,patA,phgA                                                                  |

B)

| GO.ID      | Term                                        | Annotated | Significant | Expected | classic  | fold enrichment | categ | genes                                                                                          |
|------------|---------------------------------------------|-----------|-------------|----------|----------|-----------------|-------|------------------------------------------------------------------------------------------------|
| GO:0016798 | hydrolase activity, acting on glycosyl b... | 103       | 15          | 4.4      | 2.70E-05 | 3.4             | MF    | atl1,clid1,ctbsA,ctbsB,iliG,parG,rlfF, 8 DDB_G                                                 |
| GO:0003896 | DNA primase activity                        | 3         | 3           | 0.13     | 7.70E-05 | 23.1            | MF    | polA1,polA3,polA4                                                                              |
| GO:0019239 | deaminase activity                          | 12        | 5           | 0.51     | 8.50E-05 | 9.8             | MF    | ada,cda,DDB_G0275179,ftcd,guaD                                                                 |
| GO:0008061 | chitin binding                              | 8         | 4           | 0.34     | 0.0002   | 11.8            | MF    | clid1,ctbsA,ctbsB,DDB_G0268090                                                                 |
| GO:0016712 | oxidoreductase activity, acting on paire... | 20        | 5           | 0.85     | 0.00125  | 5.9             | MF    | cyp508A2-1,cyp508A3-1,cyp508B1,cyp518A1,cyp519E1                                               |
| GO:0005044 | scavenger receptor activity                 | 2         | 2           | 0.09     | 0.00182  | 22.2            | MF    | DDB_G0284479,dduF                                                                              |
| GO:0099600 | transmembrane receptor activity             | 54        | 8           | 2.31     | 0.00188  | 3.5             | MF    | carA-1,fslB,fslH,grlB,grlG,grlJ,p2xA,p2xE                                                      |
| GO:0020037 | heme binding                                | 72        | 9           | 3.07     | 0.00333  | 2.9             | MF    | cyp508A2-1,cyp508A3-1,cyp508B1,cyp513A1,cyp513A3,cyp513C1,cyp518A1,cyp519E1,DDB_G0294553       |
| GO:0016841 | ammonia-lyase activity                      | 8         | 3           | 0.34     | 0.00368  | 8.8             | MF    | ftcd,hal,sds                                                                                   |
| GO:1990939 | ATP-dependent microtubule motor activity    | 8         | 3           | 0.34     | 0.00368  | 8.8             | MF    | kif13,kif2,kif5                                                                                |
| GO:0003688 | DNA replication origin binding              | 3         | 2           | 0.13     | 0.0053   | 15.4            | MF    | cdc45,mcm5                                                                                     |
| GO:0016840 | carbon-nitrogen lyase activity              | 11        | 3           | 0.47     | 0.00984  | 6.4             | MF    | ftcd,hal,sds                                                                                   |
| GO:0006260 | DNA replication                             | 75        | 17          | 3.42     | 2.80E-08 | 5.0             | BP    | cdc45,gins4,mcm5,orcC,pds5,polA1,polA2,polA3,polA4,polD2,polD3,repG,rfc4,rrnA,rrnB-1,smc3,top2 |
| GO:0007067 | mitotic nuclear division                    | 69        | 12          | 3.14     | 5.50E-05 | 3.8             | BP    | bub1,bub3,cdc20,cdk1,DDB_G0273201,icpA,kif13,kif2,ncapGa,pds5,smc1,smc3                        |
| GO:0006269 | DNA replication, synthesis of RNA primer    | 3         | 3           | 0.14     | 9.40E-05 | 21.4            | BP    | polA1,polA3,polA4                                                                              |
| GO:0042493 | response to drug                            | 27        | 7           | 1.23     | 0.00015  | 5.7             | BP    | crtp3,cyp508A2-1,cyp508A3-1,cyp508B1,cyp518A1,cyp519E1,fps                                     |
| GO:000819  | sister chromatid segregation                | 29        | 7           | 1.32     | 0.00025  | 5.3             | BP    | bub1,DDB_G0273201,kif2,ncapGa,smc1,smc3,top2                                                   |
| GO:0006030 | chitin metabolic process                    | 8         | 4           | 0.36     | 0.00026  | 11.1            | BP    | clid1,ctbsA,ctbsB,DDB_G0268090                                                                 |
| GO:0023058 | adaptation of signaling pathway             | 4         | 3           | 0.18     | 0.00036  | 16.7            | BP    | adcB,adcC,carA-1                                                                               |
| GO:1901072 | glucosamine-containing compound cataboli... | 9         | 4           | 0.41     | 0.00044  | 9.8             | BP    | clid1,ctbsA,ctbsB,DDB_G0268090                                                                 |
| GO:0006270 | DNA replication initiation                  | 11        | 4           | 0.5      | 0.00108  | 8.0             | BP    | cdc45,gins4,mcm5,polA1                                                                         |
| GO:0042737 | drug catabolic process                      | 20        | 5           | 0.91     | 0.00167  | 5.5             | BP    | cyp508A2-1,cyp508A3-1,cyp508B1,cyp518A1,cyp519E1                                               |
| GO:0009164 | nucleoside catabolic process                | 6         | 3           | 0.27     | 0.00169  | 11.1            | BP    | ada,cda,DDB_G0275179                                                                           |
| GO:0002031 | G-protein coupled receptor internalizati... | 2         | 2           | 0.09     | 0.00207  | 22.2            | BP    | adcB,adcC                                                                                      |
| GO:0043949 | regulation of cAMP-mediated signaling       | 8         | 3           | 0.36     | 0.00442  | 8.3             | BP    | adcB,adcC,pkaR                                                                                 |
| GO:0000727 | double-strand break repair via break-ind... | 3         | 2           | 0.14     | 0.00602  | 14.3            | BP    | cdc45,gins4                                                                                    |
| GO:0007093 | mitotic cell cycle checkpoint               | 9         | 3           | 0.41     | 0.00641  | 7.3             | BP    | bub1,DDB_G0273201,top2                                                                         |
| GO:0046434 | organophosphate catabolic process           | 27        | 5           | 1.23     | 0.00671  | 4.1             | BP    | Dd5P4,dut,pde3,plbB,regA                                                                       |
| GO:0043596 | nuclear replication fork                    | 10        | 5           | 0.43     | 3.00E-05 | 11.6            | CC    | cdc45,gins4,polA1,polA3,polA4                                                                  |
| GO:0000793 | condensed chromosome                        | 29        | 6           | 1.25     | 0.00123  | 4.8             | CC    | aurK,DDB_G0273201,icpA,ncapGa,smc1,smc3                                                        |
| GO:0030894 | replisome                                   | 6         | 3           | 0.26     | 0.00143  | 11.5            | CC    | polA1,polA3,polA4                                                                              |
| GO:0008278 | cohesin complex                             | 2         | 2           | 0.09     | 0.00184  | 22.2            | CC    | smc1,smc3                                                                                      |
| GO:0051233 | spindle midzone                             | 2         | 2           | 0.09     | 0.00184  | 22.2            | CC    | aurK,icpA                                                                                      |
| GO:0044454 | nuclear chromosome part                     | 47        | 7           | 2.02     | 0.00361  | 3.5             | CC    | aurK,cdc45,gins4,orcC,polA1,polA3,polA4                                                        |
| GO:0005875 | microtubule associated complex              | 29        | 5           | 1.25     | 0.00719  | 4.0             | CC    | aurK,icpA,kif13,kif2,kif5                                                                      |

**S4 Table: Selected GO enrichment data of differentially expressed genes upon extended exposure to curcumin.**

A) 204 genes up-regulated upon extended exposure (12 hours) to high concentration (10 µg/ml) of curcumin are involved in various functions including oxidoreductase activity, antioxidant activity, vitamin binding, response to abiotic stimulus, and contractile vacuole. Seven ABC transporters and 6 transcription factors including STATb and STATc, are also included. B) 443 genes down-regulated upon extended exposure to curcumin are involved in various functions including cell cycle control, DNA replication and responses to drugs. Eight genes that encode cytochrome P450 family proteins, which generally have a terminal oxidoreductase activity, are also included. Note that *carA-1*, *pkaR* and *regA*, which are involved in cAMP-mediated signaling, are also down-regulated upon extended exposure.

# Supplementary material for: Curcumin affects gene expression and reactive oxygen species via a PKA dependent mechanism in Dictyostelium discoideum
**Source:** PLoS One. 2017 Nov 14;12(11):e0187562. doi: 10.1371/journal.pone.0187562
**Supplement:** S5 Table — A) 67 genes are up-regulated during growth without exposure to curcumin. The GO term enrichment analysis revealed mostly cell cycle related genes. B) 23 genes are down-regulated during growth without exposure to curcumin.

A)

| GO.ID      | Term                                        | Annotated | Significant | Expected | classic | fold enrichment | categ | genes                                                                            |
|------------|---------------------------------------------|-----------|-------------|----------|---------|-----------------|-------|----------------------------------------------------------------------------------|
| GO:0003796 | lysozyme activity                           | 13        | 2           | 0.09     | 0.0031  | 22.2            | MF    | alyB,alyC                                                                        |
| GO:0016491 | oxidoreductase activity                     | 513       | 9           | 3.37     | 0.0054  | 2.7             | MF    | aifC,alrE,chsH,cxgS,cyp517A2,DDB_G0277203,DDB_G0283653,DDB_G0294589,DDB_G0295807 |
| GO:0003887 | DNA-directed DNA polymerase activity        | 19        | 2           | 0.12     | 0.0067  | 16.7            | MF    | polA1,polA2                                                                      |
| GO:0016818 | hydrolase activity, acting on acid anhyd... | 447       | 8           | 2.94     | 0.0079  | 2.7             | MF    | abcA7,abcA8,cdc45,DDB_G0269664,ddx42,kif13,rabR,wrn1                             |
| GO:0050830 | defense response to Gram-positive bacter... | 5         | 2           | 0.03     | 0.00043 | 66.7            | BP    | alyB,alyC                                                                        |
| GO:0070534 | protein K63-linked ubiquitination           | 5         | 2           | 0.03     | 0.00043 | 66.7            | BP    | DDB_G0288381,DDB_G0288697                                                        |
| GO:0010564 | regulation of cell cycle process            | 24        | 3           | 0.16     | 0.00051 | 18.8            | BP    | aurK,bub1,cdc45                                                                  |
| GO:0007067 | mitotic nuclear division                    | 69        | 4           | 0.46     | 0.00111 | 8.7             | BP    | bub1,cdc20,kif13,smc2                                                            |
| GO:0098813 | nuclear chromosome segregation              | 34        | 3           | 0.23     | 0.00145 | 13.0            | BP    | bub1,kif13,smc2                                                                  |
| GO:0006260 | DNA replication                             | 75        | 4           | 0.5      | 0.00151 | 8.0             | BP    | cdc45,polA1,polA2,wrn1                                                           |
| GO:0006270 | DNA replication initiation                  | 11        | 2           | 0.07     | 0.00231 | 28.6            | BP    | cdc45,polA1                                                                      |
| GO:0006301 | postreplication repair                      | 11        | 2           | 0.07     | 0.00231 | 28.6            | BP    | DDB_G0288381,DDB_G0288697                                                        |
| GO:1901987 | regulation of cell cycle phase transitio... | 13        | 2           | 0.09     | 0.00325 | 22.2            | BP    | bub1,cdc45                                                                       |
| GO:0051301 | cell division                               | 156       | 5           | 1.04     | 0.00366 | 4.8             | BP    | aurK,cdc20,DDB_G0280249,kif13,smc2                                               |
| GO:0000270 | peptidoglycan metabolic process             | 14        | 2           | 0.09     | 0.00378 | 22.2            | BP    | alyB,alyC                                                                        |
| GO:0006281 | DNA repair                                  | 159       | 5           | 1.06     | 0.00397 | 4.7             | BP    | cdc45,DDB_G0288381,DDB_G0288697,polA1,wrn1                                       |
| GO:0000209 | protein polyubiquitination                  | 19        | 2           | 0.13     | 0.00695 | 15.4            | BP    | DDB_G0288381,DDB_G0288697                                                        |
| GO:0031983 | vesicle lumen                               | 5         | 2           | 0.03     | 0.00043 | 66.7            | CC    | alyB,alyC                                                                        |
| GO:0005694 | chromosome                                  | 119       | 5           | 0.8      | 0.00109 | 6.3             | CC    | aurK,cdc45,DDB_G0293620,polA1,smc2                                               |
| GO:0043596 | nuclear replication fork                    | 10        | 2           | 0.07     | 0.0019  | 28.6            | CC    | cdc45,polA1                                                                      |
| GO:0000228 | nuclear chromosome                          | 54        | 3           | 0.36     | 0.00544 | 8.3             | CC    | aurK,cdc45,polA1                                                                 |
| GO:0000775 | chromosome, centromeric region              | 22        | 2           | 0.15     | 0.00926 | 13.3            | CC    | aurK,DDB_G0293620                                                                |

B)

| GO.ID      | Term                                | Annotated | Significant | Expected | classic | fold enrichment | categ | genes                          |
|------------|-------------------------------------|-----------|-------------|----------|---------|-----------------|-------|--------------------------------|
| GO:0022414 | reproductive process                | 102       | 3           | 0.25     | 0.0017  | 12.0            | BP    | DDB_G0270366,DDB_G0270368,msh4 |
| GO:0044703 | multi-organism reproductive process | 37        | 2           | 0.09     | 0.0035  | 22.2            | BP    | DDB_G0270366,DDB_G0270368      |

**S5 Table: Selected GO enrichment data of differentially expressed genes during growth without exposure to curcumin.**

A) 67 genes are up-regulated during growth without exposure to curcumin. The GO term enrichment analysis revealed mostly cell cycle related genes. B) 23 genes are down-regulated during growth without exposure to curcumin.

# Supplementary material for: Curcumin affects gene expression and reactive oxygen species via a PKA dependent mechanism in Dictyostelium discoideum
**Source:** PLoS One. 2017 Nov 14;12(11):e0187562. doi: 10.1371/journal.pone.0187562
**Supplement:** S6 Table — A) Genes up-regulated without curcumin (S5 Table) were omitted from the GO term enrichment analysis to focus on genes up-regulated due to curcumin exposure during growth. 161 genes were up-regulated at 12 hours only under curcumin treatment. Genes related to oxidoreductase activity, gultathione transferase activity, oxygen transport, response to oxidative stress, and sphingolipid catabolic process were enriched in the gene set. B) 733 genes were down-regulated under curcumin treatment. Genes related to DNA replication, oxidoreductase activity and contractile vacuolar membrane, are enriched in the gene set. Genes that encode cytochrome P450 family proteins, which generally have a terminal oxidoreductase activity, and genes involved in cAMP-mediated signaling, carA-1, pkaR and regA, are also down-regulated upon extended exposure.

## A)

| GO.ID      | Term                                        | Annotated | Significant | Expected | classic  | fold enrichment | categ | genes                                                                                      |
|------------|---------------------------------------------|-----------|-------------|----------|----------|-----------------|-------|--------------------------------------------------------------------------------------------|
| GO:0016298 | lipase activity                             | 35        | 6           | 0.58     | 2.10E-05 | 10.3            | MF    | DDB_G0277473,DDB_G0291354,plbA,plbE,sgmA,sgmB                                              |
| GO:0016708 | oxidoreductase activity, acting on paire... | 2         | 2           | 0.03     | 0.00028  | 66.7            | MF    | fhbA,fhbB                                                                                  |
| GO:0004620 | phospholipid catabolic process              | 22        | 4           | 0.37     | 0.00043  | 10.8            | MF    | plbA,plbE,sgmA,sgmB                                                                        |
| GO:0004364 | glutathione transferase activity            | 10        | 3           | 0.17     | 0.0005   | 17.6            | MF    | DDB_G0272632,DDB_G0280317,mai                                                              |
| GO:0042409 | caffeoyl-CoA O-methyltransferase activit... | 3         | 2           | 0.05     | 0.00082  | 40.0            | MF    | omt5,omt6                                                                                  |
| GO:0046915 | transition metal ion transmembrane trans... | 14        | 3           | 0.23     | 0.00145  | 13.0            | MF    | mcIF,nramp1,p80                                                                            |
| GO:0004185 | serine-type carboxypeptidase activity       | 4         | 2           | 0.07     | 0.00162  | 28.6            | MF    | DDB_G0280105,DDB_G0291912                                                                  |
| GO:0004767 | sphingomyelin phosphodiesterase activity    | 5         | 2           | 0.08     | 0.00268  | 25.0            | MF    | sgmA,sgmB                                                                                  |
| GO:0005381 | iron ion transmembrane transporter activ... | 7         | 2           | 0.12     | 0.0055   | 16.7            | MF    | mcIF,nramp1                                                                                |
| GO:0016798 | hydrolase activity, acting on glycosyl b... | 103       | 6           | 1.72     | 0.00733  | 3.5             | MF    | alyD-1,DDB_G0270074,DDB_G0287465,DDB_G0293566,sgmA,sgmB                                    |
| GO:0030170 | pyridoxal phosphate binding                 | 48        | 4           | 0.8      | 0.00817  | 5.0             | MF    | agxt,cysB,hemA,serC                                                                        |
| GO:0051188 | cofactor biosynthetic process               | 89        | 12          | 1.6      | 5.20E-08 | 7.5             | BP    | accA,coq7,coxA,DDB_G0285011,DDB_G0286637,DDB_G0290401,fol1,gchA,hemA,hemF,panC,ptsA        |
| GO:0009110 | vitamin biosynthetic process                | 8         | 4           | 0.14     | 6.70E-06 | 28.6            | BP    | DDB_G0286637,fol1,panC,ptsA                                                                |
| GO:0009395 | phospholipid catabolic process              | 11        | 4           | 0.2      | 3.00E-05 | 20.0            | BP    | plbA,plbE,sgmA,sgmB                                                                        |
| GO:0009396 | folic acid-containing compound biosynthe... | 8         | 3           | 0.14     | 0.0003   | 21.4            | BP    | fol1,gchA,ptsA                                                                             |
| GO:0015940 | pantothenate biosynthetic process           | 2         | 2           | 0.04     | 0.00032  | 50.0            | BP    | DDB_G0286637,panC                                                                          |
| GO:0009070 | serine family amino acid biosynthetic pr... | 9         | 3           | 0.16     | 0.00044  | 18.8            | BP    | cysB,serA,serC                                                                             |
| GO:0006575 | cellular modified amino acid metabolic p... | 21        | 4           | 0.38     | 0.00048  | 10.5            | BP    | fol1,gchA,pssA,ptsA                                                                        |
| GO:0006732 | coenzyme metabolic process                  | 104       | 8           | 1.87     | 0.00055  | 4.3             | BP    | accA,coq7,DDB_G0286637,DDB_G0290401,fol1,gchA,panC,ptsA                                    |
| GO:0006783 | heme biosynthetic process                   | 10        | 3           | 0.18     | 0.00063  | 16.7            | BP    | coxA,hemA,hemF                                                                             |
| GO:0006563 | L-serine metabolic process                  | 11        | 3           | 0.2      | 0.00085  | 15.0            | BP    | cysB,serA,serC                                                                             |
| GO:0015671 | oxygen transport                            | 3         | 2           | 0.05     | 0.00096  | 40.0            | BP    | fhbA,fhbB                                                                                  |
| GO:0046655 | folic acid metabolic process                | 3         | 2           | 0.05     | 0.00096  | 40.0            | BP    | fol1,ptsA                                                                                  |
| GO:0033014 | tetrapyrrole biosynthetic process           | 12        | 3           | 0.22     | 0.00112  | 13.6            | BP    | coxA,hemA,hemF                                                                             |
| GO:0006979 | response to oxidative stress                | 69        | 6           | 1.24     | 0.00145  | 4.8             | BP    | alrA,aoxA,cysB,DDB_G0275311,gchA,ptsA                                                      |
| GO:0006684 | sphingomyelin metabolic process             | 4         | 2           | 0.07     | 0.00189  | 28.6            | BP    | sgmA,sgmB                                                                                  |
| GO:0006826 | iron ion transport                          | 4         | 2           | 0.07     | 0.00189  | 28.6            | BP    | mcIF,nramp1                                                                                |
| GO:0030149 | sphingolipid catabolic process              | 6         | 2           | 0.11     | 0.00462  | 18.2            | BP    | sgmA,sgmB                                                                                  |
| GO:0044655 | phagosome renewalization                    | 6         | 2           | 0.11     | 0.00462  | 18.2            | BP    | ccdc53,myoB                                                                                |
| GO:0009607 | response to biotic stimulus                 | 87        | 6           | 1.57     | 0.0047   | 3.8             | BP    | alrA,alyD-1,DDB_G0293566,myoB,nramp1,omt6                                                  |
| GO:0006026 | aminoglycan catabolic process               | 22        | 3           | 0.4      | 0.00687  | 7.5             | BP    | alyD-1,DDB_G0287465,DDB_G0293566                                                           |
| GO:0045335 | phagocytic vesicle                          | 341       | 20          | 6.13     | 2.20E-06 | 3.3             | CC    | acly,alrA,ccdc53,ddcB,fhbA,fhbB,gchA,gp130,myoB,nagB1,nramp1,omt6,sdrA,serA, 6 DDB_G genes |

## B)

| GO.ID      | Term                                        | Annotated | Significant | Expected | classic  | fold enrichment | categ | genes                                                                                                                                                                 |
|------------|---------------------------------------------|-----------|-------------|----------|----------|-----------------|-------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| GO:0003689 | DNA clamp loader activity                   | 6         | 5           | 0.41     | 8.10E-06 | 12.2            | MF    | dcc1,rfc2,rfc3,rfc4,rfc5                                                                                                                                              |
| GO:0003896 | DNA primase activity                        | 3         | 3           | 0.2      | 0.00031  | 15.0            | MF    | polA1,polA3,polA4                                                                                                                                                     |
| GO:0016502 | nucleotide receptor activity                | 13        | 5           | 0.88     | 0.00116  | 5.7             | MF    | carA-1,crIC,p2xA,p2xB,p2xE                                                                                                                                            |
| GO:0016863 | intramolecular oxidoreductase activity, ... | 4         | 3           | 0.27     | 0.00118  | 11.1            | MF    | ebp,ech1,erg2                                                                                                                                                         |
| GO:0005044 | scavenger receptor activity                 | 2         | 2           | 0.14     | 0.00461  | 14.3            | MF    | DDB_G0284479,dduF                                                                                                                                                     |
| GO:0015278 | calcium-release channel activity            | 6         | 3           | 0.41     | 0.00534  | 7.3             | MF    | p2xA,p2xB,p2xE                                                                                                                                                        |
| GO:0015085 | calcium ion transmembrane transporter ac... | 12        | 4           | 0.82     | 0.00672  | 4.9             | MF    | DDB_G0289473,p2xA,p2xB,p2xE                                                                                                                                           |
| GO:0016712 | oxidoreductase activity, acting on paire... | 20        | 5           | 1.36     | 0.00937  | 3.7             | MF    | cyp508A4,cyp515B1,cyp516B1,cyp518A1,cyp519E1                                                                                                                          |
| GO:0006260 | DNA replication                             | 75        | 28          | 5.27     | 3.50E-14 | 5.3             | BP    | cdc45,dcc1,DDB_G0283189,DDB_G0293864,gins1,gins4,lig1,mcm4,mcm5,mcm7,pds5,polA1,polA2,polA3,polA4,polD2,polD3,repG,rfc2,rfc3,rfc4,rfc5,mrA,mrB-1,smc3,ssr1,top2,wrip1 |
| GO:0006261 | DNA-dependent DNA replication               | 40        | 16          | 2.81     | 3.60E-09 | 5.7             | BP    | cdc45,DDB_G0283189,gins4,lig1,mcm4,mcm5,mcm7,polA1,polA3,polA4,repG,rfc2,rfc3,rfc4,rfc5,top2                                                                          |
| GO:0000819 | sister chromatid segregation                | 29        | 12          | 2.04     | 2.20E-07 | 5.9             | BP    | anapc10,bub1,dcc1,DDB_G0273201,kif2,ncapD3,ncapGa,smc1,smc2,smc3,top2,ube2c                                                                                           |
| GO:0006271 | DNA strand elongation involved in DNA re... | 14        | 8           | 0.98     | 1.20E-06 | 8.2             | BP    | DDB_G0283189,lig1,polA1,repG,rfc2,rfc3,rfc4,rfc5                                                                                                                      |
| GO:0006970 | response to osmotic stress                  | 109       | 22          | 7.66     | 5.10E-06 | 2.9             | BP    | abcG21,act1,act20,act6,cprA,cprA,cupB,cupC,cupF,cupG,cupI,dstC,p2xA,p2xB,p2xE,regA,rtoA,sigJ,vwkA, 3 DDB_G genes                                                      |
| GO:0006270 | DNA replication initiation                  | 11        | 6           | 0.77     | 4.00E-05 | 7.8             | BP    | cdc45,gins4,mcm4,mcm5,mcm7,polA1                                                                                                                                      |
| GO:0009651 | response to salt stress                     | 13        | 6           | 0.91     | 0.00013  | 6.6             | BP    | cupB,cupC,cupF,cupG,cupI,dstC                                                                                                                                         |
| GO:0009405 | pathogenesis                                | 14        | 6           | 0.98     | 0.00022  | 6.1             | BP    | DDB_G0267792,prtA,prtB,uduD1,uduD2,uduF                                                                                                                               |
| GO:0006816 | calcium ion transport                       | 15        | 6           | 1.05     | 0.00034  | 5.7             | BP    | DDB_G0284777,DDB_G0289473,p2xA,p2xB,p2xE,regA                                                                                                                         |
| GO:0006269 | DNA replication, synthesis of RNA primer    | 3         | 3           | 0.21     | 0.00034  | 14.3            | BP    | polA1,polA3,polA4                                                                                                                                                     |
| GO:0007091 | metaphase/anaphase transition of mitotic... | 10        | 4           | 0.7      | 0.00359  | 5.7             | BP    | anapc10,bub1,DDB_G0273201,ube2c                                                                                                                                       |
| GO:0009408 | response to heat                            | 11        | 4           | 0.77     | 0.00533  | 5.2             | BP    | DDB_G0282313,dnajA1,dstC,rtoA                                                                                                                                         |
| GO:0007076 | mitotic chromosome condensation             | 7         | 3           | 0.49     | 0.00974  | 6.1             | BP    | ncapD3,ncapGa,smc2                                                                                                                                                    |
| GO:0050848 | regulation of calcium-mediated signaling    | 7         | 3           | 0.49     | 0.00974  | 6.1             | BP    | p2xA,p2xB,p2xE                                                                                                                                                        |
| GO:0005657 | replication fork                            | 16        | 10          | 1.14     | 1.60E-08 | 8.8             | CC    | cdc45,DDB_G0283189,gins4,polA1,polA3,polA4,rfc2,rfc3,rfc4,rfc5                                                                                                        |
| GO:0000775 | chromosome, centromeric region              | 22        | 9           | 1.57     | 9.30E-06 | 5.7             | CC    | aurK,bub3,ccc1,DDB_G0273201,DDB_G0293620,hcpA,hcpB,icpA,kif4                                                                                                          |
| GO:0009986 | cell surface                                | 39        | 11          | 2.78     | 5.70E-05 | 4.0             | CC    | aurK,carA-1,csaA,csbA,csbB,dlpA,dscA-1,dscD-1,gmsA,icpA,sigB                                                                                                          |
| GO:0030894 | repisome                                    | 6         | 4           | 0.43     | 0.00034  | 9.3             | CC    | DDB_G0283189,polA1,polA3,polA4                                                                                                                                        |
| GO:0005658 | alpha DNA polymerase:primase complex        | 3         | 3           | 0.21     | 0.00036  | 14.3            | CC    | polA1,polA3,polA4                                                                                                                                                     |
| GO:0031261 | DNA replication preinitiation complex       | 5         | 3           | 0.36     | 0.00321  | 8.3             | CC    | cdc45,gins1,gins4                                                                                                                                                     |
| GO:0000793 | condensed chromosome                        | 29        | 7           | 2.06     | 0.00348  | 3.4             | CC    | aurK,DDB_G0273201,icpA,ncapGa,smc1,smc2,smc3                                                                                                                          |
| GO:0005720 | nuclear heterochromatin                     | 2         | 2           | 0.14     | 0.00505  | 14.3            | CC    | hcpA,hcpB                                                                                                                                                             |
| GO:0008278 | cohesin complex                             | 2         | 2           | 0.14     | 0.00505  | 14.3            | CC    | smc1,smc3                                                                                                                                                             |
| GO:0033118 | esterosome membrane                         | 2         | 2           | 0.14     | 0.00505  | 14.3            | CC    | cryS,D2                                                                                                                                                               |
| GO:0051233 | spindle midzone                             | 2         | 2           | 0.14     | 0.00505  | 14.3            | CC    | aurK,icpA                                                                                                                                                             |
| GO:1990077 | primosome complex                           | 2         | 2           | 0.14     | 0.00505  | 14.3            | CC    | polA3,polA4                                                                                                                                                           |
| GO:0031164 | contractile vacuolar membrane               | 19        | 5           | 1.35     | 0.009    | 3.7             | CC    | cprA,p2xA,p2xB,p2xE,vwkA                                                                                                                                              |

**S6 Table: Selected GO enrichment data of genes which are differentially expressed during growth only under curcumin treatment.**

A) Genes up-regulated without curcumin (S5 Table) were omitted from the GO term enrichment analysis to focus on genes up-regulated due to curcumin exposure during growth. 161 genes were up-regulated at 12 hours only under curcumin treatment. Genes related to oxidoreductase activity, glutathione transferase activity, oxygen transport, response to oxidative stress, and sphingolipid catabolic process were enriched in the gene set. B) 733 genes were down-regulated under curcumin treatment. Genes related to DNA replication, oxidoreductase activity and contractile vacuolar membrane, are enriched in the gene set. Genes that encode cytochrome P450 family proteins, which generally have a terminal oxidoreductase activity, and genes involved in cAMP-mediated signaling, *carA-1*, *pkaR* and *regA*, are also down-regulated upon extended exposure.

# Supplementary material for: Curcumin affects gene expression and reactive oxygen species via a PKA dependent mechanism in Dictyostelium discoideum
**Source:** PLoS One. 2017 Nov 14;12(11):e0187562. doi: 10.1371/journal.pone.0187562
**Supplement:** S7 Table — Among the genes that are differentially expressed only under curcumin treatment (S6 Table), 50 genes were always expressed at higher levels (at least 2 fold) in the cells treated with high concentration (10 μg/ml) of curcumin. Genes involved in antioxidant activity were highly enriched. Note that most of the genes exhibited peak expression at an early time point (4 hours, refer to Fig 12E).

| GO.ID      | Term                             | Annotated | Significant | Expected | classic  | fold enrichment | categ | genes                                  |
|------------|----------------------------------|-----------|-------------|----------|----------|-----------------|-------|----------------------------------------|
| GO:0016491 | oxidoreductase activity          | 513       | 12          | 2.27     | 8.20E-07 | 5.3             | MF    | cyp516B1,11 DDB_G genes                |
| GO:0016209 | antioxidant activity             | 32        | 3           | 0.14     | 0.00036  | 21.4            | MF    | DDB_G0268192,DDB_G0269270,DDB_G0272280 |
| GO:0055114 | oxidation-reduction process      | 554       | 12          | 2.59     | 4.10E-06 | 4.6             | BP    | cyp516B1,11 DDB_G genes                |
| GO:0009408 | response to heat                 | 11        | 2           | 0.05     | 0.0011   | 40.0            | BP    | dnaja1,dstC                            |
| GO:0006972 | hyperosmotic response            | 57        | 3           | 0.27     | 0.0023   | 11.1            | BP    | abcG21,dstC,sigJ                       |
| GO:0009266 | response to temperature stimulus | 19        | 2           | 0.09     | 0.0035   | 22.2            | BP    | dnaja1,dstC                            |
| GO:0009628 | response to abiotic stimulus     | 143       | 4           | 0.67     | 0.0042   | 6.0             | BP    | abcG21,dnaja1,dstC,sigJ                |

**S7 Table: Selected GO enrichment data of up-regulated genes at all time points under curcumin treatment.**

Among the genes that are differentially expressed only under curcumin treatment (S6 Table), 50 genes were always expressed at higher levels (at least 2 fold) in the cells treated with high concentration (10 µg/ml) of curcumin. Genes involved in antioxidant activity were highly enriched. Note that most of the genes exhibited peak expression at an early time point (4 hours, Refer to Fig. 12E).

How the deposited data were processed for this re-analysis (not part of the article)

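RNA from wild-type cells grown with 0, 2.5, 5, 7.5 or 10 μg/ml curcumin was sampled at 4, 8 and 12 h, with cells at 0 μg/ml also sampled at 0 h. The 16 conditions had 3 replicates each, 48 samples in all. The sample titles write the doses in mg/ml, and the paper's μg/ml was used. The 2 samples that the legend of S1 Fig names as removed, replicate 2 of 2.5 μg/ml at 12 h and replicate 2 of 7.5 μg/ml at 8 h, were left out of the main results, which used 46 samples.

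The authors selected poly(A) RNA, sequenced it on an Illumina Genome Analyzer II and aligned the reads to the Dictyostelium reference genome with Genialis pipelines. The aligner and its version, the genome build, the annotation and the counting rule are not stated. The deposited counts are whole numbers of reads on 12883 genes, without normalization. The deposited normalized values cover 12869 genes and are RPKM, a unit deduced from the values, since the count divided by the value and by the sample's total gave the same whole-number gene length in every sample for 11994 genes. The other 14 genes are in the count files only, and 8 genes with counts have a normalized value of 0. Totals lay between 4179733 and 9373442 counts per sample with a median of 5819421, and 7362 genes had at least 10 counts in every sample. The smallest share the depth can show, 3 counts of the total, lay between 0.32 and 0.718 CPM, the count scaled by the sample's total.

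Differential expression was tested on the counts in R 4.3.3 with edgeR 4.0.16, with TMM normalization, edgeR's low-count filter and its quasi-likelihood test. The threshold was a Benjamini-Hochberg adjusted p-value under 0.01, and only the groups compared entered a fit. Standard errors were back-calculated as the size of the log2 fold change divided by the square root of the F statistic. The comparisons were 10 against 0 μg/ml at 4, 8 and 12 h, 12 against 4 h at 0 and at 10 μg/ml, each dose against 0 μg/ml at each time, and the interaction of curcumin and time. Genes past the threshold at 0 μg/ml in either direction were subtracted from those at 10 μg/ml. Genes raised at all times were those left after the subtraction with at least a 2-fold higher level at 10 μg/ml at 4, 8 and 12 h. The paper used baySeq for differential expression and topGO for gene groups, which were not available, so the groups were taken from the S3 to S7 Tables.

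Gene sets were scored as the mean log2 CPM, with a prior count of 2, minus the mean of the untreated samples of the same time. Scores were compared by exact permutation tests. Correlations between samples were Spearman's over the normalized values of all genes. Conditions were clustered by complete linkage, since the linkage is not stated, and scaled to 2 axes. Shares of the distance were computed with adonis2 of vegan 2.7.1 by permutation.

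The test was tested on simulated data with 200 changed genes: it found 199, with 1% false calls, and the interaction test found 190. DESeq2 1.42.0 found 196, with 4.85% false calls. All simulated changes were at least 3-fold, with no variation shared between samples, so smaller changes are not covered.

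The genes named in the text follow a rule written before the processed files arrived. It took the 10 largest changes in each direction at 4 and at 12 h, and the 5 largest in each direction between 4 and 12 h, among genes past the threshold with every replicate of one group on the same side of every replicate of the other. It also took 5 of the genes raised at all times, and every gene the paper lists whose identifier is in the files. Genes the paper gives by name only were left out, because no annotation that pairs names with identifiers was available.

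The alternatives were DESeq2's size factors and its test, no low-count filter or at least 10 counts in every sample, one fit over all conditions, the replicate number as a block, a threshold of 0.05, each replicate left out in turn, all 48 samples, other pseudocounts and prior counts, other correlations and linkages, and other ways to take fold changes, subtract genes and choose the genes raised at all times. The libraries were sequenced as 2 pooled sets whose members are not stated, so the sets could not be compared.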

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

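The main settings, the tests, the rule for naming genes and the alternatives were chosen before the processed files arrived. The predictions for the interaction of curcumin and time, for the shift at 2.5 μg/ml, for DDB_G0294515 and for a cause shared by the 2 removed samples were made only after those results had been seen, and the other predictions were made before.

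The change between 10 and 0 μg/ml differed between 4 and 12 h in 401 genes, by a test of the difference itself. In 100 drawn splits of the 12 samples into the 4 groups, the real one included, only 1 gave as many genes, and the others gave at most 86. These splits also mixed doses and times, whose effects then widened the spread within groups. The splits therefore cannot single out the difference between the times. After thinning every sample to the smallest total, a share of 0.848 of the genes remained. Without the 20 genes with the most counts, the number changed by a factor of 0.998. The log2 difference had a Spearman rho of −0.069 with gene length across genes, which are not independent replicates. With the replicate number as a block within each time, an alternative chosen after seeing the data, a share of 1 of the genes remained, and 933 genes in all were past the threshold, so the number of genes depends on the block. Sequencing sets and reads shared between paralogs could not be tested, so the difference cannot be told apart from these. A response that changes with time is a candidate explanation, as a hypothesis.

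At 8 h, a time for which the paper gives no list, 332 genes differed between 10 and 0 μg/ml. A share of 0.807 remained after thinning to the smallest total, and the number changed by a factor of 0.979 without the 20 genes with the most counts. The log2 fold change followed gene length with a Spearman rho of 0.33 across genes, past the size of 0.3 set beforehand, so a gene length bias remains a possible explanation. Of the 10 splits of the 6 samples, 1 (the real one) gave as many genes, and 10 splits cannot give a share under 0.05.

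At 5 μg/ml and 4 h, a dose the paper places below the threshold, 295 genes differed from 0 μg/ml, and 7 did at 2.5 μg/ml. No technical explanation was tested for this comparison alone. The paper's dose threshold rests on the dendrogram and the multidimensional scaling, not on such counts.

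The genes up-regulated at 4 h had a score of 0.449 already at 2.5 μg/ml at 4 h. The untreated 4 h samples helped to choose these genes and are also the baseline, which could produce a shift. In the genes up-regulated at 8 h, chosen without any 4 h sample, the score at 2.5 μg/ml was 0.351, and its lowest sample (0.233) lay above the highest untreated sample (0.178). The genes up-regulated at 12 h, also chosen without any 4 h sample, did not show it: their score at 2.5 μg/ml at 4 h was 0.002 ± 0.273 (SD, n = 3), with samples from −0.313 to 0.181 and untreated samples up to 0.27. The genes down-regulated at 8 h shifted their own way, to −0.299 (samples from −0.445 to −0.196, lowest untreated sample −0.045). The 58 genes up-regulated at least 3-fold at 12 h also shifted, to 0.745 (lowest sample 0.606, highest untreated sample 0.09). The genes down-regulated at 12 h moved against their own direction, to 0.191. In lists chosen without 4 h samples, the choice of genes cannot have made a shift. With the full 12 h lists not showing it, a part of the shared baseline in the score of 0.449 is not excluded. Sequencing sets could not be tested either.

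DDB_G0294515, one of the 14 genes missing from the normalized files, had a log2 fold change of 2.082 at 4 h (standard error 0.255, edgeR adjusted p = 0.000537), higher in every treated sample than in every untreated one. Its CPM at 4 h rose with dose, from 269.5 at 0 μg/ml through 610.4, 886.7 and 956.6 to 1120.6 at 10 μg/ml. Among the other genes missing from the normalized files, 0 passed the threshold in the same direction. All of those tested but DDB_G0295543 (−0.136) also had a positive log2 fold change, between 0.142 and 1.434, so a shared cause is not excluded. The edgeR adjusted p-value of DDB_G0294515 after thinning was 0.000483. Why the authors left the gene out is not stated, and reads shared with other genes could not be tested, so a response to curcumin cannot be told apart from such sharing.

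In the samples the paper removed, DDB_G0277635 had 66089.2 RPKM in replicate 2 of 2.5 μg/ml at 12 h and 63007.5 RPKM in replicate 2 of 7.5 μg/ml at 8 h, against at most 27746.3 and a median of 14211.6 in the other 46 samples. The highest mean correlation of these samples with another condition was 0.9539 and 0.9508, below the lowest between kept replicates (0.9795) but above that with their own sister replicates (0.9483 and 0.9471). A distorted sample would stay below 0.9795 under any label, so this test does not exclude a mislabelled sample. The 2 samples correlated at 0.9789 with each other. Their sister replicates, thinned to their totals, still correlated at 0.9843 and 0.9811. Their deviations had a Spearman rho of 0.202 and 0.193 with gene length, and without the 1% of genes that deviate most their correlations with their sisters were 0.9536 and 0.9523. The deviations of the 2 samples from their sisters correlated with each other at 0.919 across genes, although dose and time differ. A technical cause shared by both is a candidate explanation, and no biological explanation was tested.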

How the results depend on the processing

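Every alternative was run, but not on every result. Of 29 headline results, 8 kept their direction and their side of the test's threshold under all the alternatives run on them. These were the shares of distance that follow dose and time and the correlations of both 4 h gene sets with dose. They also include the differences of both sets between 12 and 4 h at 7.5 and 10 μg/ml. The others were numbers of genes, a ratio, correlations between samples and branch sizes, which have no test threshold and moved in size. Spearman's rho with dose was in every fit at the largest size that the tied doses allow, so its stability says little. The sizes of the shares and differences still moved, and Pearson's r of the up-regulated set with dose, 0.99, was 0.932 on the normalized values. The share of dose, 29.08%, was 42.45% over genes with at least 10 counts in every sample and 19.53% with all 48 samples, and that of time, 20.19%, was 30.11% and 17.71%. The difference of the down-regulated set at 10 μg/ml, 1.1454, was 0.951 on the normalized values and 1.8853 in the genes with at least a 3-fold change. The differences had exact p-values at the smallest the samples allow, 0.1, so they were never past a threshold of 0.05. Of 272 headline rows, 191 were the same, 81 moved and 0 reversed. Among the 143 named genes and comparisons, 863 of 1001 rows were the same, 114 were weaker, 24 stronger and 0 reversed.

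With the replicate number as a block, which removes variation shared by same-numbered samples (mean correlation 0.545 at 4 h, 0.183 at 8 h and 0.295 at 12 h), 1338 genes were up-regulated and 579 down-regulated at 4 h, 976 and 434 at 12 h, and 427 were up-regulated at 8 h. With that block fitted within each time, an alternative chosen after seeing the data, 933 genes were past the threshold for the interaction. One fit over all conditions, which shares the dispersion between conditions, gave 876 and 530 genes at 4 h, 227 up-regulated at 12 h, 170 down-regulated at 8 h, 304 and 157 between 4 and 12 h without curcumin, and a dose ratio of 3.905. DESeq2's test gave 269 down-regulated genes at 4 h, 435 up-regulated at 8 h, and 285 and 98 without curcumin.

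A threshold of 0.05 gave 932 and 385 genes at 4 h, 673 and 241 at 8 h, 737 and 372 at 12 h, 368 and 183 without curcumin, 411 and 655 only at 10 μg/ml, and 733 for the interaction. Requiring at least 10 counts in every sample, which removes genes barely expressed in untreated cells, left 127 genes up-regulated at least 3-fold at 4 h, 26 up-regulated and 5 down-regulated at 12 h, and 26 raised at all times. The ratio of normalized values gave 5 down-regulated genes with a 3-fold change at 12 h. Choosing among the genes changed at 4 or 12 h gave 99 raised at all times.

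The lowest correlations between replicates and between conditions were 0.9831 and 0.9696 on raw counts, 0.9654 and 0.9287 with at least 10 counts in every sample, 0.9838 and 0.9671 with Pearson's correlation, and 0.946 and 0.9199 with all 48 samples. With average linkage, Ward linkage, at least 10 counts in every sample, or all 48 samples, the branch of 10 μg/ml at 4 h held 2 conditions of high dose and 0 of lower dose.

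Across the 3 fits that each left out one replicate, up-regulated and down-regulated genes ranged from 125 to 471 and from 37 to 122 at 4 h, from 39 to 379 and from 7 to 53 at 8 h, and from 75 to 453 and from 13 to 143 at 12 h. Those with a 3-fold change ranged from 110 to 218 and from 27 to 48 at 4 h, and from 34 to 64 and from 5 to 8 at 12 h. Between 4 and 12 h the ranges were 2 to 65 and 0 to 15 without curcumin, and 138 to 212 and 209 to 230 only at 10 μg/ml. Genes raised at all times ranged from 30 to 39, the interaction from 108 to 193, and the branch held 6 conditions of high dose and from 0 to 6 of lower dose. Leaving out a replicate did not always lower a count: without replicate 2 the counts at 12 h were 453 and 143. Without replicate 3, the up-regulated genes at 8 h rose from 262 to 379, while the down-regulated ones fell from 70 to 53.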

Differences from the paper's values

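At 12 h, 380 genes were up-regulated against the paper's 204. Of the alternatives set before the files arrived, only one fit over all conditions, with 227, fell within 1.5 times the paper's value. For down-regulated genes at 12 h, 140 were found against the paper's 443, and of the alternatives only the replicate number as a block (434) and a threshold of 0.05 (372) came that close.

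The share of up-regulated genes at 12 h with at least a 3-fold change was 15.26% against the paper's 29.9%, and only one fit over all conditions (29.96%) closed the gap. For down-regulated genes the share was 5.71% against the paper's 2.5%, and only the replicate number as a block (2.07%) and a threshold of 0.05 (2.42%) did.

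Without curcumin, 116 genes were up-regulated from 4 to 12 h against the paper's 67. Leaving out replicate 1 (65) or replicate 2 (46) closed the gap, and no other alternative did. For genes up-regulated only at 10 μg/ml, 246 were found against the paper's 161. DESeq2's test (233), at least 10 counts in every sample (230), and leaving out replicate 1 (138), 2 (171) or 3 (212) closed the gap, and the other alternatives did not. For genes down-regulated only at 10 μg/ml, 377 were found against the paper's 733, and only one fit over all conditions (544) and a threshold of 0.05 (655) came within 1.5 times the paper's value.

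The paper states that more genes were down-regulated than up-regulated at 12 h. The main fit gave 380 up-regulated and 140 down-regulated genes. More genes were up-regulated than down-regulated under every alternative run on these counts. All of these fits used TMM or DESeq2's size factors. None scaled the counts by the sample's total alone, so the balance under that scaling was not tested. For genes down-regulated at least 3-fold at 4 h, the paper's text gives 39 and Fig 12B shows about 33, read by eye. The 45 genes found lay within 1.5 times both values.

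The paper describes a clear division between 0, 2.5 and 5 μg/ml and the higher doses. In the dendrogram computed here, 1 condition of lower dose, 5 μg/ml at 8 h, was in the branch of the high doses. Without replicate 3, that branch held the 6 high-dose conditions and 0 of lower dose, as the paper describes. Of the genes the S6 Table gives by identifier as up-regulated only under curcumin, 3 (DDB_G0272632, DDB_G0280317 and DDB_G0285011) also rose past the threshold without curcumin.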

Other observations

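Of the 10 splits of the 6 samples, only the real one, 1 split, gave as many genes at 4 h, at 12 h, with at least a 3-fold change at 4 h and at 12 h, between 4 and 12 h without curcumin, and between 4 and 12 h only at 10 μg/ml. The others gave 0 genes, but 10 splits cannot give a share under 0.05, so these results cannot be told apart from a grouping by chance on this count alone. For the genes raised at all times, 1 of 100 drawn relabelings, the real one, gave as many, and the others gave at most 12. For the ratio of genes at 7.5 and 10 μg/ml to genes at 2.5 and 5 μg/ml, 4 of 30 drawn relabelings of the doses within each time gave as large a ratio as the real 6.709. The other ratios had a median of 0 and reached 66. A ratio with a smaller sum near 0 can be large with few genes, so this count of relabelings decides neither for nor against the real doses.

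For the genes at 4 h, a share of 0.864 remained after thinning to the smallest total, the number changed by a factor of 1 without the 20 genes with the most counts, and the log2 fold change had a Spearman rho of 0.124 with gene length across genes. At 12 h these values were 0.879, 1.056 and 0.082.

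A hypothesis for the genes at 12 h is that treated cells lag behind a change that untreated cultures go through. Across 505 genes past the threshold at 12 h, the change between 10 and 0 μg/ml had a Spearman rho of −0.452 with the untreated change from 0 to 8 h, which shares no sample with it, and over all genes tested the rho was −0.31. Genes are not independent replicates. Of the 140 genes down-regulated at 12 h, 28 were among the 116 up-regulated from 4 to 12 h without curcumin, a comparison that shares the untreated 12 h samples with the first, and DDB_G0290993 and DDB_G0271980 are among them. These 28 genes are 20% of the genes down-regulated at 12 h. Other overlaps run against a lag: 24 of the same 116 genes, 6.32% of the 380 genes up-regulated at 12 h, were up-regulated by 10 μg/ml, and only 2 of the 33 genes down-regulated without curcumin were. The overlaps were not tested, so the hypothesis rests on the rho of −0.452, for which a lag may be one of several explanations. Sequencing sets could not be tested.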
